# Transcriptomics reveals amygdala neuron regulation by fasting and ghrelin thereby promoting feeding

**DOI:** 10.1126/sciadv.adf6521

**Published:** 2023-05-24

**Authors:** Christian Peters, Songwei He, Federica Fermani, Hansol Lim, Wenyu Ding, Christian Mayer, Rüdiger Klein

## Abstract

The central amygdala (CeA) consists of numerous genetically defined inhibitory neurons that control defensive and appetitive behaviors including feeding. Transcriptomic signatures of cell types and their links to function remain poorly understood. Using single-nucleus RNA sequencing, we describe nine CeA cell clusters, of which four are mostly associated with appetitive and two with aversive behaviors. To analyze the activation mechanism of appetitive CeA neurons, we characterized serotonin receptor 2a (Htr2a)–expressing neurons (CeA^Htr2a^) that comprise three appetitive clusters and were previously shown to promote feeding. In vivo calcium imaging revealed that CeA^Htr2a^ neurons are activated by fasting, the hormone ghrelin, and the presence of food. Moreover, these neurons are required for the orexigenic effects of ghrelin. Appetitive CeA neurons responsive to fasting and ghrelin project to the parabrachial nucleus (PBN) causing inhibition of target PBN neurons. These results illustrate how the transcriptomic diversification of CeA neurons relates to fasting and hormone-regulated feeding behavior.

## INTRODUCTION

Central nervous system regulation of feeding behavior controls basic energy needs and satisfies the pleasure associated with eating in processes called homeostatic and hedonic feeding, respectively. The classical view is that brain circuits controlling homeostatic feeding are mainly located in the hypothalamus, whereas hedonic feeding is controlled by the limbic and reward systems, including hippocampus, amygdala, prefrontal cortex (PFC), nucleus accumbens (NAc), and ventral tegmental area (VTA) (*1*, *2*). A more recent view is that the brain circuits controlling homeostatic and hedonic feeding are both active whenever food is consumed. The relative involvement of each circuit may depend on the palatability of food and the physiological state of the animal (*1*, *3*).

Here, we focus on the central amygdala (CeA), an evolutionarily ancient subcortical structure that controls emotional processing and promotes defensive and appetitive behaviors (*4*), including food intake and reward processing (*5*–*8*). The CeA consists exclusively of γ-aminobutyric acid–releasing (GABAergic) neurons that can be divided into subpopulations based on their molecular, electrophysiological, and functional properties. They are organized in reciprocally inhibitory microcircuits in three subregions of the CeA: the central capsular (CeC), the central lateral (CeL), and central medial subregions (CeM). Our current understanding of CeA cell diversity, anatomy, and function is incomplete, because molecularly defined CeA populations can show substantial overlap and may have different functions in the different CeA subregions (which are difficult to target by stereotactic injections), and their roles can differ from CeA neurons that were characterized on the basis of electrophysiological or anatomical properties (*9*, *10*). A deep analysis of the cell types, their distribution, and roles in CeA-controlled behavior is therefore needed.

Several molecularly defined CeA neuron types have previously been linked to food intake and reward behavior (*11*). Neurons expressing protein kinase Cδ (CeA^PKCδ^, also known as Prkcd) suppress feeding, in response to anorexigenic cues (*7*). In contrast, serotonin receptor 2a (Htr2a)–expressing neurons (CeA^Htr2a^) induce feeding by increasing the palatability of food (*6*). These neurons were shown to be required for consumption of palatable food by ad libitum fed animals, or after an overnight fast and a short post-fast feeding period, when the homeostatic needs were partially satisfied. CeA^Htr2a^ neurons partially overlap with somatostatin-positive neurons (CeA^Sst^) and other CeA populations marked by expression of *corticotropin releasing factor* (*Crh*) and *tachykinin 2* (*Tac2*) (*6*, *12*, *13*). CeA^Sst^ neurons promote not only reward behavior but also fear learning (*8*, *10*, *14*–*16*). Neurons expressing prepronociceptin (CeA^Pnoc^) that also partially overlap with CeA^Sst^ neurons mediate palatable food consumption and reward, similarly to CeA^Htr2a^ (*5*, *6*). Neurons expressing neurotensin (CeA^NTS^) promote reward behavior and the consumption of palatable fluids (*17*).

What has been an open question in the field is how appetitive CeA neurons become activated. They could be activated via their afferent inputs, some of which have been characterized anatomically, but not functionally, including the basolateral amygdala (BLA), hypothalamus, substantia nigra, parasubthalamic nucleus, and VTA (*6*, *8*, *18*). In addition, appetitive CeA neurons may be under hormonal control. One key hormone controlling feeding is ghrelin, a 28–amino acid peptide synthesized and secreted by gastric oxyntic cells (*19*). Ghrelin release increases while fasting and mediates its orexigenic effects through hypothalamic and extrahypothalamic regions, the latter including the hippocampus, amygdala, and VTA (*20*–*22*). This peptidic hormone increases appetite and food intake through activation of the growth hormone secretagogue receptor (GHSR) (*23*), and through opioid and dopamine receptors, favoring food consumption by enhancing the rewarding and incentive responses to food-related cues (*24*–*29*).

Ghrelin receptor expression is widespread including in the CeA (*30*, *31*). Functional effects of ghrelin on CeA neurons remain largely unexplored, except for evidence that ghrelin increases the amplitude of evoked inhibitory postsynaptic potentials (IPSPs) and the frequency of miniature inhibitory postsynaptic currents (mIPSCs) in rat CeA (*30*). Considering that CeA only contains GABAergic neurons (*32*), ghrelin could be increasing the inhibitory neurotransmission activating one or more subpopulations of neurons in the CeA.

Here, we present a transcriptomic taxonomy of adult mouse CeA cell clusters. We find four cell clusters associated with presumed orexigenic and two with anorexigenic activities. CeA^Htr2a^ neurons previously shown to promote feeding comprise three presumed appetitive clusters. Using electrophysiology and in vivo calcium imaging, we show that CeA^Htr2a^ neurons are activated by the presence of food, by fasting and ghrelin, and that the activity of these neurons is required for ghrelin’s orexigenic effects. Moreover, fasting and ghrelin activate CeA neurons projecting to the parabrachial nucleus (PBN), a region of the brain that has been described previously as important for feeding regulation (*6*, *33*, *34*). CeA→PBN projecting neurons inhibit their target PBN neurons and thereby increase feeding. Last, fasting of the animals results in dynamic gene expression changes in specific CeA clusters associated with synaptic transmission and spine growth. These findings enhance our understanding of cell type diversity in CeA and the role of CeA cell clusters in the hormonal regulation of food consumption.

## RESULTS

### Single-nuclei transcriptomic characterization of CeA neuron types

We used single-nucleus RNA sequencing (snRNA-seq) to identify the diversity of subtypes present in subregions of the CeA (Fig. 1A). 

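Nuclei of the CeA of fed mice were sequenced in 3 libraries, each made from the pooled tissue of 2 mice, with a droplet method that gives every nucleus a barcode and every RNA molecule a unique molecular identifier (UMI). The authors aligned the reads to the mouse genome GRCm39, extended by the sequences of Cre and mCherry and with intronic reads included. They deposited the number of UMIs of each of 22532 genes in each barcode, without normalization. The files hold 4657, 2347 and 1694 barcodes for fed replicates 1, 2 and 3. Nuclei were kept within bounds on the number of genes and the mitochondrial share of UMIs, which were read by eye from the plots of each library in fig. S9A. These bounds were 500 to 5000 genes and below 0.8% for replicate 1, 2000 to 8000 genes and below 0.8% for replicate 2, and 1500 to 8000 genes and below 0.5% for replicate 3. The kept nuclei hold 9305452, 16728123 and 20615729 UMIs in replicates 1, 2 and 3. The median was 8216, 17851.5 and 13856 UMIs per nucleus. Doublets were called with Scrublet but not removed, since the paper's methods do not name such a step. It called 39 of the fed nuclei, or 1.16%. Counts were normalized with SCTransform in each library, with the mitochondrial share regressed out, and the libraries were merged and clustered on 30 principal components of 2000 variable genes. Pnoc, Htr2a, mCherry, Cre, Ghsr and Fos were left out of the variable genes, so that no cluster is defined by them. Clusters were named by a rule from lists of marker genes fixed before the data were examined. The rule itself was relaxed after the clusters were seen, because its first version left unnamed a cluster led by the Il1rapl2 score. Transcript levels are given as CPM, the summed UMIs of a cluster in each library scaled to a common total. Shares of nuclei were taken within each library and are given as the mean ± SD of the 3 libraries. A share of nuclei with a UMI depends on depth and on free RNA in the droplets, so these shares were also taken after each nucleus had been thinned to 4000 UMIs.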

Two datasets were obtained from 8-week-old naïve mice. 

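These datasets are fed replicates 1 and 2. They differ in depth, with a median of 3134.5 genes per nucleus in replicate 1 and 4536 in replicate 2, and also in the lower bound used, 500 genes in replicate 1 and 2000 in replicate 2. The median mitochondrial share of UMIs was 0.137% in replicate 1 and 0.0698% in replicate 2. Transcripts of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were found in 45.8% and 43.6% of the nuclei. Each library pooled tissue of a male and a female mouse.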

A third dataset came from Htr2a-Cre transgenic mice expressing AAV-DIO-mCherry to determine which subtypes were included in the CeA^Htr2a^ population. 

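This dataset is fed replicate 3, from mice of 12 weeks according to the sample labels. It holds 3001 UMIs of mCherry, in 419 of its 1369 nuclei (30.6%). The other 4 libraries of the study hold 0 mCherry UMIs, 2 of them fed and 2 fasted. Cre was rarely captured, with 5 UMIs in 5 nuclei of this library and 0 in the others. Its median was 4120 genes per nucleus and its median mitochondrial share 0.0479%.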

We obtained 3325 single-nuclei transcriptomes (with a median of 3833 genes per nucleus) and performed principal components analysis (PCA) on the scaled gene expression data, followed by Uniform Manifold Approximation and Projection (UMAP) visualization and unsupervised clustering. 

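After filtering, 1132, 872 and 1369 nuclei remained in fed replicates 1, 2 and 3, or 3373 in all, with a median of 3846 genes and 12068 UMIs per nucleus. With the general bounds of the paper's methods in every library (500 to 8000 genes and less than 0.8% mitochondrial UMIs), 3719 nuclei remained with a median of 3748 genes. With the called doublets removed, 3334 remained with a median of 3837.5 genes.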

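Graph-based clustering of the 3373 fed nuclei at a resolution of 0.5 gave 18 clusters, and 18 or 19 under the other settings tried. Among the clusters without Gad1 or Gad2, the markers named an astrocyte-like class of 165 nuclei, which made up 4.79% ± 0.77 (SD, n = 3 libraries) of all nuclei. The oligodendrocyte-like class held 61 nuclei (1.74% ± 0.62), and the class resembling oligodendrocyte precursor cells held 54 (1.67% ± 0.54). A class resembling endothelial cells or microglia held 28 nuclei (0.89% ± 0.52), and an excitatory class held 39 (1.25% ± 0.98). Differences between these last 4 classes are within the spread between libraries.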

We obtained 16 clusters and assigned them manually into cell classes based on the coexpression of multiple marker genes (fig. S1, A and C). 

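Of the 18 clusters, 13 had Gad1 or Gad2 UMIs in at least 50% of their nuclei. They held 3026 nuclei, or 89.7% ± 0.37 (SD, n = 3) of all nuclei. With the general bounds this share fell to 80.0%, the largest move among the settings tried. Within these neurons, 2 clusters with 124 nuclei were named as interneurons of the basolateral amygdala (BLA), 4.24% ± 1.00 of the inhibitory neurons. Nkx2-1, a marker used to name them (chromosome 12 of GRCm39, 56578742 to 56583722), was at 28.3 ± 7.56 CPM there. Elsewhere its mean was at most 1.82 CPM, in the astrocyte-like class, where the SD of 3.16 exceeds the mean.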

As expected, GABAergic neurons were the predominant cell type (fig. S1B) forming 11 clusters (including two BLA interneuron clusters marked by *Nkx2.1*). A minor fraction (0.9%) of neurons expressed the excitatory marker *Scl17a7*. 

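Slc17a7 (ENSMUSG00000070570, chromosome 7 of GRCm39, 44813305 to 44825644), which encodes a vesicular glutamate transporter, had a UMI in 52 of 3065 neurons. The share was 1.83% ± 1.61 (SD, n = 3), with 0.295%, 3.50% and 1.68% in fed replicates 1, 2 and 3, so that its spread is close to its mean. Without fed replicate 2 it was 0.989%. The excitatory cluster made up 1.37% ± 1.06 of the neurons, and Slc17a7 was at 198 ± 41.8 CPM in it. Among the inhibitory neurons 0.559% ± 0.52 had a Slc17a7 UMI. In the astrocyte-like class, which should lack the gene, the share was 0.980% ± 1.70 at a median of 4394 UMIs per nucleus, against 24252 in the excitatory cluster. It was above 0 in fed replicate 2 alone, so it sets no level of background for the inhibitory neurons.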

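Reclustering of the 3026 inhibitory neurons at a resolution of 0.8 gave 23 clusters. Of these, 5 clusters with 630 nuclei met the marker rule for no type and were left unnamed. They made up 20.9% ± 1.69 (SD, n = 3) of the inhibitory neurons, with 22.7%, 20.8% and 19.3% in fed replicates 1, 2 and 3.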

To gain a higher level of detail, we reclustered 2488 GABAergic neurons (Fig. 1B). 

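The type named for the interstitial nucleus of the posterior limb of the anterior commissure (IPAC) held 154 nuclei, 4.91% ± 1.22 (SD, n = 3) of the inhibitory neurons. The amygdalostriatal type held 300 (9.53% ± 2.61) and the intercalated type 224 (7.74% ± 2.35). The genes that follow were among the markers that named these types, so their levels describe the clusters and do not test them. Pde1c (chromosome 6 of GRCm39, 56046784 to 56629472) was at 3429 ± 526 CPM in the IPAC type. The next highest inhibitory cluster, which expresses Nts and Tac2, had 218 ± 242. Rarb (chromosome 14, 5650540 to 6041094) was at 1243 ± 64.9 CPM in the amygdalostriatal type and at 1028 ± 73.6 in the IPAC type, so it marks both. Foxp2 (chromosome 6, 14901287 to 15441976) was at 1641 ± 241 CPM in the intercalated type and at 198 ± 68.4 in the IPAC type, the next highest.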

We identified clusters that did not belong to the CeA, including the interstitial nucleus of the posterior limb of the anterior commissure (IPAC; based on *Pde1c* expression), the amygdalostriatal area (based on *Rarb* expression), and intercalated cells (based on *Foxp2* expression) (fig. S1, D to F) (*35*, *36*). For the remaining nine clusters belonging to the CeA, we constructed a taxonomy tree (Fig. 1C) based on the correlation of the expression of highly variable genes (HVGs) across cell types.

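All 9 types named for the CeA were found, with 1594 nuclei. The markers that name them are the paper's own, chosen on these libraries, so finding its 9 types is no independent test. The tree was rebuilt from Pearson's correlations of the mean levels of the variable genes across clusters, with average linkage. These correlations are across genes, which are not independent replicates. They ran from 0.755, between the clusters of Prkcd and of Tac1 and Sst, to 0.948, between the cluster of Il1rapl2 and that of Drd2 and Rai14. The Prkcd and Calcrl clusters correlated at 0.920. Log normalization in place of SCTransform moved this most, to 0.848.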

**Fig. 1.**
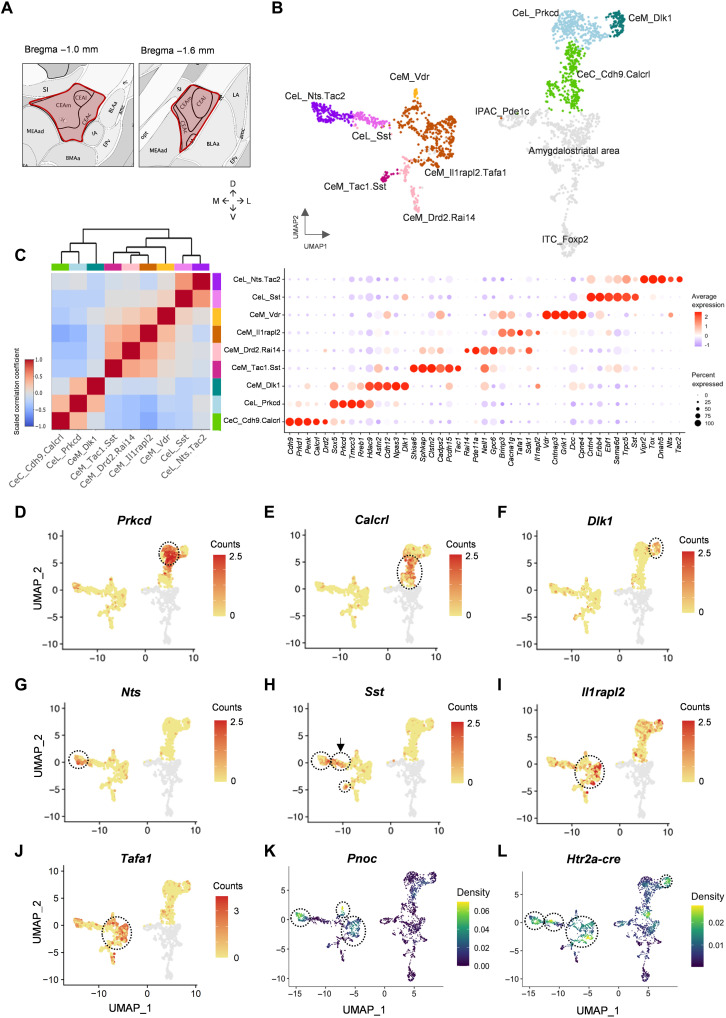
Transcriptomic cell type taxonomy of the mouse central amygdala. (**A**) Scheme showing the sampled central amygdala (CeA) regions highlighted in red. (**B**) Uniform Manifold Approximation and Projection (UMAP) representation of all inhibitory neurons of the CeA colored by cluster. Cells colored in gray are inhibitory neurons from regions outside the CeA, including the posterior limb of the anterior commissure (IPAC), the amygdalostriatal area, and intercalated cells (ITC). (**C**) Transcriptomic taxonomy tree (left) and molecular signatures of nine CeA cell clusters (right). Hierarchical clustering on Pearson’s pairwise correlation coefficients based on the mean expression of 2000 highly variable genes (HVGs) in each cell cluster. Molecular signatures of clusters by percentage of cells expressing the gene (circle size) and average gene expression (color scale). (**D** to **J**) UMAP plots showing PKCδ (Prkcd), Calcrl, Dlk1, Nts, Sst, IlRapl2, and Tafa1 clusters. Clusters are indicated by stippled circles. Arrow in (H) indicates the CeL_Sst cluster. (**K** and **L**) UMAP density plots of *Pnoc* (K) and *mCherry* (L) transcripts. The viral expression of *mCherry* is driven by Htr2a-Cre. Circles in (K) and (L) indicate cell clusters containing Pnoc and Htr2a-Cre–positive cells.

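The root of the rebuilt tree lay at a distance (1 minus the correlation) of 0.189 and the next division at 0.173. The smaller branch below the root held the clusters of Prkcd (337 nuclei), of Cdh9 and Calcrl (325) and of Dlk1 (112). Dlk1 joined it through the Prkcd cluster, with a correlation of 0.888, against 0.846 with the Calcrl cluster. The same 3 clusters formed the branch in each of the 3 libraries alone, under complete linkage and under every other setting of filtering, normalization and resolution tried.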

The first division separated three clusters from the others, namely, PKCδ (Prkcd), cadherin-9/calcitonin receptor-like (Cdh9/Calcrl), and delta-like 1 (Dlk1) (Fig. 1, D to F). PKCδ neurons were previously shown to reside in the CeL and were well characterized for their anorexigenic and other aversive functions (*7*, *37*) but are also involved in appetitive/affective behavior (*38*, *39*). This richness of functions may be because PKCδ neurons can be found in other clusters, most prominently in the Cdh9/Calcrl cluster (from now on termed Calcrl) (Fig. 1, D and E), which has been shown to be enriched in the adjacent CeC region (*8*). 

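Prkcd (ENSMUSG00000021948, chromosome 14 of GRCm39, 30317307 to 30349238) encodes PKCδ. It was at 455 ± 49.4 CPM (SD, n = 3) in the cluster named for it, at 217 ± 26.6 in the Calcrl cluster and at 101 ± 27.5 in the NTS/Tac2 cluster, differences larger than the spread between libraries. Of 603 CeA nuclei with a Prkcd UMI, 293 (48.6%) were in the Prkcd cluster, 158 (26.2%) in the Calcrl cluster and 77 (12.8%) in the NTS/Tac2 cluster. After thinning, 68.4% ± 10.1, 34.9% ± 4.06 and 30.2% ± 5.21 of the nuclei of these clusters had a Prkcd UMI. Calcrl itself (chromosome 2, 84160957 to 84255755) was at 187 ± 9.57 CPM in the Calcrl cluster and at 57.4 ± 20.6 in the Prkcd cluster.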

Calcrl neurons (also termed CGRPR) and the CeC subpopulation of PKCδ neurons were previously shown to drive aversive learning (*8*, *40*). The Dlk1 cluster that we identified has not been characterized and appears to be enriched in the CeM region (14% of CeM neurons) (fig. S2, A and B).

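The Dlk1 cluster held 17.4% ± 0.58 (SD, n = 3) of the 644 nuclei in the 5 clusters named for the CeM. It was 18.8% at a resolution of 0.4 and 14.9% at a resolution of 1.6. These shares leave out the inhibitory nuclei that stayed unnamed. Dlk1 (ENSMUSG00000040856, chromosome 12 of GRCm39, 109418749 to 109429262) was at 92.6 ± 28.2 CPM in this cluster. The cluster of Tac1 and Sst followed with 61.0 ± 28.9 CPM, so the 2 levels overlap within their spread. Both lay above the IPAC type, the next highest at 25.2 ± 6.90 CPM. Libraries carry no position in the tissue, so the subregion rests on the paper's in situ images.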

The second division separated NTS/Tac2 and Sst-expressing cells from the remaining four clusters (Fig. 1, B, C, G, and H). 

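In the rebuilt tree the branch of the second division held the NTS/Tac2 cluster (134 nuclei, 8.06% ± 2.43 of the CeA nuclei, SD, n = 3) and the Sst cluster (154 nuclei, 9.93% ± 1.85). Their levels of variable genes correlated at 0.918, and at 0.909, 0.906 and 0.917 in fed replicates 1, 2 and 3 alone. Each was the other's nearest cluster. With log normalization, and at a resolution of 0.4, no cluster met the rule for CeL Sst. The NTS/Tac2 cluster then stood alone in that branch, nearest to the Vdr cluster at 0.826 and 0.875. In the NTS/Tac2 cluster Nts (chromosome 10, 102317614 to 102326396) was at 100 ± 33.2 CPM and Tac2 (chromosome 10, 127560347 to 127567638) at 149 ± 42.7.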

NTS and Tac2-positive cells were previously shown to be enriched in CeL and to mediate appetitive behaviors (fig. S2, C and D) (*8*, *12*). 

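Sst (ENSMUSG00000004366, chromosome 16 of GRCm39, 23707321 to 23711733) was at 62.5 ± 14.1 CPM (SD, n = 3) in the NTS/Tac2 cluster and at 179 ± 35.2 CPM in the Sst cluster, where it was among the naming markers. A Sst UMI was found in 42.5% ± 11.1 of the NTS/Tac2 nuclei and in 78.0% ± 13.9 of the Sst nuclei. After thinning these shares were 16.9% ± 6.93 and 49.0% ± 7.44. Both differences are larger than the spread between libraries.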

Many NTS/Tac2 cells expressed *Sst* at low levels, but the highest Sst-expressing cells formed a separate cluster (Fig. 1, G and H). Other Sst-positive cells were found in the CeM (fig. S2, A and E). This may explain the range of functions attributed to Sst cells including appetitive/reward (*41*) and aversive behaviors (*14*, *42*, *43*). 

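Within the CeM clusters, Sst was highest in the cluster of Tac1 and Sst, at 70.8 ± 18.9 CPM (SD, n = 3). The Vdr cluster followed with 18.8 ± 16.3 CPM. Outside the CeA, the BLA interneurons reached 171 ± 64.5 CPM.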

NTS neurons were previously found to promote consumption of ethanol and palatable fluids (*17*).

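Cacna1g (ENSMUSG00000020866, chromosome 11 of GRCm39, 94299217 to 94365230) was at 258 ± 54.3 CPM (SD, n = 3) in the cluster of Il1rapl2, 195 ± 65.5 in that of Vdr and 192 ± 16.0 in that of Drd2 and Rai14. It was at 117 CPM in the cluster of Tac1 and Sst and at 109 CPM in that of Dlk1, and at 46.5 ± 11.2 CPM in the Sst cluster of the CeL.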

The remaining four clusters were all enriched in the CeM subregion as shown by the marker *calcium voltage-gated channel subunit alpha1 G* (*Cacna1g*) (fig. S2F). The largest cluster (59% of all CeM neurons) was marked by *interleukin 1 receptor accessory protein like 2* (*Il1Rapl2*) and *TAFA chemokine like family member 1* (*Tafa1*) (subsequently named Il1Rapl2; Fig. 1, I and J). 

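The cluster named by these markers held 242 of the 644 nuclei of the CeM clusters. Its share was 37.5% ± 5.13 (SD, n = 3), with 31.6%, 39.7% and 41.2% in fed replicates 1, 2 and 3. It was the largest of the 5 CeM clusters in each library. Inhibitory nuclei that stayed unnamed are not counted in these shares. Log normalization moved the share most, to 52.0%, and at a resolution of 1.6 it was 46.4%. Il1rapl2 (ENSMUSG00000059203, chromosome X of GRCm39, 136471357 to 137749670) was at 724 ± 298 CPM here and at 333 ± 43.4 CPM in the Dlk1 cluster, and at 3337 ± 534 CPM in the BLA interneurons. Tafa1 (chromosome 6, 96090088 to 96635542) was at 516 ± 154 CPM here and at 196 ± 163 CPM in the Vdr cluster. It reached 3190 ± 1094 CPM in the excitatory cluster.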

Other markers for this cluster included *Htr1b*, *Nefm*, and *Ebf1* but were also expressed elsewhere (fig. S2, G to I). 

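Htr1b (chromosome 9 of GRCm39, 81510344 to 81515902) was at 21.1 ± 6.17 CPM (SD, n = 3) in the Il1Rapl2 cluster, 18.9 ± 3.04 in the Calcrl cluster, 16.2 ± 3.72 in the Tac1/Sst cluster and 27.6 ± 1.52 in the IPAC type, levels that overlap within their spread except for the IPAC type against the Calcrl and Tac1/Sst clusters. Nefm (chromosome 14, 68320039 to 68362305) was at 63.5 ± 16.3 CPM in the Il1Rapl2 cluster against 28.1 ± 17.5 in the Drd2/Rai14 cluster, the next highest inhibitory type of the CeA. Ebf1 (chromosome 11, 44508138 to 44898918) was highest in the CeL Sst cluster, at 1510 ± 170 CPM. It was at 927 ± 187 in the Il1Rapl2 cluster, 555 ± 122 in the Tac1/Sst cluster and 548 ± 50.4 in the NTS/Tac2 cluster.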

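The cluster led by Tac1 and Sst held 50 nuclei, 7.67% ± 1.27 (SD, n = 3) of the nuclei in CeM clusters, and the cluster led by Drd2 and Rai14 held 19.1% ± 1.98. Their joint share was 26.8% ± 2.99. Log normalization moved it most, to 13.1%, since the Drd2 and Rai14 cluster then held 6.28%.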

Two smaller CeM clusters were identified (together, they accounted for 23% of the CeM population). One was marked by *tachykinin 1* (*Tac1*) and *Sst*, and the other was marked by *Drd2/Rai14* (fig. S2, J and K). 

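Tac1 (ENSMUSG00000061762, chromosome 6 of GRCm39, 7554120 to 7565834) was at 97.7 ± 15.8 CPM (SD, n = 3) in the Tac1/Sst cluster, against 17.7 ± 11.1 in the Drd2/Rai14 cluster. Rai14 (ENSMUSG00000022246, chromosome 15, 10569055 to 10715959) was at 139 ± 34.1 CPM in the Drd2/Rai14 cluster. The intercalated type had 121 ± 32.5 CPM, a difference within the spread. Among the CeA clusters the next highest was Tac1/Sst with 27.1 ± 7.77 CPM.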

The Tac1/Sst cluster may promote appetitive behavior, since optogenetic activation of Sst cells of the CeM was previously shown to promote rewarding behavior (*8*). 

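Drd2 (ENSMUSG00000032259, chromosome 9 of GRCm39, 49251654 to 49319477) had a UMI in 36.1% ± 7.26 (SD, n = 3) of the nuclei of the Drd2/Rai14 cluster, at 64.0 ± 30.0 CPM. These were 45 of the 359 CeA nuclei with a Drd2 UMI, or 12.5%.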

The Drd2/Rai14 cluster contained dopamine receptor 2–positive cells of the CeM (fig. S2K). This cluster is distinct from a larger cluster of Drd2 cells residing in the CeC overlapping with the Calcrl cluster (Fig. 1E and fig. S2K) (*8*), and the function of CeM^Drd2/Rai14^ cells remains to be investigated. 

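The Calcrl cluster held 186 of the CeA nuclei with a Drd2 UMI (51.8%), and Drd2 was at 167 ± 27.7 CPM (SD, n = 3) in it, a level above that of the Drd2/Rai14 cluster by more than the spread between libraries. The share of nuclei with a Drd2 UMI was 56.4% ± 11.8, and 32.8% ± 7.68 after thinning, against 21.3% ± 3.31 after thinning in the Drd2/Rai14 cluster. Outside the CeA clusters, the IPAC type had 172 ± 29.1 CPM and the amygdalostriatal type 156 ± 34.7 CPM.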

The fourth CeM cluster (4% of CeM neurons) was marked by *vitamin D receptor* (*Vdr*) (fig. S2L) and remains to be functionally characterized. 

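The Vdr cluster held 117 of the 644 nuclei in the CeM clusters, 18.3% ± 2.89 (SD, n = 3), and 15.4% to 19.7% under the other settings. Inhibitory nuclei left unnamed are outside these shares. Vdr (ENSMUSG00000022479, chromosome 15 of GRCm39, 97752306 to 97808511) was at 149 ± 85.4 CPM in it, with 196, 50.8 and 202 CPM in fed replicates 1, 2 and 3. The NTS/Tac2 cluster was next with 4.49 ± 2.67 CPM. A Vdr UMI was found in 36.6% ± 9.84 of the nuclei of the Vdr cluster.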

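The marker rule gave the same 9 names with the general bounds, with doublets removed and at a resolution of 1.6, and 8 names with log normalization and at a resolution of 0.4, where CeL Sst was missing. Of the CeA nuclei, 20.4% ± 1.71 (SD, n = 3) were in the Calcrl cluster, 21.0% ± 1.09 in PKCδ and 40.7% ± 1.76 in the 5 CeM clusters together.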

In summary, snRNA-seq identified nine CeA cell clusters across the three subregions: one cluster in CeC (Calcrl), three clusters in CeL (PKCδ, NTS/Tac2, and CeL-Sst), and five clusters enriched in CeM (IL1Rapl2, Tac1/Sst, Drd2/Rai14, Vdr, and Dlk1). Most clusters were found in the CeM, a subregion of the CeA that has received less attention than the CeL.

Since previous work had shown that CeA^Pnoc^ and CeA^Htr2a^ neurons promoted food intake and reward behavior by inhibiting neurons in the PBN (*5*, *6*), we hypothesized that these populations overlapped. We plotted Pnoc expression density on a UMAP and found that Pnoc neurons were mainly expressed at similar levels (10% of cells) in the presumed appetitive CeM^IL1Rapl2^ and CeL^NTS/Tac2^ clusters (and the small CeM^Vdr^ cluster; Fig. 1K). 

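Pnoc (ENSMUSG00000045731, chromosome 14 of GRCm39, 65638122 to 65663196) encodes the precursor of nociceptin. After thinning to equal depth, a Pnoc UMI was found in 9.89% ± 2.49 (SD, n = 3) of CeL NTS/Tac2 nuclei (12 of 133) and in 10.0% ± 4.65 of CeM Vdr nuclei (11 of 114). In CeM IL1Rapl2 the share was 2.76% ± 1.20 (7 of 239), below CeL NTS/Tac2 by more than the spread between libraries. In CeM Tac1/Sst it was 4.88% ± 4.58. CeL Sst had 0 of 151 nuclei, which allows a share of up to 1.99%, and CeM Dlk1 0 of 112, which allows up to 2.68%. Glia, which should lack the gene, had 0 of 183, which allows up to 1.64%. Their median was 4505.5 UMIs per nucleus against 14673.5 in CeL NTS/Tac2, 13827 in CeM Vdr and 16760 in CeM IL1Rapl2, and thinning left out 125 glia, 1 CeL NTS/Tac2 nucleus and 3 in each of the others. These limits cover counting error only. Without thinning, the shares were 18.7% ± 8.11 in CeL NTS/Tac2, 20.8% ± 9.20 in CeM Vdr and 8.95% ± 6.96 in CeM IL1Rapl2. The levels were 17.6 ± 5.26, 21.6 ± 4.04 and 5.42 ± 4.50 CPM. From the density of Pnoc over the clusters, the paper states that Pnoc neurons lie mainly in CeM IL1Rapl2 and CeL NTS/Tac2 and in the small CeM Vdr cluster. Without thinning, 102 CeA nuclei had a Pnoc UMI. CeM IL1Rapl2 held 24 of them (23.5%), CeM Vdr 23 (22.5%) and CeL NTS/Tac2 22 (21.6%). The Calcrl cluster held 12, CeL PKCδ 9 and the remaining clusters at most 5 each.

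**Figure D1:**
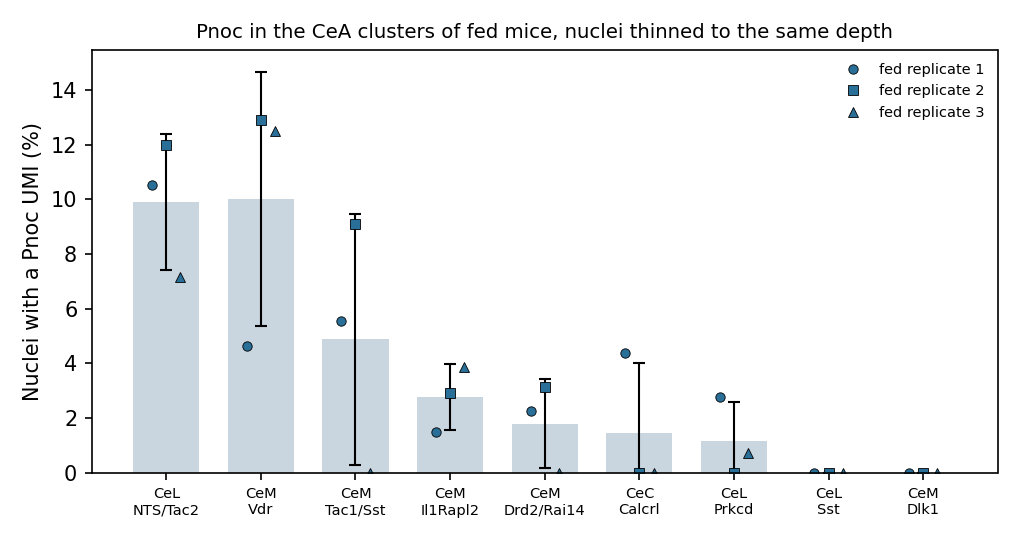
Share of nuclei with at least 1 Pnoc UMI in the 9 CeA clusters of the fed libraries, in percent, after thinning each nucleus to 4000 UMIs. Bars are means and error bars SDs of the 3 libraries, and points are single libraries. CeM Vdr (10.0%) and CeL NTS/Tac2 (9.89%) stand highest, and CeL Sst and CeM Dlk1 are at 0.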

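In the Htr2a-Cre library, the virus expresses mCherry only in cells with Cre, so mCherry transcripts mark CeA Htr2a neurons. There is 1 such library, so these shares have exact binomial 95% intervals for counting error and no spread between libraries. After thinning, an mCherry UMI was found in 40.0% of CeM Vdr nuclei (16 of 40, interval 24.9 to 56.7%), 31.1% of CeM Dlk1 (14 of 45, 18.2 to 46.6%) and 29.1% of CeM IL1Rapl2 (30 of 103, 20.6 to 38.9%). The share was 26.7% in CeM Drd2/Rai14 (12 of 45), 25.5% in CeL Sst (14 of 55, 14.7 to 39.0%), 24.3% in CeL NTS/Tac2 (17 of 70, 14.8 to 36.0%) and 23.2% in the Calcrl cluster (29 of 125). These intervals overlap, so no order among these clusters holds at this depth. CeL PKCδ had 10.6% (15 of 142, 6.03 to 16.8%), an interval that ends below those of CeM Vdr, CeM Dlk1 and CeM IL1Rapl2, and CeM Tac1/Sst had 1 of 20 nuclei. In glia, 7.32% (6 of 82, 2.73 to 15.2%) had an mCherry UMI at a median of 4668 UMIs per nucleus, against 14686 in CeL PKCδ. The intervals of CeL PKCδ, CeL Sst, CeL NTS/Tac2, CeM Drd2/Rai14 and CeM Tac1/Sst overlap that of glia. Overlap of intervals is no test of a difference, so it does not show that mCherry in these clusters is background. Thinning removes a larger part of the UMIs of the deeper neurons than of glia. The thinned share in glia may therefore lie above the background of the thinned neurons. Without thinning, the shares were 55.0% in CeM Vdr, 47.3% in CeL Sst, 46.0% in the Calcrl cluster, 44.8% in CeM IL1Rapl2, 40.0% in both CeL NTS/Tac2 and CeM Dlk1, 33.3% in CeM Drd2/Rai14, 23.8% in CeL PKCδ, 20.0% in CeM Tac1/Sst and 9.09% in glia.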

CeA^Htr2a^ neurons were mainly expressed (40 to 50% of cells) in the presumed appetitive CeM^IL1Rapl2^ and CeL^Sst^ clusters, somewhat less in the CeL^NTS/Tac2^ cluster (30 to 40% of cells), and the CeM^Dlk1^ cluster (Fig. 1L). Immunostaining against nociceptin, the protein encoded by the *Pnoc* gene, using Htr2a-Cre;tdTomato animals, confirmed that CeA^Pnoc^ and CeA^Htr2a^ neurons partially overlapped (54% of CeA^Htr2a^ neurons were nociceptin-positive, 34% of nociceptin-positive neurons belonged to the CeA^Htr2a^ population; see fig. S2M).

### Ghrelin activates CeA neurons

To begin addressing the activation mechanisms of appetitive CeA neurons, we asked whether an overnight fast would result in activation of CeA neurons. Using the *immediate-early gene c-Fos* as a surrogate marker for neuronal activity, we found that the abundance of c-Fos–positive cells in the CeA increased in fasted animals (fig. S3, A and B). To evaluate the functional relevance of these behavioral activity-defined (c-Fos–positive) neurons, we tested whether photostimulation of these cells would lead to an increase in food uptake in the animals that had experienced the stimulus (fasting). We performed stereotactic injections of AAV-cFos-hChR2(H134R)-EYFP-Pest (FosCh) (*44*) in CeA (Fig. 2A). The FosCh virus expresses channelrhodopsin (hChR2) and enhanced yellow fluorescent protein (EYFP) under the c-Fos promoter and allows photoactivation of c-Fos–positive cells. We kept the animals at ad libitum feeding or subjected them to a 20-hour fasting period to induce expression of c-Fos and FosCh (Fig. 2, B and C). In the CeA of fasted animals, EYFP immunoreactivity indicating increased expression of ChR2-EYFP protein was significantly higher than in fed animals (Fig. 2D), and the majority of EYFP-positive cell bodies were immunoreactive for c-Fos (fig. S3, E and F). After fasting, all mice were given food for 30 min to reduce the contribution of fasting itself to food uptake. Thereafter, the CeA was photostimulated in the presence of food, and feeding-related behavior was evaluated. The results showed that FosCh-expressing animals subjected to fasting consumed more food than FosCh-expressing animals kept at ad libitum feeding, while there was no difference between fasted and fed control animals (fig. S3G). The eating index [(fast − fed)/total consumption] was higher in fasted animals expressing FosCh than EYFP control virus (Fig. 2E). Moreover, the frequency that mice went into the food zone was higher in fasted than fed FosCh animals (Fig. 2, F and G).

**Fig. 2.**
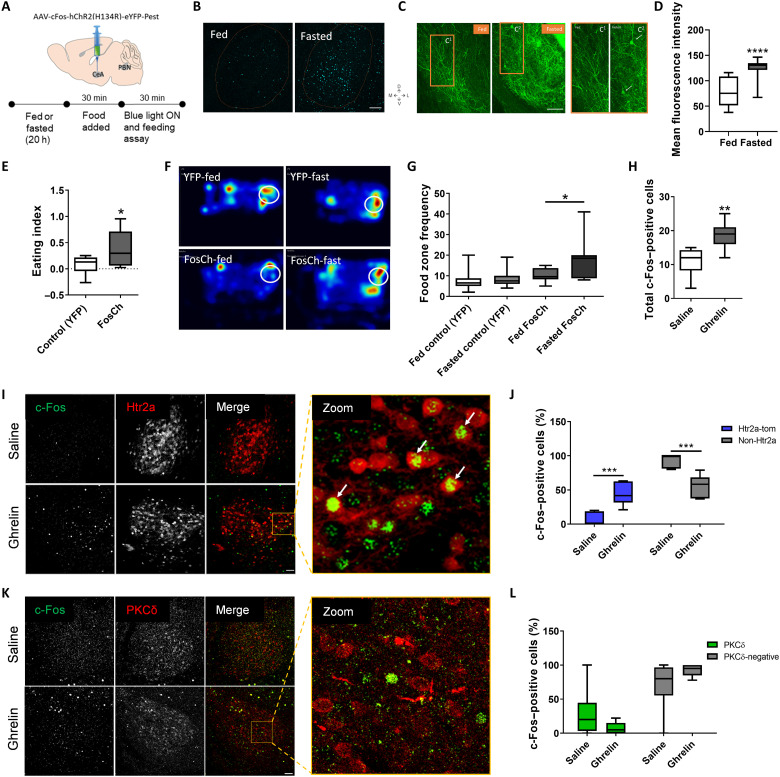
Fasting and ghrelin activate central amygdala (CeA) neurons. (**A**) Delivery of AAV-cFos-hChR2(H134R)-EYFP-Pest (FosCh) virus into CeA in wild-type mice and protocol of feeding assay. (**B**) c-Fos staining in CeA from fed and fasted animals. Scale bar, 250 μm. (**C**) Enhanced yellow fluorescent protein (EYFP) immunostainings in CeA from fed and fasted animals injected with FosCh virus. C^1^ and C^2^ are zoom insets from fed and fasted animals, respectively. Arrows in C^2^ indicate EYFP-positive CeA neurons. Scale bar, 250 μm. (**D**) EYFP mean fluorescence intensities in CeA from (C). *t* test; ****P < 0.0001; *n* = 17 sections from *n* = 3 animals per group. (**E**) Eating index [(fast − fed)/total consumption] after 30 min with blue light stimulation (20 Hz). *t* test; *P < 0.05; *n* = 6 animals per group. (**F**) Representative heatmaps of mouse dwell time after light activation in CeA (20 Hz, blue light stimulation for 30 min). White circles represent the food zones. (**G**) Frequency of the mice visiting the food zones [white circle in (D)]. One-way analysis of variance (ANOVA), *P < 0.05; *n* = 6 animals per group. (**H**) CeA c-Fos–positive cells per CeA section after 90-min intraperitoneal injection of saline or ghrelin (10 μg). *t* test, **P < 0.01; *n* = 7 sections from *n* = 3 animals per group. (**I**) Representative images of c-Fos staining (green) in the CeA of Htr2a-tomato (red) mice after 90-min intraperitoneal injections of saline or ghrelin (10 μg). Arrows indicate double-positive cells. Scale bar, 50 μm. (**J**) Percentage of c-Fos–positive cells in Htr2a and non-Htr2a neurons from (H). Two-way ANOVA, ***P < 0.001; *n* = 3 animals per group. (**K**) Representative images of c-Fos (green) and PKCδ (red) immunostaining in the CeA of wild-type mice after saline or ghrelin intraperitoneal injections. Scale bar, 50 μm. (**L**) Percentage of c-Fos–positive cells in PKCδ and non-PKCδ neurons. Two-way ANOVA, *n* = 3 animals per group.

The levels of the hunger hormone ghrelin are known to increase during fasting (*45*), and we confirmed that ghrelin signaling is required for efficient feeding behavior after fasting (fig. S3C) (*46*). We therefore asked if ghrelin mediates the effects that fasting exerts on CeA neurons. Intraperitoneal injection of ghrelin at concentrations that led to a dose-dependent increase in food uptake (fig. S3D) also led to an increase of c-Fos–positive cells in the CeA in satiated animals (Fig. 2H). To study the effects of ghrelin on appetitive CeA neurons, we compared the effects of ghrelin in the CeA^Htr2a^ population that comprises three presumed appetitive cell clusters, versus CeA^PKCδ^ cells, the major aversive cluster. Quantification of c-Fos expression levels in the CeA showed that animals injected with ghrelin had a higher number of c-Fos–positive cells with a markedly higher increase among CeA^Htr2a^ neurons compared to Htr2a-Cre–negative neurons (Fig. 2, I and J, and fig. S3H). In contrast, CeA^PKCδ^ neurons did not show an increase in the percentage of c-Fos–positive cells after ghrelin application (Fig. 2, K and L, and fig. S3I), suggesting that the ghrelin effect in the CeA was cell type–specific.

### Activities of ghrelin-responsive CeA^Htr2a^ neurons increase during feeding

To better understand how appetitive CeA neurons modulate food intake, we performed in vivo Ca^2+^ imaging in freely moving mice. We confronted fed or fasted (20 hours) mice with food and/or injected systemically ghrelin and monitored the activities of CeA^Htr2a^ neurons expressing the calcium indicator GCaMP6m across different behavioral sessions (fig. S4, A and B). As observed previously (*6*), the majority of CeA^Htr2a^ neurons increased their activity during food consumption (fig. S5, A to D). We now found that, when mice were ad libitum fed, the presence of food increased the activities of the majority of CeA^Htr2a^ neurons, although food consumption was minor (fig. S4, C and E). In the fed state in the absence of food, exogenous ghrelin increased CeA^Htr2a^ neuronal activities (fig. S4, D and F). Whenever food was presented, neuronal activities did not increase further, because ghrelin administration alone already activated the neurons to a similar extent as food (fig. S4G). After ghrelin injection, in the presence of food, CeA^Htr2a^ neuronal activities strongly correlated with feeding. This was observed for the first feeding bout for individual neurons and for the population as a whole (fig. S4, H to J). It was also revealed by comparing the neuronal activities while the animals were feeding or not feeding during the entire session (figs. S4K and S5E). Together, these data revealed that ghrelin administration activated CeA^Htr2a^ neurons, even in the absence of food. In the presence of food, the activities of ghrelin-responsive CeA^Htr2a^ neurons increased with food consumption.

### Ghrelin directly increases the excitability of CeA^Htr2a^ neurons

We next investigated the mechanism of activation of appetitive CeA neurons by using electrophysiological recordings in brain slices. The results revealed that, in fasted animals, the excitability of CeA^Htr2a^ neurons increased significantly compared to fed animals (Fig. 3A). Current injections showed a higher firing rate in fasted than fed animals (Fig. 3B). To begin addressing whether the differences in action potential frequencies may be caused by increased levels of endogenous ghrelin, we performed current-clamp recordings in brain slices perfusing ghrelin for 3 min. The results showed that ghrelin (100 nM) induced the firing of CeA^Htr2a^ neurons (Fig. 3C), depolarizing most of them after a few minutes of ghrelin application (100 nM and 1 μM) (Fig. 3D and fig. S6, A and B). Significant differences in membrane potentials (*V*_m_) before and after ghrelin perfusion were observed in Htr2a-Cre;tdTomato, but not Htr2a-Cre–negative neurons (Fig. 3, E and F).

**Fig. 3.**
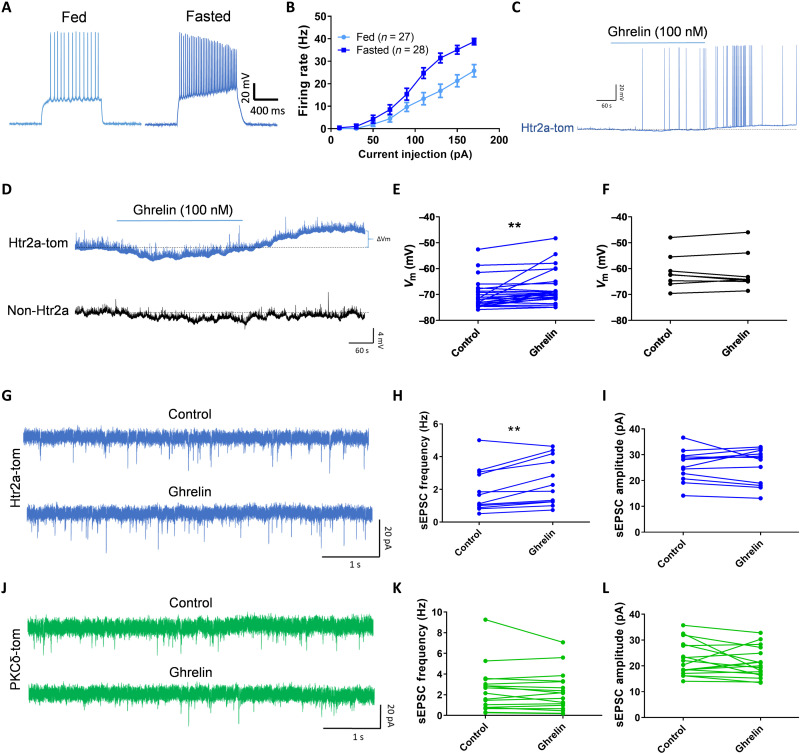
Ghrelin excites serotonin receptor 2a (Htr2a)–expressing neurons (CeA^Htr2a^). (**A**) Whole-cell current-clamp recordings of CeA^Htr2a-tom^ neurons from fed and fasted animals. (**B**) Firing rates (in hertz) after injecting different current steps in CeA^Htr2a-tom^ neurons of fed and fasted animals. *n* = 27 neurons for fed, *n* = 28 neurons for fasted. (**C**) Example of an Htr2a neuron that increased the firing after ghrelin application (100 nM, 3 min). (**D**) Whole-cell current-clamp recordings of CeA^Htr2a-tom^ and non–Htr2a-tom neurons, showing that ghrelin depolarized Htr2a-tom neurons after 3 min of ghrelin perfusion (100 nM). (**E** and **F**) Quantification of the membrane potentials before and after ghrelin perfusions from (D) of CeA^Htr2a-tom^ (E) and non–Htr2a-tom neurons (F). Paired *t* test, **P < 0.01; *n* = 26 neurons for CeA^Htr2a^, *n* = 8 neurons for non–Htr2a-tom. (**G**) Representative spontaneous excitatory postsynaptic current (sEPSC) recordings before and after ghrelin perfusion in CeA^Htr2a-tom^ neurons. (**H** and **I**) Quantification of sEPSC frequency and amplitude from (G). Paired *t* test, **P < 0.01; *n* = 12. (**J**) Representative sEPSC recordings before and after ghrelin perfusion in CeA^PKCδ-tom^ neurons. (**K** and **L**) Quantification of sEPSC frequency and amplitude from (J). Paired *t* test, *n* = 17 neurons.

Voltage clamp recordings of spontaneous excitatory postsynaptic currents (sEPSCs) in Htr2a-Cre;tdTomato neurons (Fig. 3G) showed that ghrelin increased the frequency of excitatory neurotransmission (Fig. 3H), but not the amplitude (Fig. 3I). Conversely, we observed no ghrelin-induced changes in excitatory neurotransmission in CeA^PKCδ^ neurons (Fig. 3, J to L). These results suggest that ghrelin induces the release of glutamate specifically from presynaptic inputs to CeA^Htr2a^ neurons, thereby increasing the excitability of these presumed appetitive neurons.

### CeA^Htr2a^ neurons are necessary for ghrelin to increase feeding

To evaluate the role of CeA^Htr2a^ neurons in food intake induced by exogenous ghrelin, we stereotactically injected pAAV-hSyn-DIO-hM4D(Gi)-mCherry, pAAV-hSyn-DIO-hM3Dq-mCherry, or pAAV-hSyn-DIO-mCherry (control) into the CeA of Htr2a-Cre animals to express the inhibitory or excitatory designer receptor exclusively activated by designer drugs (DREADD) in CeA^Htr2a^ cells (Fig. 4, A and B). Infusion of the ligand clozapine *N*-oxide (CNO) efficiently inhibited CeA^Htr2a^ neurons expressing hM4D(Gi) (Fig. 4C and fig. S7, A and B) and excited the neurons expressing hM3Dq (Fig. 4D and fig. S7C). Since CeA^Htr2a^ neurons have the strongest impact on feeding when consumption is driven by palatability rather than homeostatic need (*6*), we evaluated food intake of satiated animals (fig. S7, D to G). Already 30 min after ghrelin intraperitoneal injections, the animals had increased their food intake in comparison with mice that received saline intraperitoneal injections (Fig. 4, E, F, and H). Chemoinhibition of CeA^Htr2a^ neurons completely abolished the ghrelin-induced food intake without altering the basal low food intake of satiated mice (Fig. 4E). Injections of the control pAAV-hSyn-DIO-mCherry virus followed by CNO application did not alter food intake induced by ghrelin injections (Fig. 4F and fig. S7E).

**Fig. 4.**
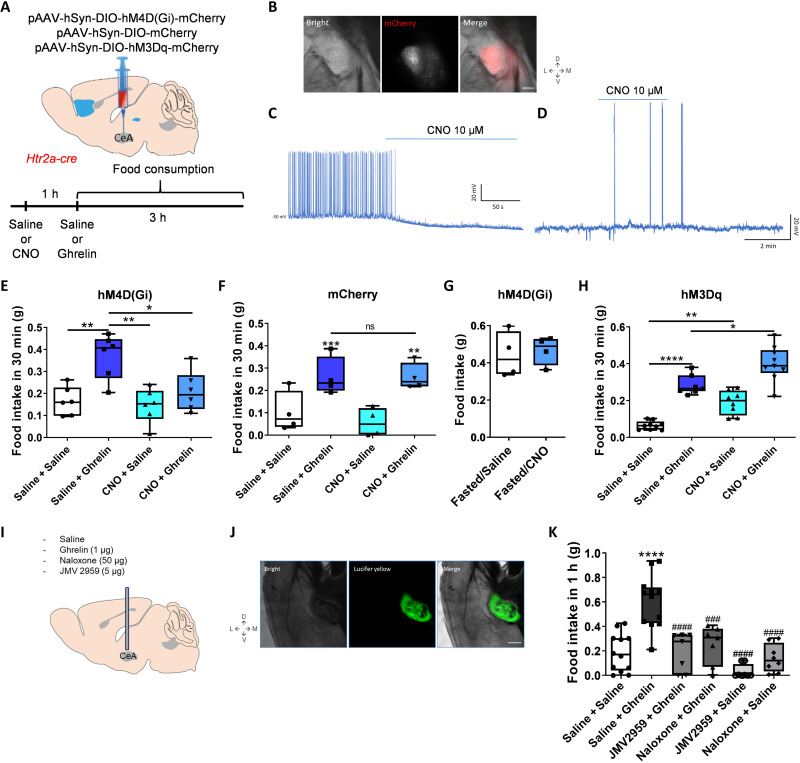
Ghrelin requires serotonin receptor 2a (Htr2a)–expressing neurons (CeA^Htr2a^) to increase food intake. (**A**) Delivery of pAAV-hSyn-DIO-hM4D(Gi)-mCherry, pAAV-hSyn-DIO-mCherry, or pAAV-hSyn-DIO-hM3Dq-mCherry viruses bilaterally into the CeA of Htr2a-Cre animals. After 4 weeks, saline or CNO (0.4 mg/kg) was injected intraperitoneally and after 1 hour followed by saline or ghrelin (10 μg). In the hM3Dq experiment, CNO (1 mg/kg) was used at a 30-min interval before saline/ghrelin injection. Food consumption was registered for 3 hours. (**B**) Representative CeA images showing the expression of mCherry virus in CeA^Htr2a^ neurons. Scale bar, 250 μm. (**C** and **D**) Whole-cell current-clamp recordings of CeA^Htr2a^ neurons. CNO (10 μM) inhibits neurons when hM4D(Gi) is expressed (C). CNO (10 μM) excites neurons when hM3Dq is expressed (D). (**E**) Food intake (30 min) in satiated Htr2a-Cre mice expressing hM4D(Gi) virus. One-way ANOVA, *P < 0.05 and **P < 0.01; *n* = 7 animals per group. (**F**) Food intake (30 min) in satiated Htr2a-Cre mice expressing mCherry control virus. One-way ANOVA, **P < 0.01 and ***P < 0.001; *n* = 4 animals per group. ns, not significant. (**G**) Food intake (30 min) in fasted Htr2a-Cre mice expressing hM4D(Gi) virus. One-way ANOVA, *P < 0.05 and **P < 0.01; *n* = 4 animals per group. (**H**) Food intake (30 min) in satiated Htr2a-Cre mice expressing hM3Dq virus. One-way ANOVA, *P < 0.05, **P < 0.01, and ****P < 0.0001; *n* = 8 animals per group. (**I**) Cannula implantation to infuse (250 nl) saline, ghrelin (1 μg), naloxone (50 μg), or JMV2959 (5 μg) into the CeA. (**J**) Representative image of CeA after infusion of the green fluorescent dye Lucifer yellow. Scale bar, 250 μm. (**K**) Food intake (1 hour) after the infusions in CeA described in (J). The “*” symbol indicates comparison with Saline + Saline, while the “#” symbol indicates comparisons with Saline + Ghrelin. One-way ANOVA, ****P < 0.0001, ^###^*P* < 0.001, and ^####^*P* < 0.0001; *n* = 8 animals per group.

Fasting is known to increase endogenous ghrelin levels, but also engages the hypothalamic hunger neurons (*21*, *47*). As expected under these conditions, the activities of CeA^Htr2a^ neurons were not required for food intake (Fig. 4G and fig. S7F). These results indicate that the activities of CeA^Htr2a^ neurons are required for enhanced food intake induced by exogenous ghrelin.

Next, we asked if chemoactivation of CeA^Htr2a^ neurons by excitatory DREADDs (pAA-hSyn-DIO-hM3Dq-mCherry) could have an additive effect on food intake when paired with systemic ghrelin injections (Fig. 4H). Food intake after 30 min increased after systemic ghrelin injections and, to a lesser extent, after chemoactivation of CeA^Htr2a^ neurons as was previously shown (*6*). Both manipulations combined resulted in a further increase in food intake (Fig. 4H). Together, these results indicate that the activities of CeA^Htr2a^ neurons influence in a bidirectional manner food intake induced by exogenous ghrelin.

### Ghrelin action on CeA neurons is direct and depends on opioid and ghrelin receptors

Ghrelin-responsive neurons have been described in several brain regions including hippocampus and hypothalamus, and the exact role of the CeA in ghrelin-induced food intake is unclear. We therefore asked if direct infusion of ghrelin into the CeA could have an orexigenic effect. To deliver ghrelin and receptor antagonists directly into the CeA, we implanted a cannula stereotactically in CeA and studied the effects on food intake of exogenous ghrelin in the presence or absence of the growth hormone secretagogue receptor (GSHR) antagonist JMV2959 (Fig. 4I). After the behavior, we evaluated the correct implantation of the cannula using the green fluorescent dye Lucifer yellow, showing the position of drug delivery (Fig. 4J). Direct infusion of ghrelin into the CeA of fed animals had a similar effect on food intake as systemic delivery (Fig. 4K), suggesting that at least part of the ghrelin effects was mediated via direct actions on the CeA. Moreover, JMV2959 blocked the increase in food intake induced by ghrelin, suggesting a requirement of GSHR receptors in meditating ghrelin action (Fig. 4K).

CeA neurons express not only ghrelin GHSR receptors (fig. S7, I to L) but also opioid receptors (*48*–*50*), and several studies suggested that ghrelin signals via GHSR and opioid receptors (*24*, *26*, *51*). In agreement, we found that systemic administration of the opioid receptor antagonist naloxone reduced food intake after systemic ghrelin injection (fig. S7M) and direct infusion of ghrelin into the CeA (Fig. 4K). In addition, whole-cell current-clamp recordings showed that ghrelin depolarized CeA^Htr2a^ neurons (fig. S7, N and O) and that naloxone blocked this effect (fig. S7, P and Q).

### Fasting and ghrelin activate CeA→PBN projectors and inhibit PBN neurons

A large number of efferent projections from the CeA to the PBN come from CeA^Htr2a^ neurons, and photoactivation of these projections enhanced food consumption (*6*). In a first approach, we retrogradely labeled all CeA→PBN projectors by injecting retrobeads in PBN (fig. S8A) and recorded EPSCs in brain slices before and after perfusion of ghrelin (fig. S8B). We found that the EPSC frequencies, but not EPSC amplitudes, increased in PBN-projecting neurons, but not in nearby unlabeled CeA neurons (fig. S8, C and D). These results suggest that ghrelin induces the release of glutamate specifically from presynaptic inputs to PBN-projecting cells, similar to the results observed with CeA^Htr2a^ cells (Fig. 3H).

To specifically label CeA^Htr2a^ neurons projecting to PBN, we injected a Cre-dependent retrograde virus (AAVrg-FLEX-tdTomato) into PBN of Htr2a-Cre mice (Fig. 5A). CeA^Htr2a^ neurons expressing tdTomato (Fig. 5B) showed an increase in the frequency of sEPSC after perfusion of ghrelin (Fig. 5, C and D), similar to what was observed with retrobeads. If the PBN was under inhibitory control of CeA^Htr2a^ neurons, PBN neurons should get inhibited by the release of GABA. We found that the frequencies of action potentials in PBN neurons decreased after fasting (Fig. 5E), showing reduced firing rates after the injection of different current steps (Fig. 5F). Ghrelin perfusion in brain slices showed an increase in IPSC frequencies in the majority of PBN neurons (Fig. 5, G and H). Fasting produced a similar effect in the inhibition of PBN neurons than ghrelin (Fig. 5I), increasing the IPSC frequencies in fasted versus fed animals (Fig. 5J). These results suggest that CeA^Htr2a^→PBN projectors are activated by fasting and exogenous ghrelin, leading to inhibition of their target PBN neurons. Hence, CeA^Htr2a^→PBN projectors may act in parallel to GABAergic Agouti-related protein (AGRP) neurons of the arcuate region of the hypothalamus that also project to the PBN and promote feeding by inhibiting their target PBN neurons (*52*).

**Fig. 5.**
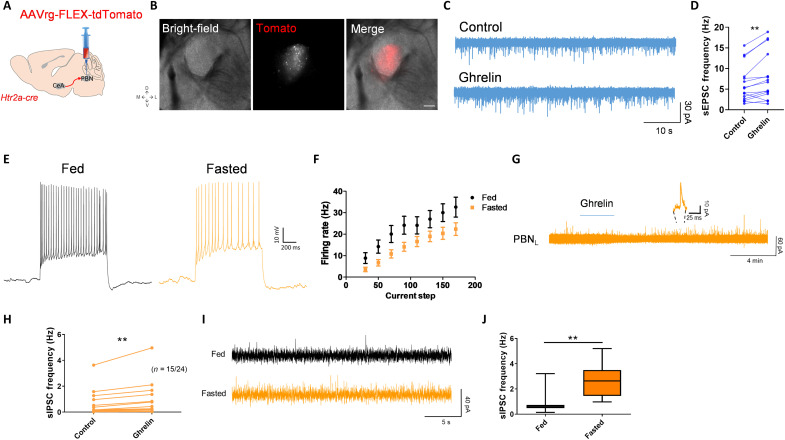
Serotonin receptor 2a (Htr2a)–expressing neurons (CeA^Htr2a^)→parabrachial nucleus (PBN) projectors increase activity after ghrelin perfusion resulting in PBN inhibition. (**A** and **B**) AAVrg-FLEX-tdTomato with a retrograde serotype (red) was stereotactically injected into PBN of Htr2a-Cre mice. CeA^Htr2a^→PBN projectors express tomato as shown in the representative images (B). Scale bar, 250 μm. (**C**) Representative spontaneous excitatory postsynaptic current (sEPSC) before (control) and after 3 min of ghrelin perfusion (ghrelin) in CeA^Htr2a^→PBN neurons. (**D**) sEPSC frequency from (C). *t* test, **P < 0.01; *n* = 15 neurons. (**E**) Whole-cell current-clamp recordings of PBN neurons from fed and fasted (20 hours) animals. (**F**) Firing rates (in hertz) after injecting different current steps in PBN neurons of fed (*n* = 20) and fasted (*n* = 23) animals. (**G**) Representative spontaneous inhibitory postsynaptic current (sIPSC) recording from PBN neurons, showing an increase in the frequency of inhibitory neurotransmission after the application of ghrelin (3 min, 100 nM). (**H**) Fifteen neurons of the 24 recorded in (G) increased sIPSC frequency and normalized ratio. Paired *t* test, **P < 0.01; *n* = 15. (**I**) Representative sIPSC recordings in PBN from fed and fasted (20 hours) animals. (**J**) Quantification of sIPSC frequency from fed (*n* = 11 cells) and fasted (*n* = 10 cells) animals. *t* test, **P < 0.01.

### Fasting and ghrelin activate CeA→PBN projectors to enhance food intake

To explore the role of the CeA→PBN projection in ghrelin-induced food uptake, we injected FosCh into CeA (as shown in Fig. 2A), fasted the animals to induce expression of FosCh, and followed the axonal long-range projections to different regions of the brain. We found increased expression of FosCh in the axons arriving in PBN, showing that fasting activated CeA→PBN projectors (Fig. 6, A and B). We recorded the membrane potentials of PBN neurons while inducing the release of GABA from CeA neurons with blue light. We found that PBN neurons hyperpolarized more in fasted than fed animals, most likely because the numbers of FosCh-expressing CeA neurons had increased during fasting (Fig. 6, C and D).

**Fig. 6.**
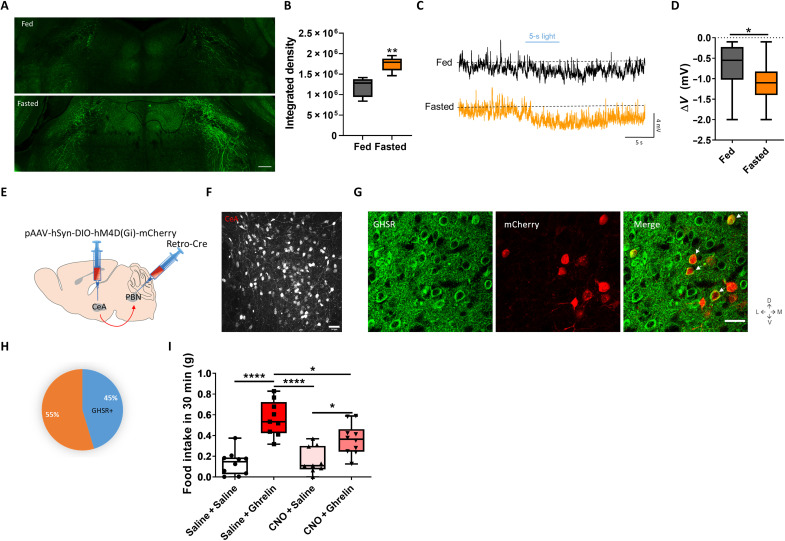
Ghrelin activates central amygdala (CeA) neurons inhibiting parabrachial nucleus (PBN) and inducing feeding. (**A**) Enhanced yellow fluorescent protein (EYFP) immunostainings in PBN from fed versus fasted animals injected with FosCh virus in CeA. Scale bar, 250 μm. (**B**) EYFP integrated density for the fluorescence in PBN from (A). *t* test, **P < 0.01; *n* = 5 sections from *n* = 3 animals per group. (**C**) Whole-cell current-clamp recordings with blue light stimulation (5 s) of PBN neurons from fed and fasted animals injected with FosCh virus in CeA. (**D**) Differences in membrane potentials (Δ*V*) of fed and fasted animals from (E). Paired *t* test, *P < 0.05; *n* = 16 cells. (**E**) Delivery of a retro-cre virus into PBN and of pAAV-hSyn-DIO-hM4D(Gi)-mCherry into CeA. (**F**) CeA→PBN projectors express hM4D(Gi)-mCherry (red). Scale bar, 50 μm. (**G**) Immunostainings showing the expression of growth hormone secretagogue receptor (GHSR) (green) and mCherry (red). Scale bar, 50 μm. (**H**) Percentage of mCherry-positive cells (CeA→PBN projectors) that express GHSR. (**I**) Chemogenetic inhibition of CeA→PBN projectors expressing hM4D(Gi) partially blocked the ghrelin-induced food intake (30 min) in satiated mice, compared to nonchemogenetically inhibited mice. One-way analysis of variance (ANOVA), *P < 0.05 and ****P < 0.0001; *n* = 8 mice per group.

Next, we evaluated the requirement of CeA→PBN projectors in ghrelin-induced feeding behavior. We injected retro-cre virus bilaterally into PBN; thus, neurons in CeA projecting to PBN expressed the recombinase Cre. Then, we injected Cre-dependent inhibitory DREADDs in CeA (Fig. 6E). Neurons in CeA that projected to PBN expressed mCherry (Fig. 6F), and 45% of them expressed the ghrelin receptor GHSR (Fig. 6, G and H). We measured the cumulative food intake for 2 hours after intraperitoneal injections of different combinations of saline, CNO, and ghrelin (fig. S7H). The results showed that the ghrelin-induced food intake could be partially blocked by chemoinhibition of CeA→PBN projectors (Fig. 6I). Together, these results indicate that fasting activates CeA→PBN projectors, thereby inhibiting their target PBN neurons. They further show that the activities of CeA→PBN projectors strongly contribute to ghrelin-induced food intake.

### Transcriptional plasticity in specific CeA clusters

To investigate whether appetitive and aversive CeA populations show transcriptional changes in response to fasting, we compared the transcriptomes of CeA cell clusters from both normal (fed) and food-deprived (fasted) mouse brains. In addition to the 3325 single nuclei from fed mice (Fig. 1), we added 3094 single nuclei from the CeA of mice that had been fasted. 

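The fasted nuclei come from 2 libraries, each again of 2 mice, with 7850 and 7291 deposited barcodes. The paper gives 20 hours of fasting, and the sample labels give 20 hours for fasted replicate 1 and 21 hours for replicate 2. The deposited values are UMI counts made in the same way as those of the fed libraries. Fig. S9A places fed and fasted replicates 1 in 1 preparation batch, fed and fasted replicates 2 in another, and Fed_0, taken here by elimination to be fed replicate 3, in a batch of its own. Nuclei were kept within 500 to 5000 genes and 0.8% mitochondrial UMIs for fasted replicate 1, and within 2000 to 8000 genes and 0.6% for replicate 2. The kept nuclei hold 11778652 and 27580607 UMIs, with a median of 6596 and 17603 UMIs per nucleus, so the batches differ in depth more than the feeding states do. For each cluster the UMIs of its nuclei were summed within each library, since nuclei of 1 library are not independent replicates. Fed and fasted sums were compared with edgeR's quasi-likelihood test after TMM normalization, with genes of low counts filtered out and Benjamini-Hochberg adjustment over the genes tested in a cluster. The likelihood ratio test of edgeR, which the paper names, was run as an alternative. With 3 libraries against 2, the exact permutation test of a single value cannot give a p below 0.1. A fit with the batch as a block uses only the 4 paired libraries for the difference and leaves a single residual degree of freedom.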

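Filtering kept 1702 nuclei of fasted replicate 1 and 1454 of fasted replicate 2, or 3156, with a median of 3331 genes and 9243 UMIs per nucleus. The median number of genes was 2731.5 and 4690.5 in the 2 libraries. With the general bounds 3442 nuclei remained, and with the called doublets removed 3135.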

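For each nucleus of the 5 merged libraries, the 20 nearest neighbours were found in the space of the principal components. On average 32.3% of them came from the same library, where complete mixing would give 20.9%. The excess was largest for fasted replicate 1, with 49.9% against 26.1%, and small for fasted replicate 2, with 26.1% against 22.3%. Neighbours shared the preparation batch in 50.4% of cases, against 35.9% with complete mixing, and the feeding state in 55.9%, against 50.0%. All 21 clusters held nuclei of all 5 libraries, with at least 3 nuclei of each. Batch and feeding state were fitted together as terms in the 4 libraries of the paired batches. In the CeL NTS/Tac2 cluster 380 genes passed an adjusted p of 0.05 between the batches and 193 between the feeding states, and in CeL PKCδ 288 and 161. The batch term gave more genes than the feeding term in 7 of the 11 clusters compared. It gave fewer in CeM Dlk1, with 99 against 208, and in CeM Vdr, with 5 against 11.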

The nuclei from different batches mixed well at a low-dimensional embedding, indicating that the biological replicates did not exhibit any notable batch effects (fig. S9, A and B). 

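The merged 6529 nuclei gave 21 clusters, of which 16 were inhibitory with 5861 nuclei. The fasted share of a cluster lay between 35.0% and 57.5%, where all clusters together had 48.3%. Reclustering of the inhibitory neurons gave 21 clusters, and the same marker rule as for the fed libraries named all 9 CeA types, with 3329 nuclei, and left 6 clusters unnamed. The paper matched clusters to its fed dataset by correlation, while here they were named anew from the fixed markers.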

We annotated the merged dataset based on previously identified transcriptomic markers (Fig. 1 and fig. S9C). Among the 16 clusters, astrocytes and oligodendrocytes showed the strongest differences between the fed and fasted groups, including changes in gene expression that are related to cytoplasmic translation (ribosomal subunits and translation elongation factors) and oxidoreductase activity (respiratory chain complex genes) (fig. S9, D and E). 

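Astrocyte-like nuclei numbered 346, with 34 to 93 per library, and oligodendrocyte-like nuclei 106, with 10 to 27, so these clusters have 182752 to 681530 and 63120 to 226631 UMIs per library. The paper compared single nuclei with a Wilcoxon test, which treats nuclei as replicates and was not repeated. Between libraries, in the quasi-likelihood test with no term for the batch, no single gene passed an adjusted p of 0.05 in either cluster. Of 5373 genes tested in astrocytes 197 had an unadjusted p under 0.05, and of 2745 in oligodendrocytes 124. The edgeR likelihood ratio test called 14 and 10, and the quasi-likelihood test 8 and 6 with the preparation batch as a block and 24 and 12 without a filter on low counts. Among rises, the smallest p in astrocytes belonged to Fkbp5 and Ptgds. Fkbp5 rose from 46.4 ± 10.7 to 251 ± 56.7 CPM (log2 fold change 2.48, SE 0.33, adjusted p = 0.0647, edgeR). The log2 fold change of Ptgds was 3.89 (adjusted p = 0.0647, edgeR). In oligodendrocytes the smallest p belonged to Zfand4 and Fkbp5 (log2 fold changes 2.80 and 2.41, adjusted p = 0.163 for both, edgeR). Among falls, the smallest p in astrocytes belonged to Pde1c and Atg4a (log2 fold changes -1.85 and -1.51, adjusted p 0.731 and 0.802, edgeR). In oligodendrocytes it belonged to Mgat4c and Sh3kbp1 (-2.34 and -1.92, adjusted p = 0.401 for both, edgeR). None of these genes passed the threshold. Gene sets were tested with camera, with a preset correlation of 0.01 between genes and adjustment over the 4 tests. The 53 ribosomal and elongation factor genes tested in astrocytes had a median log2 fold change of 1.18 and all were higher in the fasted state (adjusted p = 1.42e-58, limma's camera). The 41 respiratory chain genes rose by a median of 0.66, with 33 higher (adjusted p = 3.23e-11, limma's camera). In oligodendrocytes the medians were 1.15 over 4 genes and 0.81 over 9 genes. The correlation between genes was also estimated from the 5 libraries. The translation set then kept an unadjusted p of 0.0341 in astrocytes and 0.0323 in oligodendrocytes in limma's camera. An exact permutation of so few libraries cannot reach a p this small. The respiratory set did not pass in camera (0.116 and 0.169). Under limma's rotation test fry, of the 4 only translation in oligodendrocytes passed. Both fasted libraries lay above all 3 fed libraries for 39 of the 53 translation genes and 16 of the 41 respiratory genes in astrocytes, against 8.65% of all genes tested. The same sets rose in every one of the 9 CeA neuron clusters, with medians from 0.70 to 1.13 for translation and from 0.22 to 0.39 for the respiratory chain. No test of the difference between glia and neurons was run.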

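In the merged data CeL NTS/Tac2 held 309 nuclei, with 33 to 89 per library and 511260 to 1286497 UMIs. CeL PKCδ held 775, with 107 to 194 per library and 1336293 to 3320267 UMIs. CeM IL1Rapl2 held 600 nuclei, the Calcrl cluster 535, CeM Drd2/Rai14 319, CeL Sst 287, CeM Vdr 201, CeM Dlk1 200 and CeM Tac1/Sst 103, with 11 to 29 per library in the last.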

To dissect more nuanced transcriptional changes in response to fasting, we iteratively clustered GABAergic neurons of the CeA (see Materials and Methods; Fig. 7A). 

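The shift of a cluster between feeding states was measured as the mean squared distance between its fed and fasted library centroids on 30 principal components, less the mean within states, with 20 nuclei per library and sampling noise removed. CeL NTS/Tac2 had the largest shift of the 9 CeA clusters, 23.1 (57.2 between and 34.1 within states), followed by CeM Dlk1 with 11.3. Of the 10 ways to split the 5 libraries into 3 and 2, the split by feeding state ranked 2 for CeL NTS/Tac2. Within preparation batches its fed and fasted centroids were 36.0 apart in batch 1 and 15.0 in batch 2, while the 2 fasted libraries were 78.1 apart and the paired fed libraries 21.2.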

The CeL^NTS/Tac2^ cluster on the UMAP embedding exhibited a strong cell state change in response to fasting, suggesting that gene expression was strongly altered in this cell type (Fig. 7B). To reveal cell type–specific changes between fasted animals compared to ad libitum fed animals, we performed a pseudo-bulk differential gene expression analysis [edgeR-LRT; (*53*)] and compared the number of genes with a false discovery rate (FDR)–adjusted *P* value lower than 0.05. 

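In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 26 of 7984 genes tested passed an adjusted p of 0.05 in CeL NTS/Tac2, 9 of 10340 in CeL PKCδ, 3 in the Calcrl cluster, 2 in CeL Sst and 1 each in CeM IL1Rapl2 and CeM Tac1/Sst. Among clusters that Fig. 7C leaves out, CeM Dlk1 had 65 of 7591, CeM Vdr 13 and CeM Drd2/Rai14 0, where 371 genes had an unadjusted p under 0.05. With the likelihood ratio test the numbers were 115 in CeL NTS/Tac2, 137 in CeL PKCδ, 42 in the Calcrl cluster, 21 in CeL Sst, 32 in CeM IL1Rapl2, 11 in CeM Tac1/Sst, 99 in CeM Dlk1, 29 in CeM Vdr and 39 in CeM Drd2/Rai14. The genes with the smallest p in CeL NTS/Tac2 were Ptgds (chromosome 2 of GRCm39, 25352795 to 25362601), which rose from 1.18 ± 1.42 to 53.2 ± 15.1 CPM (log2 fold change 5.33, SE 0.55, adjusted p = 0.000397, edgeR), and Cdc14a, which fell from 292 ± 44.9 to 58.2 ± 10.1 CPM (log2 fold change -2.35, SE 0.23, adjusted p = 0.000397, edgeR). The next largest rises were those of Card14 and Fth1 (log2 fold changes 3.43 and 2.34, adjusted p 0.0316 and 0.0147, edgeR). The other largest falls were those of Lrmda and Plxdc1 (log2 fold changes -2.40 and -2.28, adjusted p 0.0223 and 0.0318, edgeR). In CeL PKCδ the largest rises were those of Ptgds and Mt1 (log2 fold changes 3.06 and 1.99, adjusted p 0.0136 and 0.0147, edgeR), and the largest falls those of Ccbe1 and Tshz2 (log2 fold changes -2.58 and -1.10, adjusted p 0.0457 for both, edgeR). Slit1 rose from 30.4 ± 3.34 to 82.5 ± 0.33 CPM (log2 fold change 1.44, SE 0.19, adjusted p = 0.0136, edgeR) and Trpm3 fell from 882 ± 38.7 to 454 ± 39.1 CPM (log2 fold change -0.96, SE 0.13, adjusted p = 0.0147, edgeR).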

All clusters showed a moderate increase in the number of DE genes in the fasted state. However, the cluster CeL^NTS/Tac2^ displayed by far the largest number of DE genes in both up- and down-regulated genes, followed by CeL^PKCδ^ (Prkcd) (Fig. 7C). 

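In the quasi-likelihood test, genes higher in the fasted state numbered 11 in CeL NTS/Tac2, 6 in CeL PKCδ, 3 in the Calcrl cluster, 2 in CeL Sst, 1 each in CeM IL1Rapl2 and CeM Tac1/Sst, 49 in CeM Dlk1 and 10 in CeM Vdr. Lower genes numbered 15 in CeL NTS/Tac2, 3 in CeL PKCδ, 16 in CeM Dlk1, 3 in CeM Vdr and 0 in the other clusters. With the likelihood ratio test, 63 were higher and 52 lower in CeL NTS/Tac2, 109 and 28 in CeL PKCδ, and 39 and 3 in the Calcrl cluster.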

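Among the 6 clusters of Fig. 7C, CeL NTS/Tac2 had the largest number of DE genes, or tied for it, in 7 of the 14 settings tried, the quasi-likelihood test included, and CeL PKCδ led in the others, the likelihood ratio test included. For the genes lower in the fasted libraries taken alone it led or tied in 13 settings, and for the higher genes in 4. The setting left, a resolution of 0.4, joins it with CeL Sst. Among all 9 CeA clusters it led in 2 settings. In the fit without fed replicate 3, the Htr2a-Cre library, 2 genes passed in CeL NTS/Tac2 and 0 in CeL PKCδ, where 549 had an unadjusted p under 0.05, while without fed replicate 1 there were 56 and 37. That fit has no term for the batch. With such a term, the same 4 libraries gave 193 in CeL NTS/Tac2 and 161 in CeL PKCδ, and all 5 libraries with the batch as a block gave 189 and 261. Each library was also drawn down to 33 nuclei and equal counts, in the 6 clusters with at least 30 nuclei per library. These include CeM Drd2/Rai14 and leave out CeM Tac1/Sst. CeL NTS/Tac2 had more genes than each of the others in 4 of 10 draws. Its median was 4.5 genes, against 4 in CeL PKCδ. The other draws did not all go to CeL PKCδ. In draw 5 CeL Sst led with 12 genes, against 9 in CeL NTS/Tac2 and 7 in CeL PKCδ. The likelihood ratio test gave CeL NTS/Tac2 the lead in 7 of 10 draws, with medians of 29.5 against 16.5 in CeL PKCδ. A test of the difference between the 2 clusters called 20 of 9949 genes, among them 7 of the 26 of CeL NTS/Tac2.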

A Gene Ontology (GO) enrichment analysis of the DE genes in the CeL^NTS/Tac2^ and CeL^PKCδ^ populations revealed GO terms related to neuronal activity (synapse, ion transport, kinase activity, and actin binding) and transcription factors (Fig. 7, D and E). 

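Gene ontology terms were not tested. The genes legible in the heatmaps were looked up instead, and as the study chose them on these libraries, their direction is no independent test. The heatmaps list genes at an unadjusted p under 0.01, with asterisks for an adjusted p under 0.05. The adjusted threshold counted here is therefore stricter than the one that listed them. For CeL NTS/Tac2, all 12 genes shown as up-regulated and all 18 shown as down-regulated moved that way, with median log2 fold changes of 0.82 and -1.13, and both fasted libraries lay beyond all 3 fed libraries for each. Of these, 4 down-regulated genes and 0 up-regulated genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, in a cluster where 689 genes had an unadjusted p under 0.05. For CeL PKCδ, 21 of the 23 genes read as up-regulated and the 5 down-regulated ones could be tested. All moved as shown, with median log2 fold changes of 1.05 and -0.71, and 0 passed, in a cluster where 852 genes had an unadjusted p under 0.05. These fits have no term for the batch. With the preparation batch as a block, 9 up-regulated and 15 down-regulated genes passed in CeL NTS/Tac2 and 16 and 4 in CeL PKCδ, and with the likelihood ratio test 4 and 10 in CeL NTS/Tac2 and 12 and 2 in CeL PKCδ.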

The results showed a high degree of specificity, with only a limited number of genes shared between the two clusters (Fig. 7F).

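Fig. 7F counts the genes drawn in Fig. 7, D and E, whereas all genes were counted here. Of the 7915 genes tested in both clusters, 236 had an unadjusted p under 0.01 in CeL NTS/Tac2 and 224 in CeL PKCδ. They shared 55 genes that changed in the same direction, 45 higher and 10 lower in the fasted state, where independent lists of these sizes and directions would share 3.41, and 2 genes changed in opposite directions. Both lists come from the same 5 libraries, so differences between the libraries themselves also enter both. Of the 10 splits of the libraries into 3 and 2, 2 gave at least as many shared genes. At an adjusted p of 0.05 in edgeR's quasi-likelihood test 1 gene was shared, Ptgds. The number of shared genes was 20 without fed replicate 3, in a fit with no term for the batch, and 99 with the preparation batch as a block.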

**Fig. 7.**
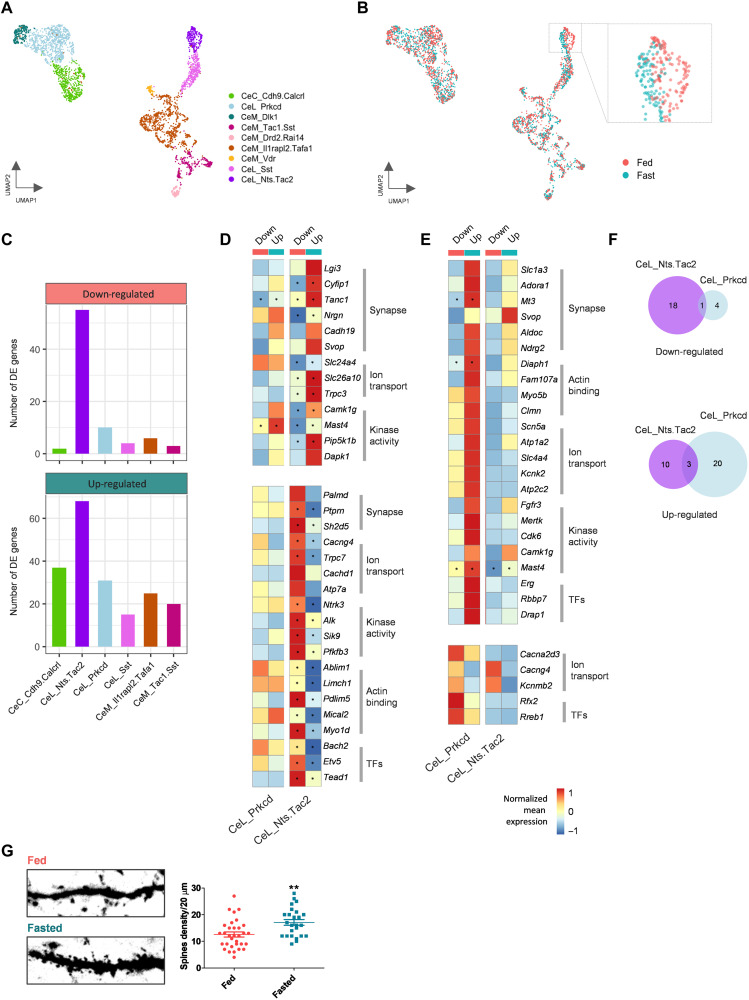
Identification of brain state–related differential gene expression. (**A** and **B**) Uniform Manifold Approximation and Projection (UMAP) representations of central amygdala (CeA) neurons, colored by cell clusters (A) or brain state groups (B). Inset in (B) indicates the CeL_NTS/Tac2 cell cluster. (**C**) Numbers of differentially expressed (DE) genes down-regulated or up-regulated in fasted groups found by the pseudo-bulk method edgeR-LRT; the threshold for determining the DE genes was adjusted *P* < 0.05 (Benjamini-Hochberg). (**D** and **E**) Heatmap of average gene expression across two cell types, the CeL_Prkcd and CeL_Nts.Tac2, in comparison of each of the two brain state groups. Genes shown were up-regulated (top) and down-regulated (bottom) in fasted groups in the CeL_Nts.Tac2 (D) and CeL_Prkcd (E) cell types (*P* < 0.01). Genes were listed from categories with Gene Ontology (GO) keywords (as indicated) that associated with neuronal activities. Asterisks indicate the genes revealed by adjusted *P* < 0.05 as in (C). Color bar: Log_2_-scaled mean expression. Value was centralized and row-scaled throughout each of the condition across both cell types. (**F**) Venn diagrams showing the numbers of genes listed in (D) and (E), separated by enriched in fed (top) or fasted (bottom) conditions. Note that there is very little overlap between the DE genes in CeL_Nts.Tac2 and CeL_Prkcd clusters. (**G**) Htr2a-Cre animals were injected with an AAV-DIO-GFP virus. Representative images of CeA^Htr2a^ dendritic spines (20 μm length) in fed versus fasted (20 hours) mice (left) and the corresponding quantification (right) are shown. *t* test, **P < 0.01; *n* = ~30 images from four amygdalas in each group.

During fasting, several genes related to an increase in synaptic plasticity and dendritic spine formation were up-regulated in the CeL^NTS/Tac2^ cluster. They include *DAPK1* (*death associated protein kinase 1*) that phosphorylates glutamate ionotropic receptor *N*-methyl-d-aspartate (NMDA) type subunit 2B, increasing Ca^2+^ influx through NMDA receptor channels (*54*), *CYFIP1* (*cytoplasmic FMR1 interacting protein 1*) that ensures proper dendritic spine formation inducing protein translation and actin polymerization (*55*), and *TANC1* (*tetratricopeptide repeat, ankyrin repeat and coiled-coil containing 1*), a PSD-95–interacting synaptic protein that increases the density of dendritic spines and excitatory synapses (*56*). Conversely, genes that decrease dendritic spine formation were down-regulated in CeL^NTS/Tac2^ cells while fasting. They include *PDLIM5* (*PDZ and LIM domain 5*) that functions in shrinkage of dendritic spines, restraining postsynaptic growth of excitatory synapses (*57*), and *MICAL2* (*microtubule associated monooxygenase, calponin and LIM domain containing 2*) that regulates the disassembly of branched actin networks (*58*).

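In CeL NTS/Tac2, Dapk1 (ENSMUSG00000021559, chromosome 13 of GRCm39, 60749687 to 60911005) was at 645 ± 34.6 CPM (SD, n = 3) in the fed and 976 ± 280 CPM (SD, n = 2) in the fasted libraries (log2 fold change 0.60, SE 0.20, adjusted p = 0.295 in edgeR's quasi-likelihood test). Cyfip1 (ENSMUSG00000030447, chromosome 7, 55491479 to 55582381) went from 265 ± 66.6 to 457 ± 118 CPM (log2 fold change 0.79, SE 0.23, adjusted p = 0.203, edgeR). Tanc1 (ENSMUSG00000035168, chromosome 2, 59442343 to 59678250) went from 77.2 ± 22.1 to 143 ± 4.38 CPM (log2 fold change 0.94, SE 0.24, adjusted p = 0.152, edgeR). For each of the 3 genes both fasted libraries lay above all 3 fed libraries (exact permutation test, p = 0.1, the smallest possible). Their unadjusted p was 0.00848, 0.00328 and 0.00162 in edgeR's quasi-likelihood test, under the 0.01 at which Fig. 7D lists genes. None passed an adjusted p of 0.05. With the preparation batch as a block all 3 did, with adjusted p of 0.0142, 0.00122 and 0.0403 in edgeR, and with the likelihood ratio test Tanc1 did, with 0.0372. In the test of the difference from CeL PKCδ, none of the 3 passed. Tanc1 rose in CeM Dlk1 as well, from 9.93 ± 4.03 to 53.2 ± 16.5 CPM (log2 fold change 2.25, SE 0.44, adjusted p = 0.00947, edgeR).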

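Pdlim5 (ENSMUSG00000028273, chromosome 3 of GRCm39, 141945345 to 142101830) was at 113 ± 28.9 CPM (SD, n = 3) in the fed and 54.6 ± 8.79 CPM (SD, n = 2) in the fasted CeL NTS/Tac2 nuclei (log2 fold change -1.07, SE 0.27, adjusted p = 0.130 in edgeR's quasi-likelihood test). Mical2 (ENSMUSG00000038244, chromosome 7, 111825003 to 112012313) fell from 50.0 ± 3.25 to 16.9 ± 1.93 CPM (log2 fold change -1.57, SE 0.30, adjusted p = 0.0427, edgeR). Both fasted libraries lay below all 3 fed libraries for both genes. The adjusted p of Mical2 in edgeR was 0.329 without fed replicate 3 and 0.000521 with the likelihood ratio test, the ends of its range over the settings. Pdlim5 passed with the likelihood ratio test, with an adjusted p of 0.0278, and with the batch as a block, with 0.0122 in edgeR. The fall of Mical2 differed from its change in CeL PKCδ (difference of the log2 fold changes -1.87, SE 0.29, adjusted p = 0.0107 in edgeR), and that of Pdlim5 did not (adjusted p = 0.766 in edgeR). Adjusted over the list alone of the 6 genes that the text names in this cluster, all 6 passed, but the study chose the list on these libraries, so this is not independent evidence.

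**Figure D2:**
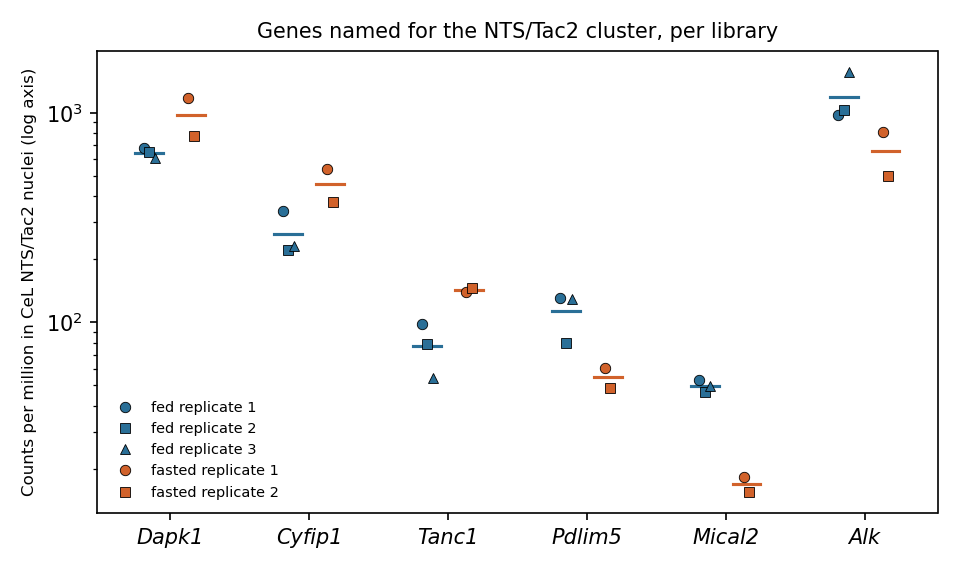
CPM of 6 genes in CeL NTS/Tac2 nuclei of each of the 3 fed and 2 fasted libraries, on a log axis. Each point is a library, its shape gives the replicate number, and horizontal lines are group means. Both fasted libraries lie above the fed ones for Dapk1, Cyfip1 and Tanc1 and below them for Pdlim5, Mical2 and Alk.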

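By the same measure of distance between fed and fasted centroids, the shift was 1.92 in CeL Sst and 4.30 in CeM IL1Rapl2. Of the 10 splits of the 5 libraries, 5 gave CeL Sst a shift as large and 3 gave CeM IL1Rapl2 one as large, and for CeL NTS/Tac2 2 did. With 10 splits, the smallest share that a permutation of the libraries can reach is 0.1.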

CeA^Htr2a^ neurons consist of three presumed appetitive clusters (CeL^NTS/Tac2^, CeL^Sst^, and CeM^IL1Rapl2^), only one of which (CeL^NTS/Tac2^) showed cell state changes in response to fasting. Hence, the response of CeA^Htr2a^ neurons to fasting was heterogeneous, with some cells displaying a large number of differentially expressed (DE) genes and others not. Despite this heterogeneity, we investigated if fasting may cause structural plasticity in (a subset of) CeA^Htr2a^ neurons. 

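The difference in response was tested between clusters in edgeR, with the libraries as blocks. The fasting effect differed between CeL NTS/Tac2 and CeL Sst for 3 of 8375 genes and between CeL NTS/Tac2 and CeM IL1Rapl2 for 4 of 9875 genes at an adjusted p of 0.05. Genes with an unadjusted p under 0.05 for the fasting effect itself numbered 344 in CeL Sst and 455 in CeM IL1Rapl2. At an adjusted p of 0.05 there were 2 and 1 in fits with no term for the batch, and 88 and 141 with the preparation batch as a block, against 26 and 189 in CeL NTS/Tac2.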

We evaluated if fasting promoted dendritic spine formation in CeA^Htr2a^ neurons. Imaging random stretches of dendrites expressing YFP revealed a ~26% increase in spine density in CeA^Htr2a^ neurons in fasted versus fed mice (Fig. 7G). Together, these results suggest that a subset of CeA neurons responded to fasting with dynamic gene expression changes and increases in the number of dendritic spines.

## DISCUSSION

In this report, we have described a transcriptomic taxonomy of GABAergic cell clusters in the adult CeA. We identified a total of nine cell clusters, of which six had previously been functionally analyzed. On the basis of prior literature (*7*), two cell clusters (CeC^Calcrl^ and CeL^PKCδ^) were mostly associated with aversive behaviors, whereas four clusters (CeL^NTS/Tac2^, CeL^Sst^, CeM^Il1Rapl2^, and CeM^Tac1/Sst^) were mostly, but not exclusively, associated with appetitive behaviors. CeA^Htr2a^ neurons, previously shown to promote feeding (*6*), were found to comprise three appetitive (and one uncharacterized) cell clusters. We went on to explore how appetitive CeA neurons are physiologically activated and used Htr2a-Cre animals for functional analysis. c-Fos stainings, electrophysiological slice recordings, and in vivo calcium imaging revealed that appetitive CeA^Htr2a^ neurons are activated by the presence of food and in animals subjected to fasting. Fasting is known to induce the expression of endogenous ghrelin (*23*, *59*), and we confirmed that enhanced food consumption after fasting requires endogenous ghrelin signaling. Here, we found that ghrelin administration activated CeA^Htr2a^ neurons in vitro and in vivo. Moreover, the actions of ghrelin seem to be directly targeting CeA^Htr2a^ neurons and their excitatory inputs, and the activity of CeA^Htr2a^ neurons is required for the orexigenic effects of ghrelin. Our results further suggest that appetitive CeA neurons responsive to fasting and ghrelin project to the PBN, resulting in an inhibition of target PBN neurons. Last, we found that a subset of presumed appetitive CeA neurons showed dynamic and bidirectional gene expression changes in response to fasting suggestive of plasticity at synaptic sites. These findings enhance our understanding of cell type diversity in CeA and the role of CeA cell populations in the hormonal regulation of food consumption.

The four appetitive cell clusters identified by our snRNA-seq analysis largely matched previous work using single molecular markers, although some questions remain unanswered. 

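Of 312 CeA nuclei of the fed libraries with an Sst UMI, 120 (38.5%) were in CeL Sst and 60 (19.2%) in CeL NTS/Tac2. CeM Tac1/Sst held 23 (7.37%).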

In the CeL, we found two clusters marked by expression of *Sst*: the CeL^Sst^ cluster, which contains the largest and most highly expressing population of Sst-positive neurons, and the CeL^NTS/Tac2^ cluster, which contains low expressing Sst-positive cells. This is consistent with previous observations (*8*, *12*) and recent single-cell transcriptomics studies in the CeA (*60*, *61*). Optogenetic manipulation of these two clusters separately suggested that both drive appetitive behavior (*8*). Consistent with such a notion, NTS-positive neurons enriched in the CeL^NTS/Tac2^ cluster (Fig. 1H) were previously shown to promote consumption of palatable fluids (*17*). However, the entire population of Sst-positive neurons in CeL can also undergo synaptic potentiation during fear conditioning and facilitate the expression of conditioned freezing behavior (*10*, *14*, *16*). Likewise, corticotropin-releasing factor (CRF or CRH) neurons that are largely contained in the appetitive CeL^NTS/Tac2^ cluster and in a somewhat sparser CeM population (*8*, *12*) were shown to be important for fear learning and active fear responses (*43*, *62*). It therefore remains an open question whether Sst- and CRH-positive neurons are more heterogeneous than suggested from their transcriptomes and consist of appetitive and aversive neurons, or, alternatively, whether each neuron can be involved in a broader range of approaches and defensive behaviors. 

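Crh (ENSMUSG00000049796, chromosome 3 of GRCm39, 19747565 to 19749655) had a UMI in 62 CeA nuclei of the fed libraries, of which 40 (64.5%) were in CeL NTS/Tac2. CeL Sst and CeM Vdr held 7 each (11.3%). In CeL NTS/Tac2 Crh was at 27.1 ± 21.9 CPM (SD, n = 3), and this level depended on the library, with 7.55, 50.7 and 23.0 CPM in fed replicates 1, 2 and 3. CeM Vdr had 5.16 ± 2.48 CPM and CeL Sst 3.77 ± 2.33. Outside the CeA clusters the IPAC type had 30.8 ± 17.5 CPM.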

Future studies will have to explore the specificity or generality of distinct CeA populations (*63*).

In the CeM, we found two additional cell clusters: the large IlRapl2 and the smaller Tac1/Sst cluster. The CeM^IlRapl2^ cluster, which cannot easily be addressed with a single marker (*61*), contains the CeM subsets of the CeA^Pnoc^ and CeA^Htr2a^ neurons (Fig. 1, I to L). Since both neuron populations were previously shown to promote food uptake and reward behavior (*5*, *6*), the results suggest that this large CeM cluster is mostly involved in appetitive behavior. Future work involving intersectional genetic approaches (*64*) should further explore the relative contributions of the CeL and CeM subsets of these populations. The CeM^Tac1/Sst^ cluster remains largely unexplored, except for the previous observation that optogenetic activation of the CeM subset of Sst cells promoted rewarding behavior (*8*).

Our transcriptomic mapping separated PKCδ neurons into two clusters: one in CeL (PKCδ) and one in CeC (Calcrl). This result is consistent with recent transcriptomics studies (*60*, *61*) and previous gene expression analysis (*8*). Both CeL^PKCδ^ and CeC^Calcrl^ neurons were previously shown to be involved in defensive behaviors (*7*, *37*, *40*, *65*). More recently, PKCδ-positive neurons were also implicated in appetitive/affective behavior (*38*, *39*). Future work is needed to sort out these seemingly inconsistent observations. Moreover, our discovery of three previously uncharacterized CeM clusters (CeM^Vdr^, CeM^Drd2/Rai14^, and CeM^Dlk1^) could be a starting point of a comprehensive functional analysis of this understudied subregion of the CeA.

This study also revealed an interesting hormonal regulation of appetitive CeA neurons by ghrelin. Our electrophysiological recordings suggest that ghrelin can act directly on CeA neurons projecting to the PBN (since ghrelin increases inhibition of PBN neurons) and on their excitatory inputs to increase the excitability of the CeA neurons. This observation adds the CeA to the list of extrahypothalamic ghrelin targets, including VTA, NAc, hippocampus, and the BLA (*20*–*22*). Mechanistically, ghrelin may be acting through GHSR and/or opioid pathways, possibly by heteromerization of the receptors or the downstream signaling pathways (*24*–*26*, *51*, *66*). The activation of opioid receptors in CeA has been shown to increase food intake (*67*), and ghrelin has antinociceptive effects on irritable bowel syndrome depending on the opioid system (*66*). Therefore, our observation that ghrelin-induced feeding is strongly inhibited by the opioid receptor inhibitor naloxone could be an interesting topic for further research.

In vivo calcium imaging revealed multiple ways that appetitive CeA^Htr2a^ neurons become activated. We found that in satiated mice, the presence of food increased the activities of the majority of CeA^Htr2a^ neurons, although food consumption was minor. In the satiated state in the absence of food, exogenous ghrelin increased CeA^Htr2a^ neuronal activities, and in the presence of food, CeA^Htr2a^ neuronal activities strongly correlated with feeding. This supports the notion that this subpopulation of cells is relevant for the modulation of food consumption through a positive-valence mechanism (*6*). The results further suggest that ghrelin predisposes those cells for the process of eating. As previously shown in humans, ghrelin may favor food consumption by enhancing the rewarding and incentive responses to food-related cues (*22*). Fasting recruited more cells to the active ensembles similarly to ghrelin injections, suggesting that endogenous ghrelin released while fasting also produces a similar effect. The activity of CeA^Htr2a^ neurons was required for the orexigenic effects of ghrelin, only when administered to satiated, not hungry mice, consistent with the idea that this process drives the sensory perception or pleasure of feeding (*1*, *6*, *68*). Together, these findings suggest a model in which palatable food engages CeA^Htr2a^ neurons. The hungrier the animals are, the more palatable the food becomes. As ghrelin levels rise during fasting, CeA^Htr2a^ neurons are activated and contribute to the process of palatability-guided feeding.

At the microcircuit level, our results revealed that fasting and exogenous ghrelin activated CeA neurons that project to the PBN, resulting in hyperpolarization and inhibition of their downstream PBN targets. Chemoinhibition of the CeA→PBN projectors, which consist mainly of CeA^Htr2a^ neurons (*6*), partially blocked ghrelin-induced food intake. The identity of PBN neurons engaged by CeA^Htr2a^ neurons remains to be elucidated.

We found that fasting induced gene expression changes in specific CeA neuron clusters, most pronounced and bidirectional in the CeL^NTS/Tac2^ cluster. These results are reminiscent of the hypothalamic feeding circuit, where appetitive AGRP neurons undergo more extensive gene expression changes after fasting than appetite-suppressing Pro-opiomelanocortin (POMC) neurons (*69*). The types of differentially expressed genes (DEG) were similar to appetitive CeA neurons, associated with alterations in synaptic proteins, kinases, and ion channels (*69*). For example, we found that *anaplastic lymphoma kinase* (*Alk*) expression was down-regulated in CeL^NTS/Tac2^ neurons in fasted mice (Fig. 7D), a gene whose genetic deletion was previously shown to result in thin animals with resistance to diet- and leptin mutation–induced obesity, acting mainly in the hypothalamus (*70*). 

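Alk (ENSMUSG00000055471, chromosome 17 of GRCm39, 72174200 to 72911622) was at 1190 ± 327 CPM (SD, n = 3) in the fed and 654 ± 217 CPM (SD, n = 2) in the fasted CeL NTS/Tac2 nuclei (log2 fold change -0.87, SE 0.25, adjusted p = 0.203 in edgeR's quasi-likelihood test). Both fasted libraries lay below all 3 fed libraries. The gene passed an adjusted p of 0.05 with the preparation batch as a block, with 0.000362 in edgeR. Across all clusters Alk was higher in the fasted libraries in 7 of 11. Both fasted libraries lay below all fed ones in 3, with log2 fold changes of -0.65 in CeL PKCδ and -0.96 in CeM Vdr besides CeL NTS/Tac2. They lay above in 4, with 1.25 in CeL Sst, 1.06 in CeM IL1Rapl2, 0.37 in CeM Drd2/Rai14 and 2.09 in CeM Tac1/Sst. Only the last passed, with 58.9 ± 7.84 CPM (SD, n = 3) in the fed and 249 ± 6.81 CPM (SD, n = 2) in the fasted libraries (SE 0.32, adjusted p = 0.00107, edgeR). With log normalization 0 genes passed in the cluster of that name, where 374 had an unadjusted p under 0.05.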

The up- and down-regulation of genes controlling synaptic plasticity in CeL^NTS/Tac2^ cells while fasting (up: *DAPK1*, *CYFIP1*, *TANC1*; down: *PDLIM5*, *MICAL2*) is consistent with a model in which appetitive neurons modify their structure to receive more excitatory synapses, as observed in electrophysiological recordings. Fasting also increased electrical activity and synaptic plasticity in AGRP neurons (*71*, *72*), an observation that is paralleled in appetitive CeA neurons. Ghrelin is a likely mediator of some of these gene expression changes, as shown for AGRP neurons (*73*). Ghrelin also induces spine growth and synaptic plasticity in areas like the hippocampus or hypothalamus (*47*, *74*, *75*). Our results also showed an increase in spine density in CeA^Htr2a^ neurons while fasting, which correlated with the changes in DE genes in the CeL^NTS/Tac2^ cluster.

In conclusion, our transcriptomic taxonomy illustrates the diversification of CeA neurons and shows how the activity of appetitive neurons in the CeA is regulated by interoceptive cues (fasting and ghrelin) and the presence of food. Appetitive CeA^Htr2a^ neurons are essential for the orexigenic effects of ghrelin. They project to the PBN causing inhibition of target PBN neurons. Our findings reveal a previously unidentified role of the CeA in the regulation of feeding behavior by the ghrelin system. In addition, our results lay the groundwork for further investigations of how specific CeA neuron populations interact with the hedonic and homeostatic feeding circuits, and the interactions among emotional states, food intake, and reward. Last, the malfunction of CeA neurons and microcircuits may underlie pathological eating behavior.

## MATERIALS AND METHODS

### Animals

Experiments were always performed using adult mice (>8 weeks). The wild-type animals were from the C57BL/6NRj strain (Janvier Labs, www.janvier-labs.com). The Htr2a-Cre bacterial artificial chromosome (BAC) transgenic line [stock Tg(Htr2a-Cre)KM208Gsat/Mmucd] and Prkcd-Cre [Tg(Prkcd-glc-1/CFP-Cre)EH124Gsat] BAC mice were imported from the Mutant Mouse Regional Resource Center (www.mmrrc.org/). Td-Tomato Rosa26R mouse lines were as described previously (*76*), using the line Ai9lsl-tdTomato [B6.Cg-Gt(ROSA)26SorTM9.CAG-tdTomato/Hze/J] (*77*, *78*). Transgenic mice were backcrossed with a C57BL/6N background. Animals used for opto- and chemogenetic manipulations were handled and singly housed on a 12-hour inverted light cycle for at least 3 days before the experiments.

Mice were given ad libitum food access except during food deprivation for feeding experiments. All feeding behavior assays were conducted at a consistent time during the dark period (2 p.m.to 7 p.m.). Both male and female mice were used, and all the experiments were performed following regulations from the government of Upper Bavaria. The animal study was reviewed and approved by the Regierung von Oberbayern under the license 55.2-2532.Vet_02-20-49.

### Viral constructs

The following AAV (adeno-associated virus) viruses were produced at the Gene Therapy Center Vector Core at the University of North Carolina Chapel Hill: AAV-cFos-hChR2(H134R)-EYFP-Pest-no-WPRE, AAV-hSyn-EYFP, AAV8-hSyn-DIO-hM3D(Gq)-mCherry, and pAAV-EF1a-DIO-mCherry (UNC Vector Core, USA). The AAV5-Syn.Flex.GCaMP6s virus was obtained from the Penn Vector Core (USA). pAAV-hSyn-DIO-hM4D(Gi)-mCherry, pAAV-hSyn-DIO-mCherry, and pAAV-FLEX-tdTomato (produced with a retrograde serotype AAVrg) were obtained from Addgene (USA).

### Tissue dissection for snRNA-seq

To minimize potential batch effects, each experiment or dataset consisted of CeA tissue from one male and one female brain, collected, and processed simultaneously and in parallel. The mice were deeply anesthetized using an intraperitoneal injection of ketamine (200 mg/kg) and xylazine (40 mg/kg). They were then perfused with 10 ml of ice-cold “Cutting Buffer” consisting of sucrose-Hepes containing 110 mM NaCl, 2.5 mM KCl, 10 mM Hepes, 7.5 mM MgCl_2_, 25 mM glucose, and 75 mM sucrose (approximately 350 mOsm/kg) (pH 7.4) (*79*). All solutions and reagents were kept on ice, unless specified otherwise. The brain was removed and sliced into 300-μm sections using a vibratome (Leica VT1000S, Germany) in the cutting buffer. The slices were transferred into a “Dissociation Buffer” containing 82 mM Na_2_SO_4_, 30 mM K_2_SO_4_, 10 mM Hepes, 10 mM glucose, and 5 mM MgCl_2_ (pH 7.4). The CeA was microdissected under a microscope (Olympus SZX10).

### Single-nuclei isolation and library preparation

The protocol for single-nuclei isolation was adapted from a previous study (*80*). Briefly, collected tissue was transferred into 600 μl of homogenization buffer containing 320 mM sucrose, 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 10 mM tris-HCl (pH 7.8), 0.1 mM EDTA (pH 8.0), 0.1% NP-40 (70% in H_2_O; NP40S, Sigma-Aldrich), 1 mM β-mercaptoethanol, and SUPERase ribonuclease inhibitor (0.4 U/μl; AM2694, Invitrogen). The tissue was homogenized in a 1-ml Wheaton Dounce, filtered through a 20-μm cell strainer (Miltenyi Biotec), and mixed with an equal volume of working solution [50% OptiPrep density gradient medium (Sigma-Aldrich), 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 10 mM tris-HCl (pH 7.8), 0.1 mM EDTA (pH 8.0), and 1 mM β-mercaptoethanol]. The resulting solution was transferred into a 2-ml centrifuge tube containing a 29% OptiPrep density gradient solution [134 mM sucrose, 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 10 mM tris-HCl (pH 7.8), 0.1 mM EDTA (pH 8.0), 1 mM β-mercaptoethanol, 0.04% NP-40, and SUPERase inhibitor (0.17 U/μl)]. A 35% density solution [96 mM sucrose, 5 mM CaCl_2_, 3 mM Mg(CH_3_COO)_2_, 10 mM tris-HCl (pH 7.8), 0.1 mM EDTA (pH 8.0), 1 mM β-mercaptoethanol, 0.03% NP-40, and SUPERase inhibitor (0.12 U/μl)] was slowly added below the 29% density, and the nuclei were separated by ultracentrifugation using an SH 3000 rotor (20 min, 3000*g*, 4°C). Three hundred microliters of nuclei was collected from the 29%/35% interphase and washed once with 2 ml of resuspension solution [0.3% bovine serum albumin (BSA) and SUPERase (0.2 U/μl) in phosphate-buffered saline (PBS)]. The nuclei were centrifuged (300*g*) for 5 min and resuspended in ~30 μl of resuspension solution.

The nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) and counted. Around 100 to 200 nuclei/μl suspension was obtained and immediately added to a microfluidic platform (10x Genomics). Nanoliter-scale Gel Beads-in-emulsion (GEMs) generation, barcoding, cDNA amplification, and library preparation were done using the Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 according to the manufacturer’s protocol.

### Sequence alignment, pre-processing, and clustering

Raw reads were obtained from NovaSeq 6000 (Helmholtz Zentrum München, Germany) and converted to FASTQ files, followed by sequencing alignment using the Cell Ranger (V5.0.0, 10x Genomics) pipeline. The mouse reference genome GRCm39 release 105 (http://ftp.ensembl.org/pub/release-105/fasta/mus_musculus/dna/) and annotation files (http://ftp.ensembl.org/pub/release-105/gtf/mus_musculus/) were modified to include the sequence of Cre recombinase (www.ncbi.nlm.nih.gov/nuccore/NC_005856.1?report=fasta&from=436&to=1467) and the open reading frame of mCherry from the viral construct pAAV-EF1a-DIO-mCherry (www.addgene.org/50462/sequences/). Sequencing reads were aligned with the reference genome, and gene–by–cell count matrices were generated using “cell ranger count” command with default parameters, including the “--include-introns = true” argument.

Seurat V4.0.1 was used for subsequent data filtering, normalization, clustering, and visualization. The percentage of mitochondrial genes and the number of unique molecular identifier (UMI) counts per nucleus were calculated, as well as the number of genes detected per nucleus. Nuclei with extreme values of these quality metrics were filtered out on the basis of the distribution of each dataset. Generally, nuclei with a number of genes detected per nucleus between 500 and 8000 and a percentage of mitochondrial genes less than 0.8% were kept. The datasets were then normalized using the “SCTransform” function in Seurat with the regularized negative binomial regression method, using the percentage of mitochondrial genes as a confounding source of variance to be regressed out. As no global batch effect that separated the datasets was observed, they were merged, and the top 2000 HVGs were selected across all datasets. Three datasets from satiated mice were used as reference for CeA dataset, and five datasets from all experiments were used to compare fasted and fed conditions. PCA was performed on the scaled expression of the HVGs for each merged dataset, followed by graph-based clustering using the “FindNeighbors” and “FindClusters” functions, and UMAP visualization using the “RunUMAP” function. Coarse clusters were classified using the parameter “resolution = 0.5” for the first round of clustering (with all cell types). Gad1/2-positive inhibitory neurons were clustered iteratively with “resolution = 0.8” to obtain more refined clusters.

To determine the final number of CeA neuronal clusters, two factors were considered: (i) obtaining the minimum number of clusters that display a distinct distribution of cell types on low-dimensional embeddings, such as UMAP, and (ii) incorporating prior knowledge to annotate cell types increasing the cluster resolution.

### Cell type annotation

To annotate the CeA neuronal types, we first performed DE analysis for each cluster using the “FindAllMarkers” function with default parameters. The following criteria were used to select the representative markers for a cell type: (i) conventional markers previously reported; (ii) expression patterns of the top 20 DE genes, designating the one with higher specificity as its marker; (iii) two markers were used when only one was not enough; and (iv) genes with entries in the Allen Reference Atlas—Developing Mouse Brain (https://developingmouse.brain-map.org/). Only genes showing specific expression patterns in the CeA subdivisions (CeL, CeM, or CeC) were selected as markers. To name the clusters, the following nomenclature was used: sub-division_marker or sub-division_marker1.marker2.

To visualize the expression of marker genes, either the “DotPlot” or “FeaturePlot” function in Seurat was used. To depict the expression of appetitive cell type markers, such as *Pnoc* and *Htr2a-Cre*, a density plot was created on the basis of the kernel density estimation using the “Nebulosa” package (*81*). To annotate the CeA neuronal types in the merged datasets, which included both the fed and fasted groups, a Pearson correlation matrix was constructed between the previously annotated dataset and the clusters from the merged dataset, using the mean expression of the 2000 HVGs. The latter were named on the basis of the highest correlation between cluster pairs and were further analyzed on the basis of the expression patterns of previously identified markers for the nine CeA cell types. To visualize the marker gene expression, either the “DotPlot” or “FeaturePlot” function in Seurat was used.

### Construction of cell type taxonomy tree

To construct the cell type hierarchy, the average expression of the 2000 previously identified high variable genes was calculated for each cluster. A Pearson correlation matrix was then created to compare the expression of these genes between the cell types, and hierarchical clustering with the average linkage method was applied to infer the taxonomic tree structure.

### DE analysis

To compare the differential gene programs between fasted and fed conditions in astrocytes and oligodendrocytes, DE analysis was performed similarly as described above, with a stricter threshold condition. Genes with a log_2_-transformed average fold change (avg_log2FC) greater than 0.25 and a *P* value (obtained from a Wilcoxon rank sum test) less than 0.001 were considered DE.

For the DE analysis of CeA neuronal cell types, the pseudo-bulk–based method edgeR from the “Libra” package was used. A two-threshold strategy was used: Genes with an FDR-adjusted *P* value (corrected using the Benjamini-Hochberg method) less than 0.05 were considered DE, while genes with a *P* value directly calculated from the likelihood ratio test (edgeR-LRT) less than 0.01 were also included.

### GO enrichment

Up-regulated and down-regulated genes were separately analyzed for gene category enrichment using DAVID (Database for Annotation, Visualization, and Integrated Discovery; https://david.ncifcrf.gov/), a high-throughput and integrated data-mining web server (*82*). This tool was used to identify representative GO terms/keywords and enriched pathways.

### RNAscope experiments

Multicolor fluorescence in situ hybridization was performed on fixed frozen brain slices. Briefly, brain tissue was embedded in O.C.T. (Sakura Finetek, 4583) in cryomolds (Sakura Finetek, 4566) and fresh-frozen on dry ice. Brain tissue was cut on a cryostat (CM3050S, Leica) to obtain 20-μm sections, collected on slides (48311-703, VWR Microslides Superfrost Plus), and stored at −80°C. Hybridization was performed using the RNAscope Kit (ACDBio). Probes against Dlk1 (405971-C2), (439371), and Sst (404631) were applied at a 1:50 dilution to sections. Images were taken using a Leica SP8 confocal microscope and processed using ImageJ software [National Institutes of Health (NIH)].

### Food consumption measurements

Food restriction experiments were done only for a maximum of 20 hours to avoid major complications on mice’s health. The food was completely removed from the home cage, but keeping the water supply. After 20-hour fasting, one single pellet of food (previously weighted) was added to the cage, and the food consumption was measured. For feeding assays using satiated animals, different amounts of ghrelin (1 to 10 μg; #1465, Tocris), ghrelin receptor antagonist JMV2959 (250 μg; #345888, Calbiochem), or saline were intraperitoneally injected, and food intake was measured for the following 3 hours after injection. For calcium imaging experiments, we used dustless precision pellets 20 mg each (#F0071, Bio-Serv).

### Stereotactic surgeries

Mice were anesthetized using 1.5% isoflurane (Cp-pharma, Germany) (4% for induction) with the head fixed on a stereotactic frame (model 1900, Kopf Instruments). Body temperature was maintained at 37°C using a heating pad, and carprofen (Rimadyl, Zoetis, Germany) (5 mg/kg body weight) was subcutaneously administered as an analgesic.

Mice were injected bilaterally using glass pipettes (#708707, BLAUBRAND intraMARK) with 300 nl of the following viruses or beads: pAAV-hSyn-DIO-hM4D(Gi)-mCherry, AAV-cFos-hChR2(H134R)-EYFP-Pest, pAA-hSyn-DIO-hM3Dq-mCherry, pAAV-hSyn-DIO-mCherry, and Retrobeads (Lumafluor, USA). The stereotactic coordinates used for CeA were −1.22 mm anteroposterior (AP), ±2.8 mm medial-lateral (ML), and −4.72 mm dorso-ventral (DV); the stereotactic coordinates used for PBN were −5.3 mm AP, ±1.35 mm ML, and −3.9 mm DV. After the injection, the pipette remained in the brain for 4 min to prevent the spreading of the virus. The wound was closed with Vetbond (3M, USA), and the mice recovered in the home cage at a warm temperature.

Mice used in optogenetic experiments were bilaterally implanted with optic fibers (200-μm core, 0.22 numerical aperture, 1.25-mm ferrule) (Thorlabs, USA) above the CeA (−4.2 mm DV), and the implants were secured with self-curing acrylic resin (Paladur, Kulzer, Germany).

For the injection of substances directly into CeA, a thin guide cannula (26 gauge) was implanted bilaterally −4 mm DV, and a dummy cannula was inserted into CeA (−4.72 DV) using the stereotactic apparatus. The cannula was attached to the skull with Paladur, as described for optic fibers. On the day of surgery, and two subsequent days, carprofen [5 mg/kg, Zoetis (Rimadyl)] was also administered as an additional analgesic.

### Chemogenetic manipulations

For all the behavioral experiments involving chemogenetics, animals were habituated, handled, and injected intraperitoneally with saline for 3 days. For pharmacological treatments, mice stereotactically injected with DREADD or mCherry controls received 100 μl of intraperitoneal injection of CNO (0.4 or 1 mg/kg diluted in saline), ghrelin (10 μg, otherwise stated), or the equivalent volume of saline. The animals were injected using different time points (Fig. 4), allowing them to recover in their home cages for 30 min (for excitatory DREADD) or 1 hour (for inhibitory DREADD) before the second injection with ghrelin or saline. Food intake was measured for the following 3 hours. The experiments were performed randomly in duplicates on different days, with one resting day in between experiments.

### Optogenetic manipulations

Mice were bilaterally tied to optic-fiber patch cords (Doric Lenses or Thorlabs) connected to a 473-nm laser (CNI lasers; Cobolt) via a rotary joint (Doric Lenses) and mating sleeve (Thorlabs). Photostimulation was performed using 10-ms, 473-nm light pulses at 20 Hz and 10 mW. The laser was triggered, and pulses were controlled with Bonsai data-streaming software ref and Arduino microcontrollers (www.arduino.cc/).

### Drug infusions into the brain

The implanted animals were accustomed to the experimenter and the experimental setup. Briefly, mice were anesthetized with 1.5% isoflurane (Cp-pharma, Germany) and head-fixed on a stereotactic setup. Dummy cannula was removed and cleaned with 70% ethanol, and 0.25 μl of saline solution was injected using a Hamilton syringe with a 32-gauge blunt needle (7000 Series Neuros, Hamilton, USA) using −4.72 DV coordinates and kept inside for 1 min. Animals recovered in their home cage. For the experiments, two separate infusions of drugs were delivered into CeA with 10 min of difference to allow the antagonists to act against their receptors. The drugs used were ghrelin (1 μg; #1465, Tocris), JMV2959 (5 μg; #345888, Calbiochem), and naloxone (50 μg; ab120074, Abcam) in a volume of 0.25 μl with saline. After the two injections, the mice recovered in their home cages without food for 10 min, and then a preweighted food pellet was added into the cage, measuring the food intake for the following 2 hours.

### GRIN lens implantation and baseplate fixation

Three weeks after GCaMP6s virus injection, gradient index (GRIN) lenses were implanted in Htr2a-Cre mice as follows. The animals were located in the stereotactic setup under isoflurane anesthesia (see the “Stereotactic surgeries” section), and a small craniotomy was made above the CeA using the same coordinates as for the injection of the viral preparation. After removal of the debris, a blunted 23-gauge needle (0.7 mm in diameter) was slowly inserted into the brain to a depth of −4.6 mm from bregma. The needle was retracted, and a GRIN lens (ProView lense; diameter, 0.5 mm; length, ~8.4 mm, Inscopix) was implanted above the CeA. The skull was covered with a thin layer of histo glue (Histoacryl, Braun), the lens was then fixed to the skull using ultraviolet light curable glue (Loctite AA3491, Henkel), and the exposed skull was covered with dental acrylic (Paladur, Heraeus). The exposed top of the lens was protected by a covering of a silicone adhesive (Kwik-cast, World Precision Instruments). One to 2 months later, a baseplate (BPL-2; Inscopix) attached to the miniscope was positioned above the GRIN lens in the stereotactic setup under anesthesia. The focal plane was adjusted while lowering the concentration of the anesthetic gas until the GCaMP6s signal was observed. Last, mice were fully anesthetized again and the baseplate was fixed using C&B Metabond (Parkell). A baseplate cap (BCP-2, Inscopix) was left in place until imaging experiments.

### In vivo calcium imaging of freely moving mice

Experiments were conducted on freely moving mice expressing GCaMP6s virus in CeA^Htr2a^ cells. The head was fixed and the miniscope was secured in the baseplate holder. Mice were habituated to the miniscope 3 days before behavioral experiments. Settings were kept constant within the different experimental sessions. Imaging acquisition and behavior were synchronized using the data acquisition box of the nVoke Imaging System (Inscopix), triggered by the EthoVision XT 14 software (Noldus) through a TTL box (Noldus) connected to the USB-IO box from the EthoVision system (Noldus).

On the day of the experiments, mice were intraperitoneally injected with saline or ghrelin (1465, Tocris) acclimated in their cages for 10 min, and then compressed images were obtained at 20 Hz with Inscopix nVista HD V2 software. After 10 min of recording without food, the animals were exposed to food for an additional 10 min. The last experiment was also done fasting (20 hours) instead of injecting intraperitoneally ghrelin. For imaging data processing and analysis, we used the IDPS (Inscopix data processing software) version 1.8.0.

### Acute brain slice preparation and electrophysiological recordings

Mice were deeply anesthetized with isoflurane and decapitated. The brain was placed in an ice-cold cutting solution saturated with a mixture of 95% O_2_ and 5% CO_2_ containing 30 mM NaCl, 4.5 mM KCl, 1 mM MgCl_2_, 26 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, 10 mM glucose, and 194 mM sucrose. After slicing the brain at a thickness of 280 μm on a vibratome (Leica VT1000S, Germany), the slices were transferred into an artificial cerebrospinal fluid (aCSF) solution containing 124 mM NaCl, 4.5 mM KCl, 1 mM MgCl_2_, 26 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_, 10 mM glucose, and 2 mM CaCl_2_ (310 to 320 mOsm), saturated with 95% O_2_/5% CO_2_ at ~32°C for 1 hour before being moved to room temperature (RT). Last, the brain slices were transferred to a recording chamber continuously perfused with aCSF solution saturated with 95% O_2_/5% CO_2_ at 30° to 32°C.

Whole-cell patch-clamp recordings were performed as previously described (*83*). Briefly, patch pipettes were prepared from filament-containing borosilicate micropipettes (World Precision Instruments) using a P-1000 micropipette puller (Sutter Instruments, Novato, CA), with a resistance of 5 to 7 megohms. The intracellular solution contained 130 mM potassium gluconate, 10 mM KCl, 2 mM MgCl_2_, 10 mM Hepes, 2 mM Na-ATP, 0.2 mM Na_2_GTP (pH7.35), and 290 mOsm. Slices were visualized with a fluorescence microscope equipped with IR-DIC optics (Olympus BX51). The holding potential for EPSC was set in −70 and 0 mV for IPSC. Data were obtained using a MultiClamp 700B amplifier, Digidata 1550 digitizer (Molecular Devices), and the software Clampex 10.3 (Molecular Devices, Sunnyvale, CA). Data were sampled at 10 kHz, filtered at 2 kHz, and analyzed with Clampfit (Molecular Devices).

For optogenetic studies, neurons were stimulated using a multi-LED (light-emitting diode) array system (CoolLED) connected to an Olympus BX51 microscope.

### Histology

Animals were anesthetized intraperitoneally with a mix of ketamine/xylazine (100 and 16 mg/kg, respectively) (Medistar and Serumwerk) and transcardially perfused with ice-cold PBS, followed by 4% (w/v) paraformaldehyde (PFA) (1004005, Merck) in PBS. Brains were postfixed at 4°C in 4% (w/v) PFA in PBS overnight, embedded in 4% (w/v) agarose (#01280, Biomol) in PBS, and sliced (50 to 100 μm) using a Vibratome (VT1000S, Leica).

### Immunohistochemistry

Coronal brain sections were permeabilized for 30 min at RT with 0.5% Triton X-100 (#66831, Carl Roth) in PBS and blocked for 30 min at RT with 0.2% BSA (#A7030, Sigma-Aldrich) and 5% (w/v) donkey serum (#017-000-121, Jackson ImmunoResearch) in PBS. Sections were incubated with primary antibodies in 0.2% (w/v) BSA and 0.25% Triton X-100 in PBS at 4°C overnight. The following primary antibodies were used: 1:100 mouse anti-PKCδ (610398, BD Biosciences), 1:500 rabbit anti-cfos (2250S, Cell Signaling Technology, USA), 1:100 rabbit anti-GHSR (PA5-28752, Thermo Fisher Scientific, USA), and 1:100 chicken anti-GFP (green fluorescent protein) (A10262, Thermo Fisher Scientific, USA). Sections were washed three times for 10 min with PBS and incubated for two hours at 4°C with secondary antibodies diluted 1:400 in 0.2% (w/v) BSA and 0.25% Triton X-100 in PBS. The following secondary antibodies were used: donkey anti-rabbit/mouse/chicken Alexa Fluor 488 or Cy3 or Alexa Fluor 647 (anti-rabbit, 711-545-152, 711-165-152, 711-495-152; anti-mouse, 715-545-151, 715-165-151, 715-605-151; anti-chicken, 703-545-155, 703-165-155, 703-605-155, Jackson ImmunoResearch). Sections were washed two times for 10 min with PBS and incubated with DAPI (1:2000) (Sigma-Aldrich) in PBS. After a 15-min wash in PBS, sections were mounted using Fluorescent Mounting Medium (#S3023, Dako).

### Microscopy and image processing

Epifluorescence images were obtained with an upright epifluorescence microscope (Zeiss) with 10×/0.3 objectives (Zeiss). To acquire fluorescence z-stack images, a Leica SP8 confocal microscope equipped with a 20×/0.75 IMM objective (Leica) was used. For full views of the brain slices, a tile scan and automated mosaic merge functions of Leica LAS AF software were used. Images were minimally processed with ImageJ software (NIH) to adjust for brightness and contrast for optimal representation of the data, always keeping the same levels of modifications between control and treated animals.

### Data analysis

Data and statistical analyses were performed using Prism v9.5 (GraphPad, USA) and Excel 2016 (Microsoft, USA). Clampfit software (Molecular Devices, USA) was used to analyze electrophysiological recordings. Softwares used for snRNA-seq were described above. All sample sizes, statistical analyses, and definitions are provided in the figure legends.

# Supplementary material for: Transcriptomics reveals amygdala neuron regulation by fasting and ghrelin thereby promoting feeding
**Source:** Sci Adv. 2023 May 24;9(21):eadf6521. doi: 10.1126/sciadv.adf6521
**Supplement:** Supplementary file 1 — Figs. S1 to S9

Supplementary Materials for  
**Transcriptomics reveals amygdala neuron regulation by fasting and ghrelin  
thereby promoting feeding**

Christian Peters *et al.*

*Sci. Adv.* **9**, eadf6521 (2023)  
DOI: 10.1126/sciadv.adf6521

**This PDF file includes:**

Figs. S1 to S9

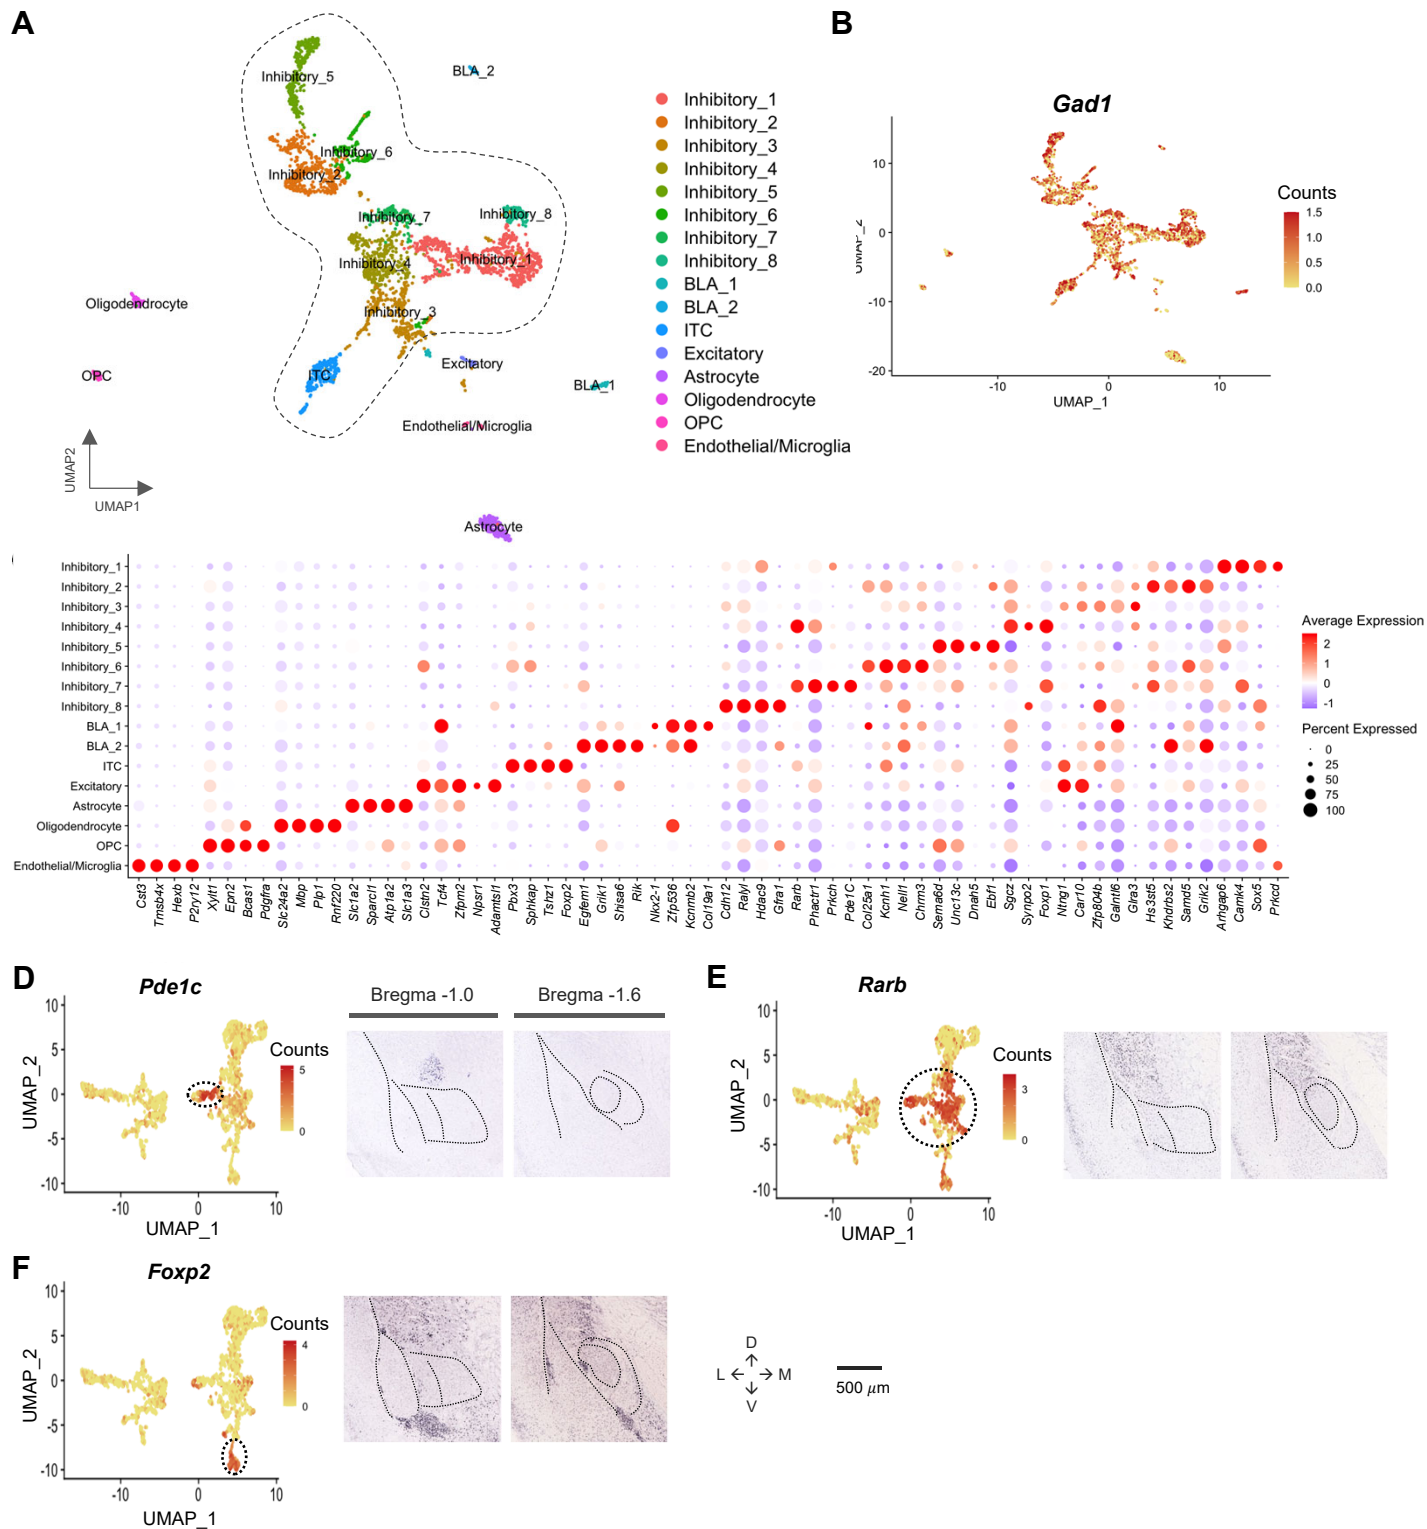

**Supplementary Fig. S1 related to Fig. 1: Transcriptomic cell type taxonomy of the mouse central amygdala.**

**(A)** UMAP representation of all sampled cell types including astrocytes, oligodendrocytes, oligodendrocyte progenitor cells (OPCs), vascular endothelial cells/microglia, excitatory neurons, basolateral amygdala (BLA) interneurons, and other inhibitory neurons. The dashed area indicates the cells included in the analysis of Fig. 1B.

**(B)** *Gad1* labels both inhibitory projection and BLA interneurons.

**(C)** Molecular signatures of clusters by percentage of cells expressing the gene (circle size) and average gene expression (color scale).

**(D-F)** UMAP plots and RNA ISH images from Allen Developmental Mouse Brain for *Pde1c* (D), *Rarb* (E), and *Foxp2* (F) clusters (indicated by stippled circles). Anterior CeA, bregma -1.0 (left); posterior CeA, bregma -1.6 (right). Scale bar: 500  $\mu$ m.

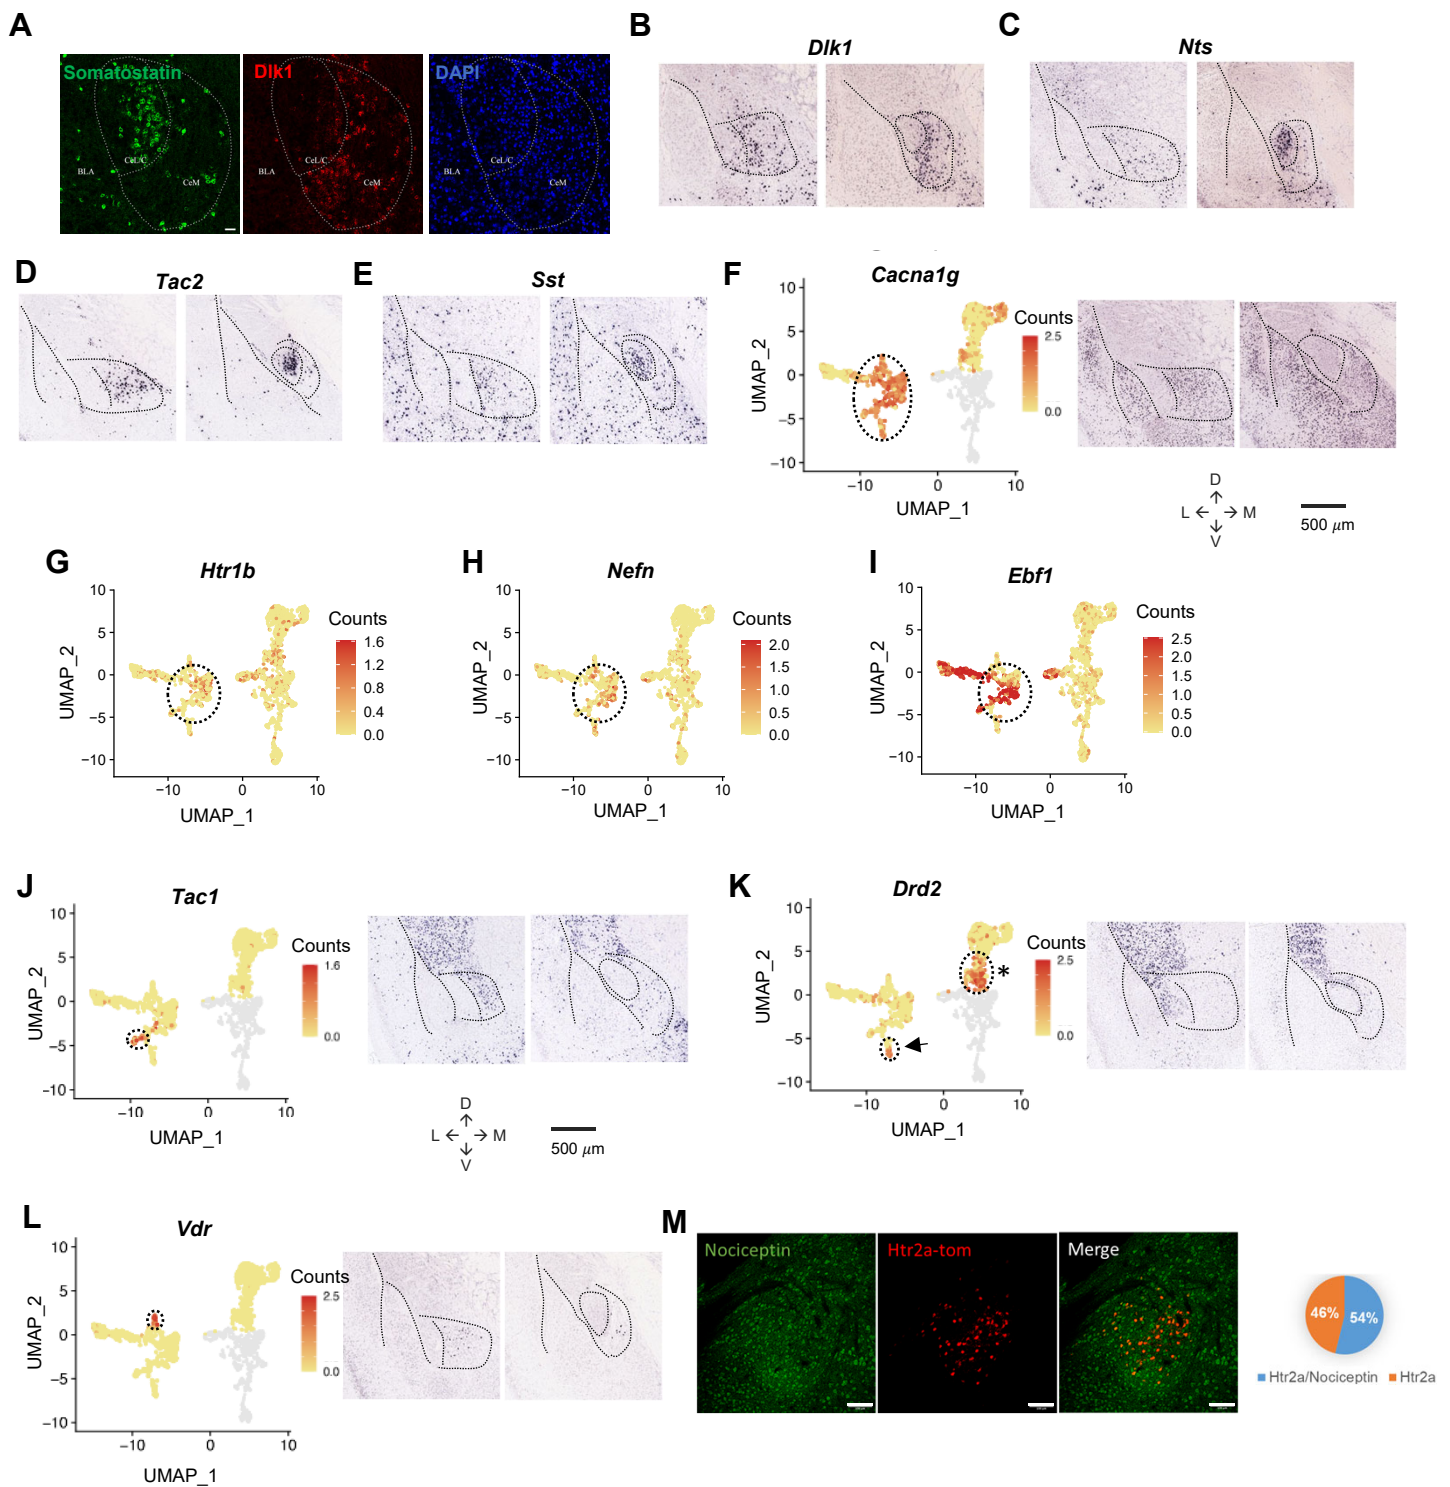

**Supplementary Fig. S2 related to Fig. 1: Transcriptomic cell type taxonomy of the mouse central amygdala.**

**(A)** RNA ISH showing Somatostatin (green) and *Dlk1* (red) in CeA. CeA subregions are outlined with stippled lines. Scale bar: 30µm.

**(B-E)** RNA ISH images from Allen Developmental Mouse Brain for *Dlk1* (B), *Nts* (C), *Tac2* (D), and *Sst* (E) cells. Anterior CeA, bregma -1.0 (left); posterior CeA, bregma -1.6 (right). Scale bar : 500 µm.

**(F)** UMAP plot and RNA ISH images from Allen Developmental Mouse Brain for *Cacna1g*. CeA, bregma -1.0 (left); posterior CeA, bregma -1.6 (right). Scale bar : 500 µm.

**(G-I)** UMAP plots for *Htr1b* (G), *Nefn* (H), and *Ebf1* (I) clusters (indicated by stippled circles).

**(J-L)** UMAP plots and RNA ISH images from Allen Developmental Mouse Brain for *Tac1* (J), *Drd2* (K), and *Vdr* (L) clusters. *Drd2* cluster in CeM is indicated by an arrow. *Drd2* cells in the *Calcr1* cluster are indicated with an asterisk. Anterior CeA, bregma -1.0 (left); posterior CeA, bregma -1.6 (right). Scale bar : 500 µm.

**(M)** Immunohistochemistry showing the colocalization of CeAHtr2a-tom and Pnoc neurons marked by expression of Nociceptin. The plot on the right show the percentage of colocalization. Scale bar: 250 µm.

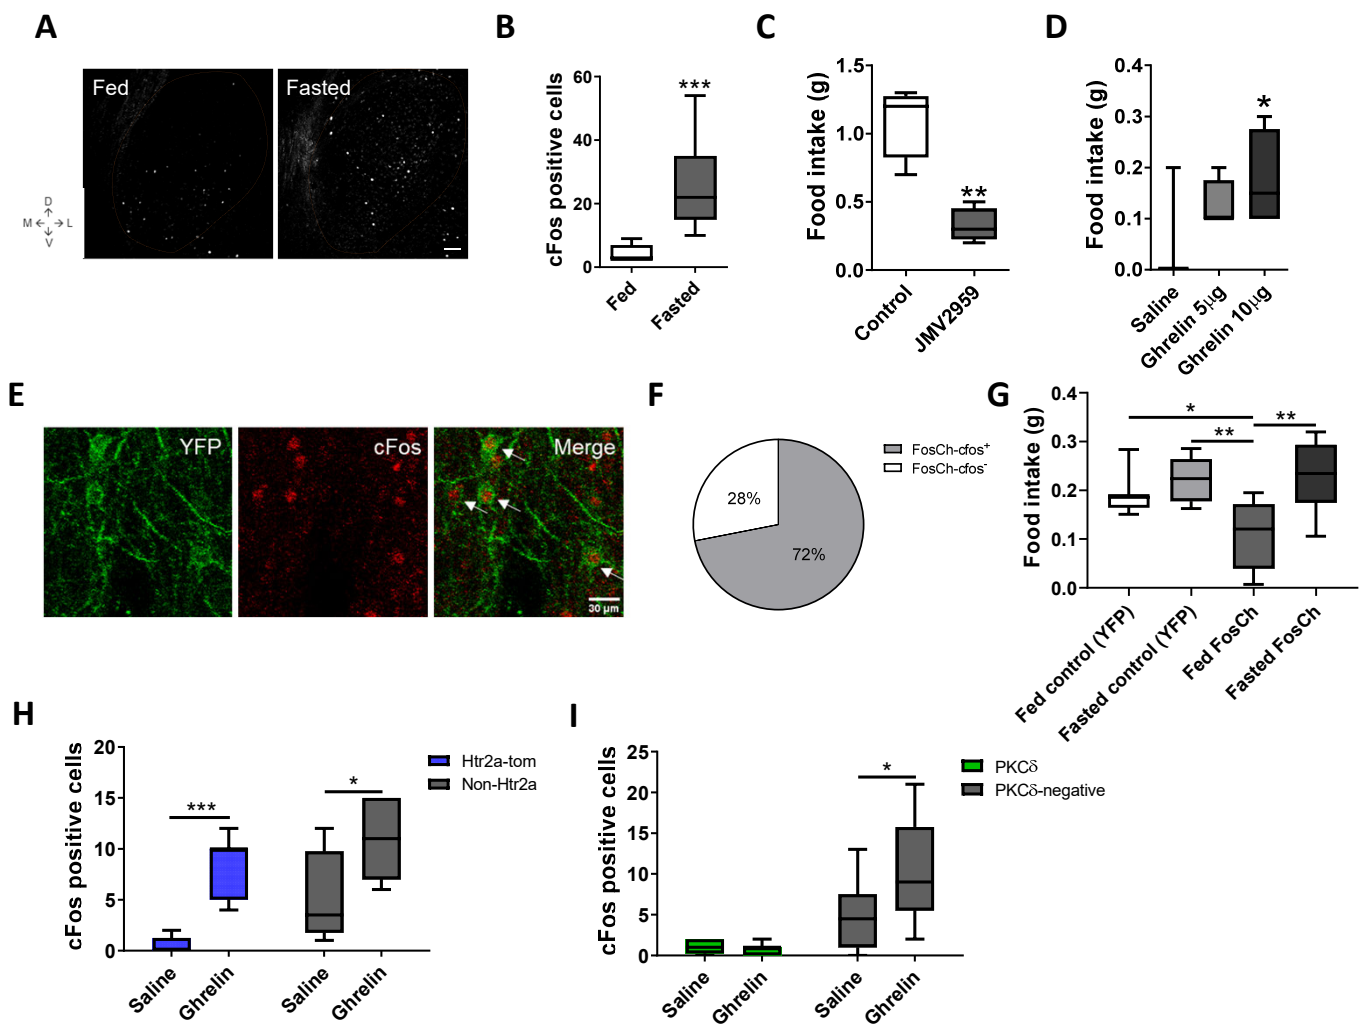

**Supplementary Fig. S3 related to Fig. 2: Ghrelin increases food intake and activity of CeA<sup>Htr2a</sup> neurons.**

**(A,B)** CeA c-Fos staining and quantification in fed and fasted animals (20 h). T-test, \*\*\* $p < 0.001$ ,  $n = 8$  sections from  $n = 3$  animals per group.

**(C)** Food intake (1 h) of fasted animals (20 h) with or without ghrelin receptor antagonist JM2959 (250  $\mu$ g). T-test, \* $p < 0.05$ , \*\* $p < 0.01$ ,  $n = 4$  mice per group.

**(D)** Food intake after intraperitoneal injection of ghrelin (5 or 10  $\mu$ g). T-test, \* $p < 0.05$ ,  $n = 4$  mice per group.

**(E)** Representative immunostaining showing the colocalization (white arrowheads) between YFP (green) and c-Fos (red). Scale bar 30  $\mu$ m.

**(F)** Percentage of fosCh positive cells that are also positive for cfos. 19 CeA sections from 4 mice were analysed.

**(G)** Food intake after 30 min with blue light stimulation (20 Hz) of mice expressing AAV-cFos-hChR2(H134R)-eYFP-Pest virus (FosCh) into CeA. Protocol of feeding assay is described in Figure 2. T-test, \* $p < 0.05$ ,  $n = 6$  animals per group. One-way ANOVA, \* $p < 0.05$ , \*\* $p < 0.01$ ,  $n = 6$  animals per group.

**(H)** Numbers of c-Fos positive cells per CeA section among Htr2a and non-Htr2a neurons. Two-way ANOVA, \*\*\* $p < 0.001$ ,  $n = 6$  sections from  $n = 3$  animals per group.

**(I)** Numbers of c-Fos positive cells among PKC $\delta$  and non-PKC $\delta$  neurons. Two-way ANOVA, \* $p < 0.05$ ,  $n = 8$  sections from  $n = 3$  animals per group.

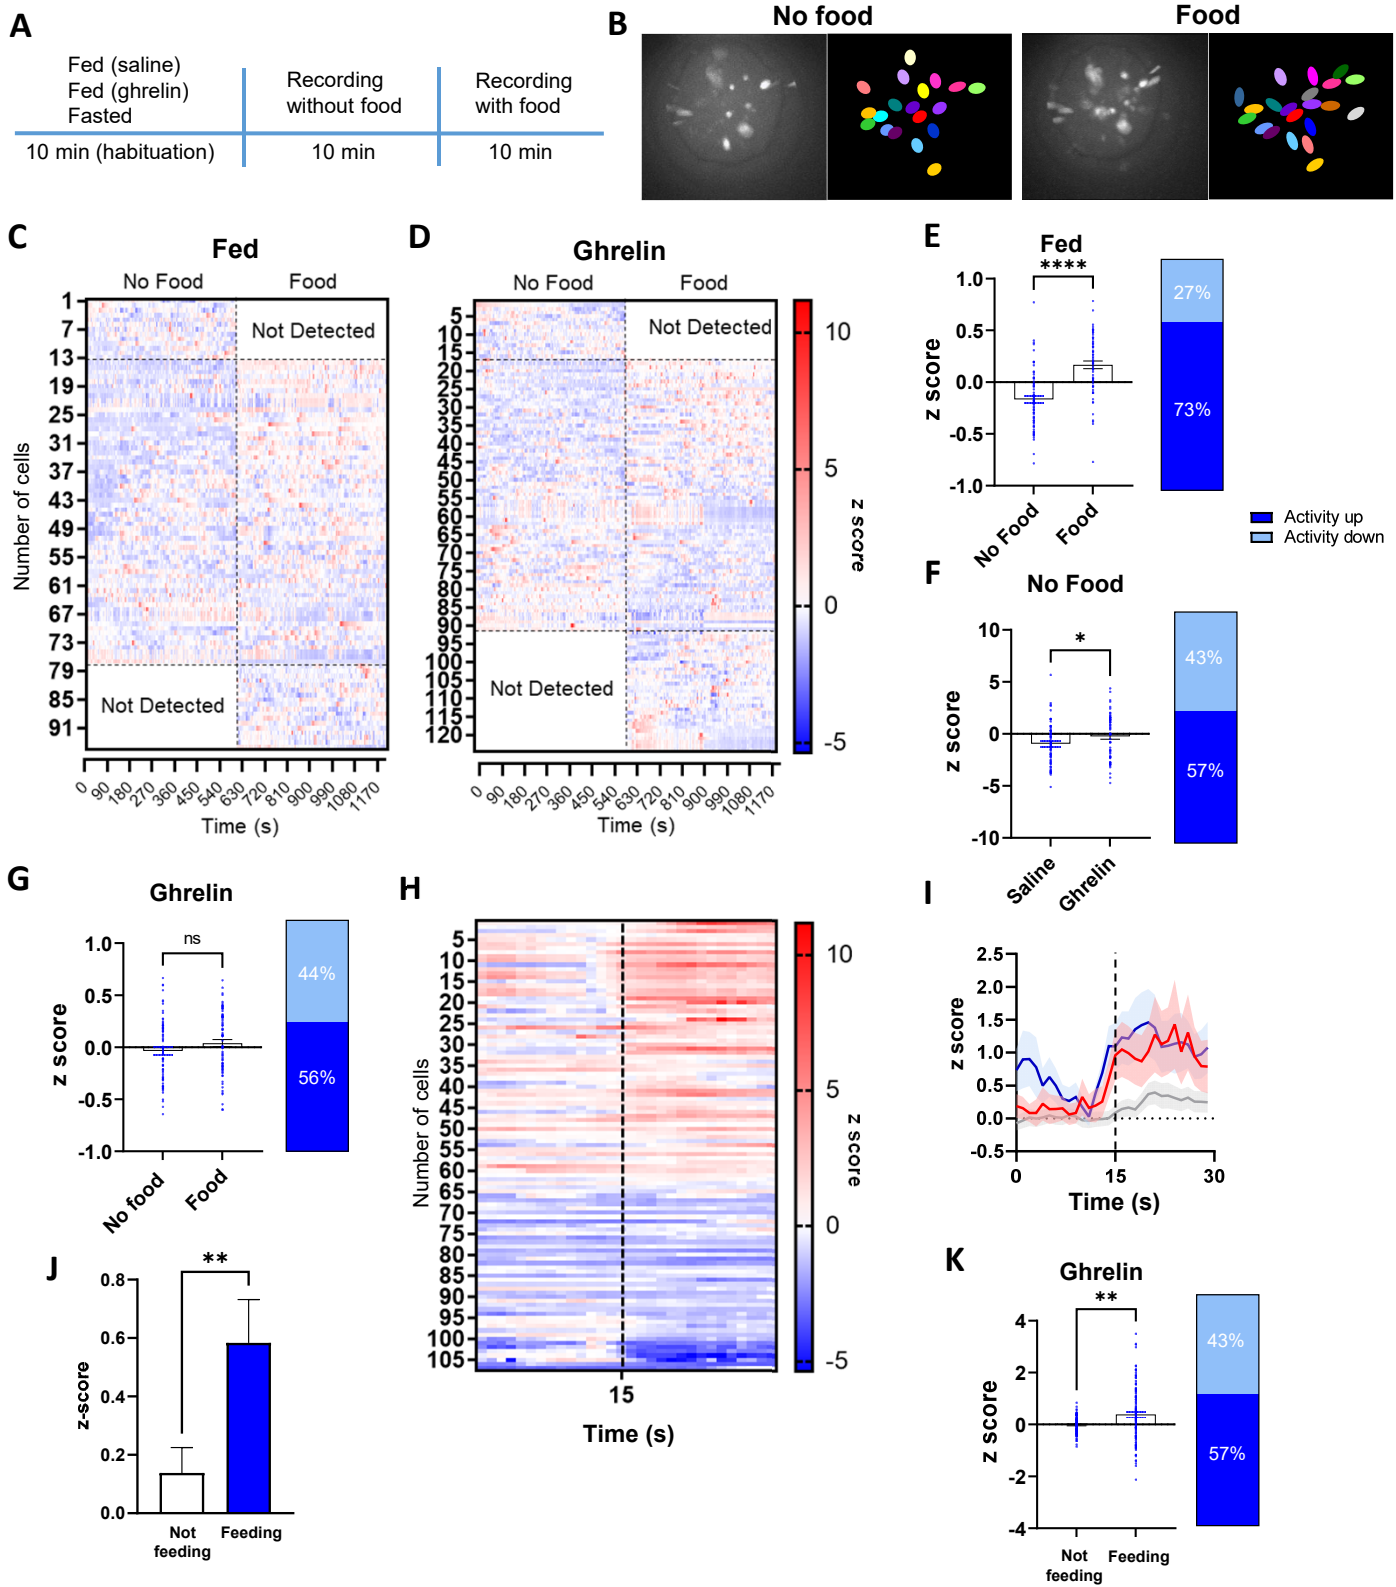

**Supplementary Fig. S4: In vivo calcium imaging of CeA<sup>Htr2a</sup> neurons in response to ghrelin.**

**(A)** Scheme of the behavioural test. I.p. injections were done with 100  $\mu$ l of saline or ghrelin (10  $\mu$ g).

**(B)** Maximum projection images of CeA<sup>Htr2a</sup>::GCaMP6s-expressing neurons from a representative mouse recorded after i.p. injection of ghrelin with or without food. The images on the right show the corresponding ROIs identifying each cell with a color. Cells identified in both conditions have the same color.

**(C,D)** Heatmap plots showing the z-scores of CeA<sup>Htr2a</sup> neuronal activities in fed condition after saline (C) or ghrelin injection (D), without food (first 10 min) or with food (second 10 min).

**(E-G)** Left: average z-score comparisons between “no food” and “food” conditions, in fed mice (E), between saline and ghrelin injections without food (F), between “no food” and “food” conditions, in ghrelin injected mice (G). Right: percentage of neurons increasing or decreasing the activity in each condition. (E,G) Paired t-test, \*\*\*\* $p < 0.0001$ , ns, not significant,  $n = 3$  mice per group; (F) T-test, \* $p < 0.05$ ,  $n = 3$  mice per group.

**(H)** Heat map of showing the z-scores from individual CeA<sup>Htr2a</sup>::GCaMP6s neurons 15 sec before and during the first eating bout in mice injected with ghrelin. Vertical stippled line indicates eating onset.

**(I)** Average Ca<sup>2+</sup> responses of cells from individual animals aligned to the first eating-bout onset after ghrelin injection ( $n = 3$  mice, every line graph corresponds to one mouse, and the shaded areas indicate SEM). Vertical stippled line indicates eating onset.

**(J)** Average z-score responses from panel I. Wilcoxon test, \*\* $p < 0.01$ ,  $n = 3$  mice per group.

**(K)** Left: average z-score comparison of CeA<sup>Htr2a</sup> neuronal activities while the animals were feeding or not feeding in mice injected with ghrelin. Right: percentage of neurons more or less active during eating (as in left plots). T-test, \*\* $p < 0.01$ ,  $n = 3$  mice per group.

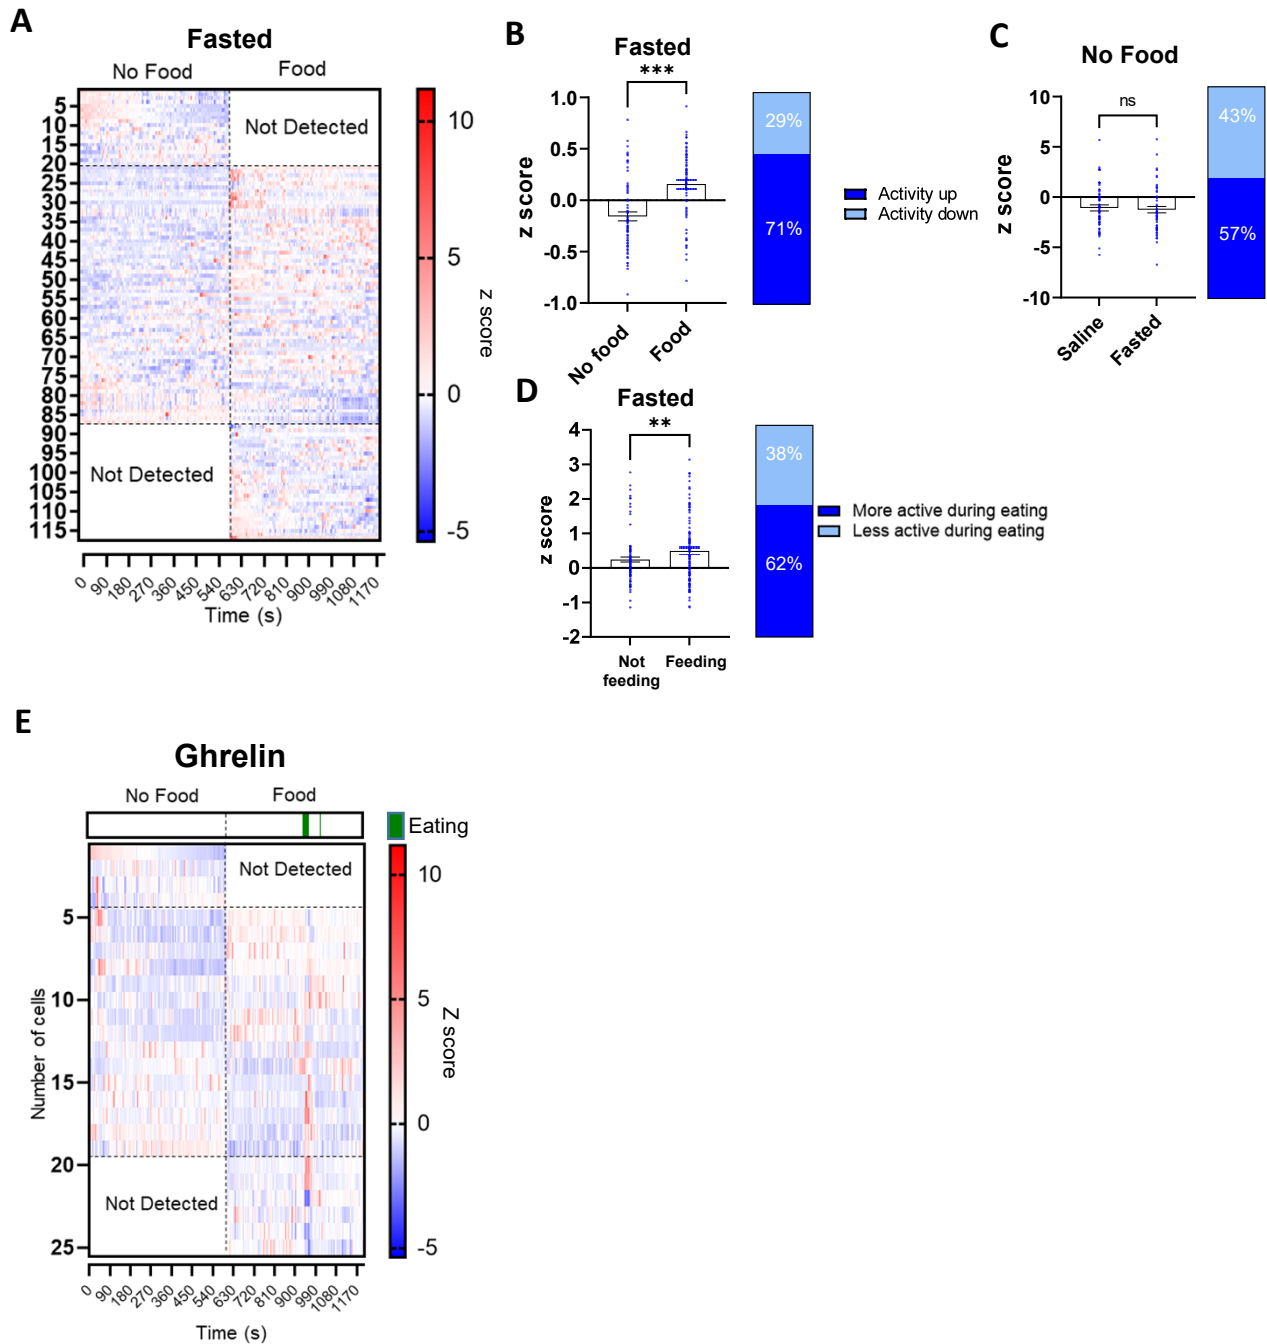

**Supplementary figure S5: In vivo calcium imaging showing CeA<sup>Htr2a</sup> neuronal activity in fasted mice.**

(A) Heatmap plots showing the z-score of CeA<sup>Htr2a</sup> neuronal activity in fasted mice, without food (first 10 min) or with food (second 10 min).

(B) Left: average z-score comparison between “no food” and “food” conditions in fasted mice. Right: percentage of neurons increasing or decreasing the activity in each condition (as in left plots). Wilcoxon test, \*\*\*\* $p < 0.0001$ ,  $n = 3$  mice per group.

(C) Left: average z-score comparison between fed (“saline”) vs fasted conditions in the absence of food. Right: percentage of neurons increasing or decreasing the activity in each condition (as in left plots). T-test,  $n = 3$  mice per group.

(D) Left: average z-score comparison while feeding or not feeding in fasted mice. Right: percentage of neurons more or less active during eating (as in left plots). T-test, \*\* $p < 0.01$ ,  $n = 3$  mice per group.

(E) Heatmap plots from a representative animal showing the z-scores of CeA<sup>Htr2a</sup> neuronal activity injected i.p. with ghrelin (10  $\mu$ g), without food (first 10 min) or with food (second 10 min). Green bars indicate the times in which the mice were feeding.

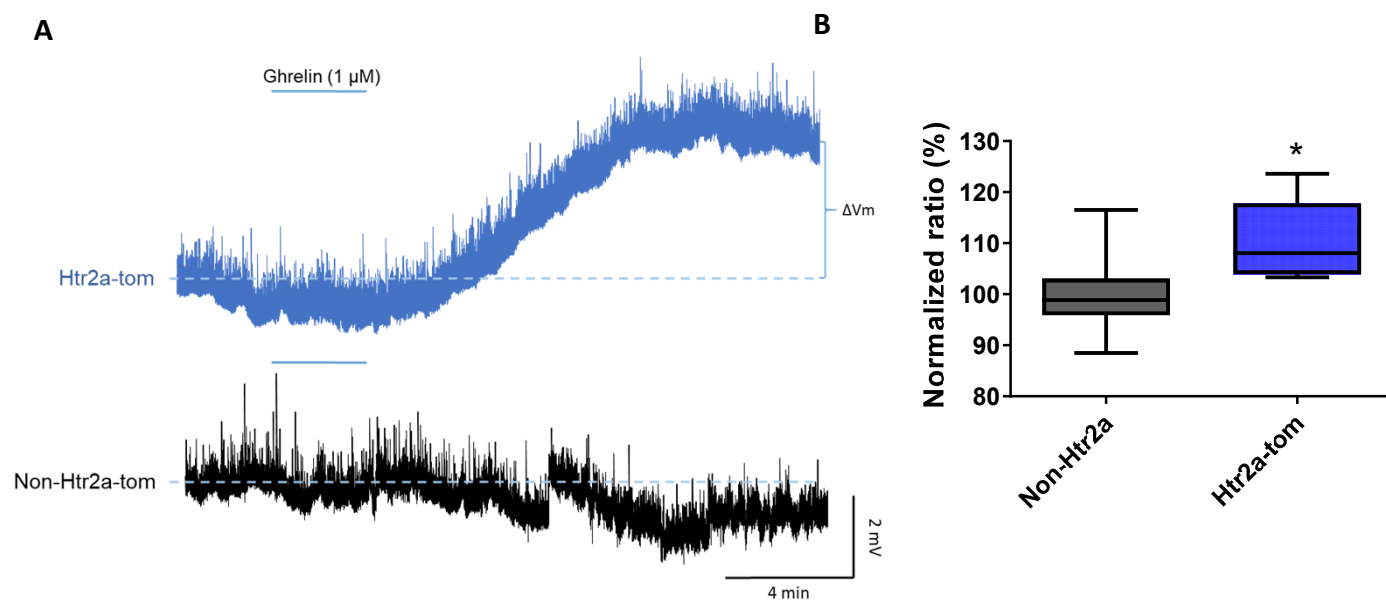

**Supplementary Fig. S6 related to Fig. 3: Ghrelin excites CeA<sup>Htr2a</sup> neurons.**

**(A)** Whole-cell current-clamp recordings of CeA<sup>Htr2a</sup> and CeA<sup>Non-Htr2a</sup> neurons, showing that ghrelin depolarized only CeA<sup>Htr2a</sup> neurons after 3 min of ghrelin perfusion (1  $\mu$ M).

**(B)** Normalized ratios of the voltage difference comparing CeA<sup>Htr2a</sup> and CeA<sup>Non-Htr2a</sup> neurons in response to 1  $\mu$ M ghrelin.

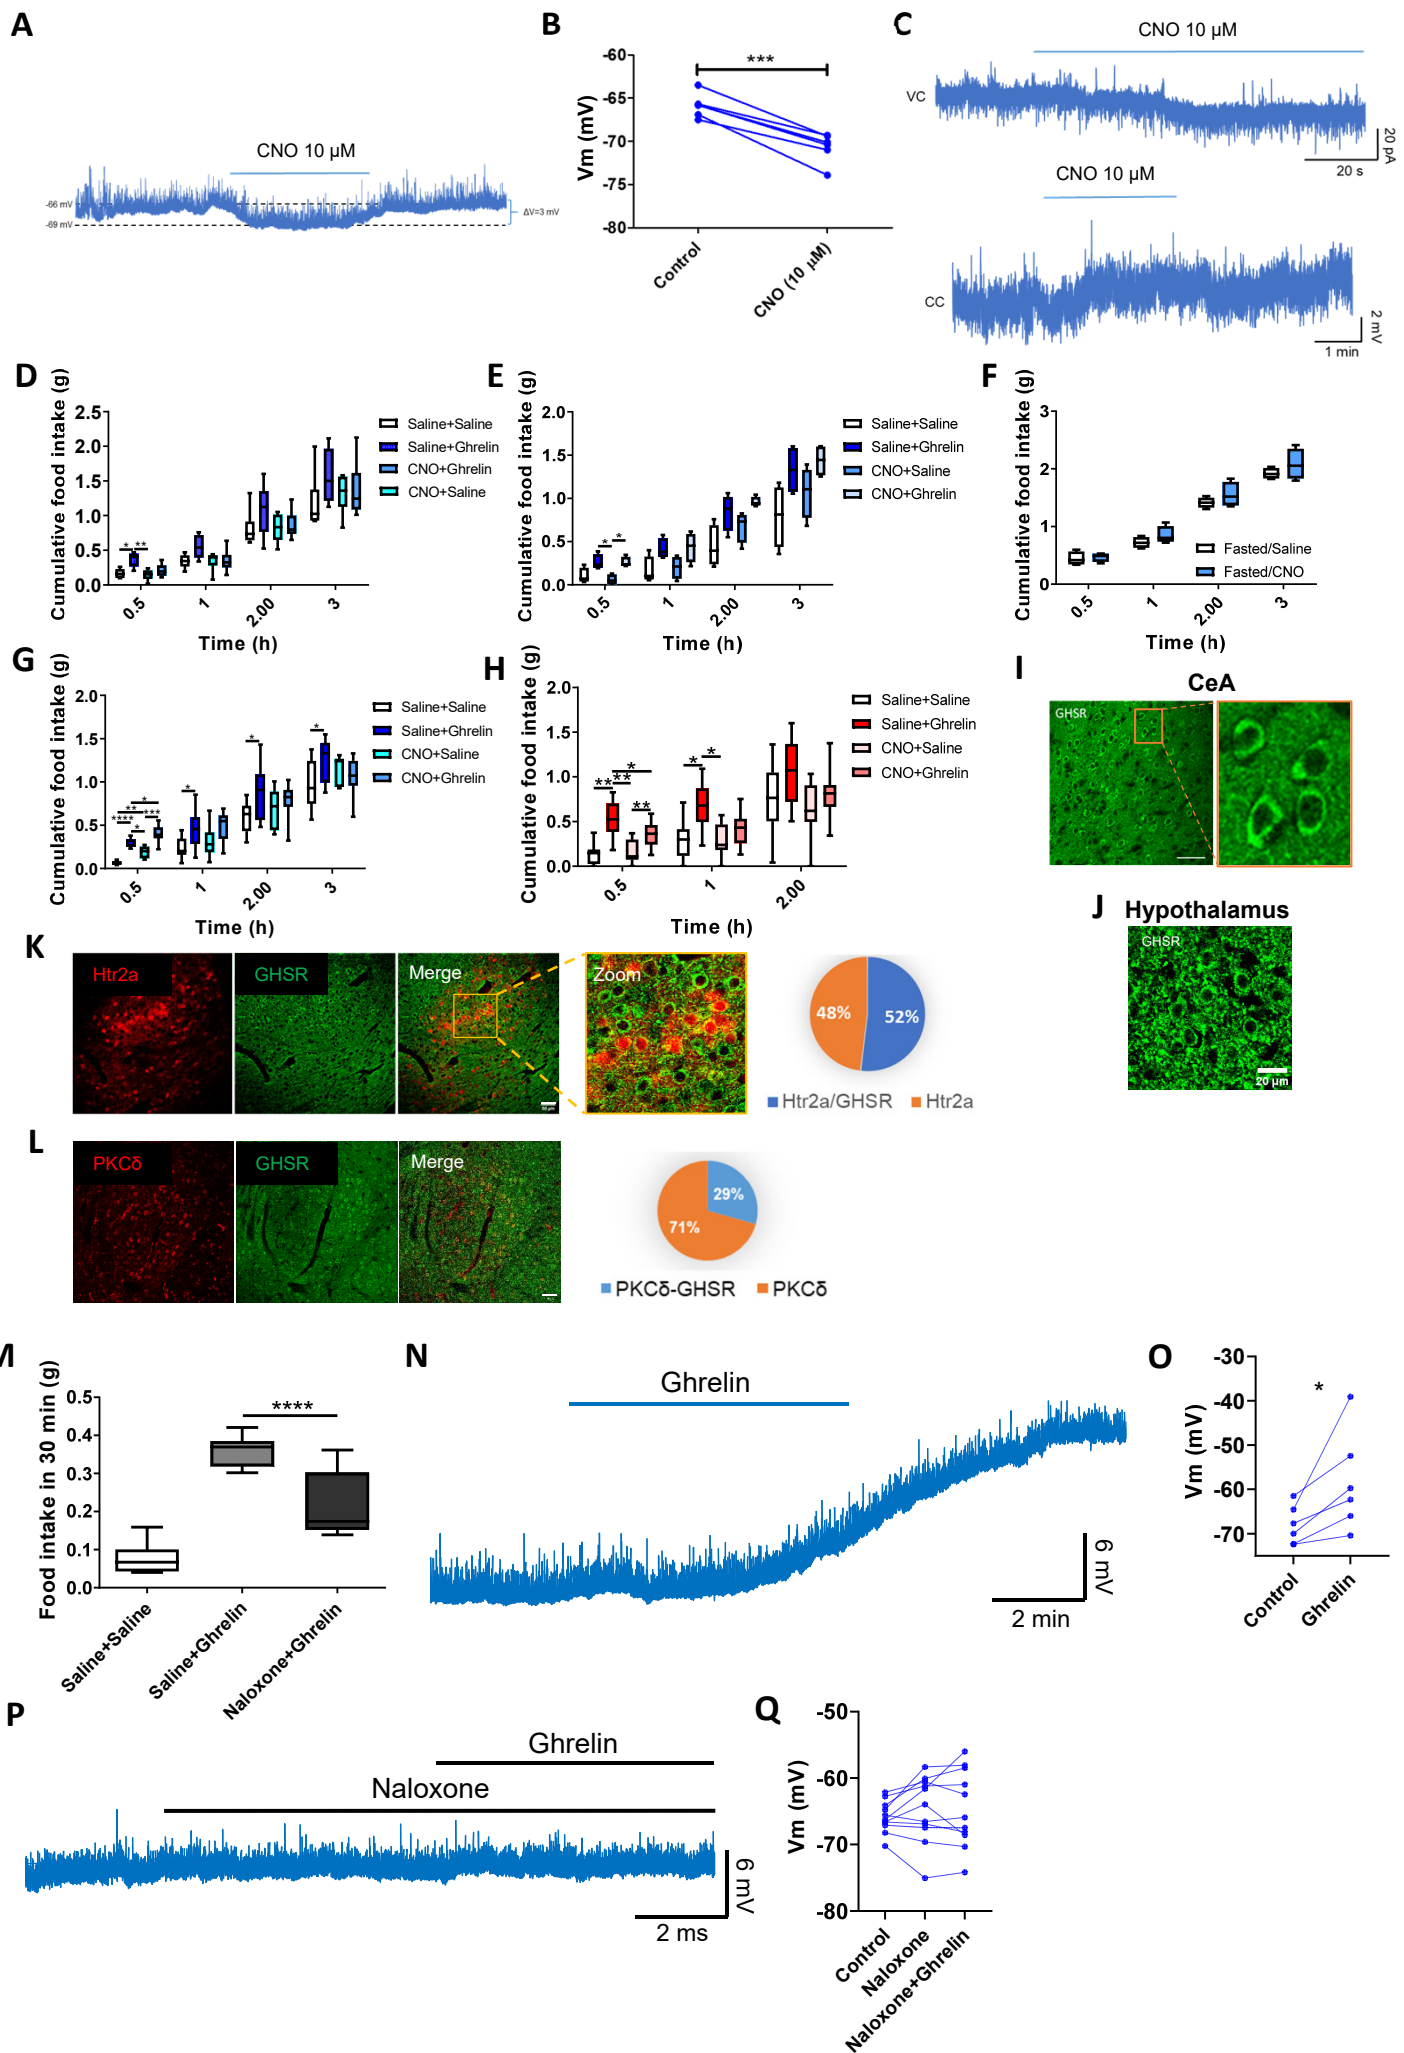

**Supplementary Fig. S7 related to Fig. 4: Ghrelin increases feeding through CeA<sup>Htr2a</sup> neurons.**

- (A) Representative current-clamp slice recording perfusing CNO (10  $\mu$ M) in CeA<sup>Htr2a</sup> neurons expressing pAAV-hSyn-DIO-hM4D(Gi)-mCherry virus.
- (B) Plot showing the hyperpolarization of the membrane potential produced by CNO (10  $\mu$ M) in mice from panel A.
- (C) Voltage (top) and current (bottom) clamp recordings showing the excitation of CeA<sup>Htr2a</sup> neurons after CNO (10  $\mu$ M) application in mice expressing pAAV-hSyn-DIO-hM3Dq-mCherry virus.
- (D) Cumulative food intake of satiated Htr2-cre animals expressing pAAV-hSyn-DIO-hM4D(Gi)-mCherry virus in CeA, after i.p. injections of saline, CNO (0.4 mg/Kg) and ghrelin (10  $\mu$ g). Two-way ANOVA, \* $p$ <0.05, \*\* $p$ <0.01,  $n$ =6 mice per group
- (E) Cumulative food intake of satiated Htr2a-cre animals expressing pAAV-hSyn-DIO-mCherry virus in CeA, after i.p. injections of saline, CNO (0.4 mg/Kg) and ghrelin (10  $\mu$ g). Two-way ANOVA, \* $p$ <0.05, \*\* $p$ <0.01,  $n$ =4 mice per group
- (F) Cumulative food intake of fasted Htr2a-cre animals expressing pAAV-hSyn-DIO-hM4D(Gi)-mCherry virus in CeA, after i.p. injections of saline or CNO (0.4 mg/Kg).
- (G) Cumulative food intake of satiated Htr2a-cre animals expressing the excitatory DREADD hM3Dq (pAAV-hSyn-DIO-hM3Dq-mCherry) virus in CeA, after i.p. injections of saline, CNO (1 mg/Kg) and ghrelin (10  $\mu$ g). Two-way ANOVA, \* $p$ <0.05, \*\* $p$ <0.01,  $n$ =8 mice per group
- (H) Cumulative food intake in satiated CeA→PBN projectors mice expressing hM4D(Gi) using a combination of i.p. injections with saline, CNO, and ghrelin. Two-way ANOVA, \* $p$ <0.05, \*\* $p$ <0.01,  $n$ =8 mice per group.
- (I-L) Immunostainings for GHSR in wild-type mice CeA (I), in hypothalamus (J), in Htr2a-Cre;tdTomato mice (CeA) (K), and in combination with PKC $\delta$  stainings (CeA) (L). The circular plots show the percentage of colocalization between GHSR and Htr2a or PKC $\delta$ . Scale bars represent 50  $\mu$ m.
- (M) Food intake (30 min) in satiated mice after i.p. injections of saline, the opioid receptor antagonist naloxone (100  $\mu$ g) and ghrelin (10  $\mu$ g). One-way ANOVA, \*\*\*\* $p$ <0.0001,  $n$ =8 animals per group.
- (N) Whole-cell current-clamp recordings of CeA<sup>Htr2a-tom</sup> showing that ghrelin depolarized Htr2a-tom neurons after 6 min of ghrelin perfusion (100 nM).
- (O) Quantification of the membrane potentials before and after ghrelin perfusions from panel M. Paired t-test, \* $p$ <0.05,  $n$ =6.
- (P) Whole-cell current-clamp recordings of CeA<sup>Htr2a-tom</sup> after 6 min Naloxone perfusion (1  $\mu$ M) and 6 min with Naloxone (1  $\mu$ M) + Ghrelin (100 nM).
- (Q) Quantification of the membrane potentials from panel D. One-way ANOVA,  $n$ =11.

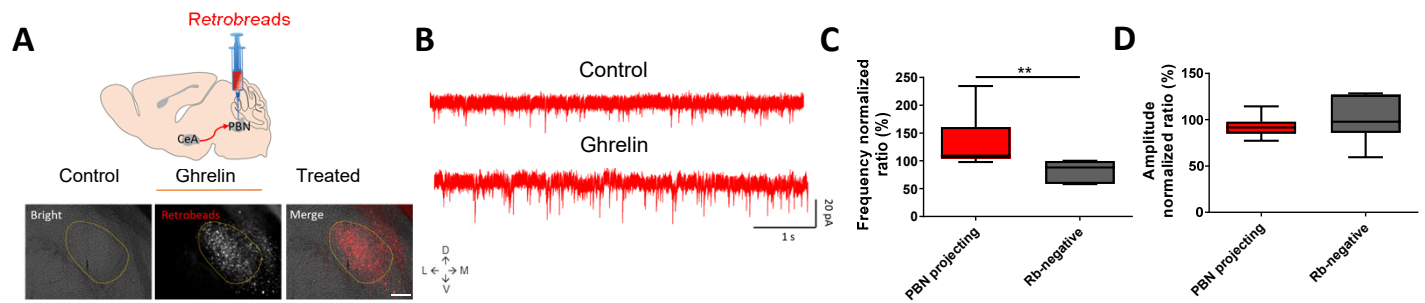

**Supplementary Fig. S8 related to Fig. 5: CeA→PBN projectors increase activity after ghrelin perfusion.**

**(A)** Retrobeads (red) were stereotactically injected into PBN and retrogradely transported into the CeA by CeA neurons projecting to PBN (bottom histology). Scale bar represents 250  $\mu\text{m}$ .

**(B)** Representative sEPSC before (control) and after 3 min of ghrelin perfusion (ghrelin).

**(C, D)** Frequency and amplitude normalized ratio comparison between PBN-projecting and retrobeads-negative (non-PBN-projecting) neurons. Paired t-test, \*\*p<0.01, n=3 mice per group.

A

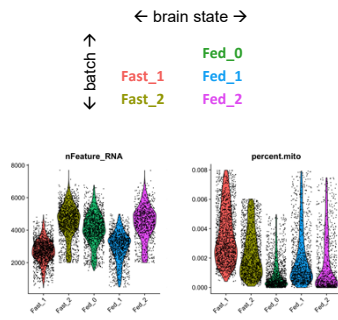

B

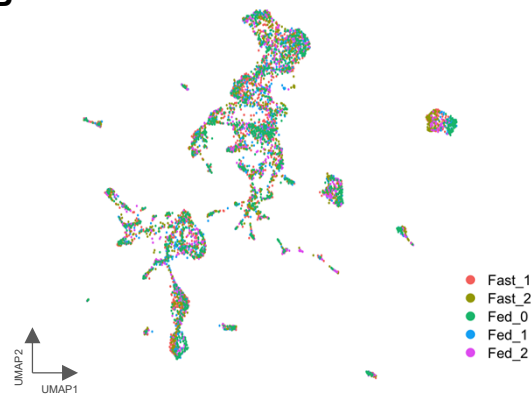

C

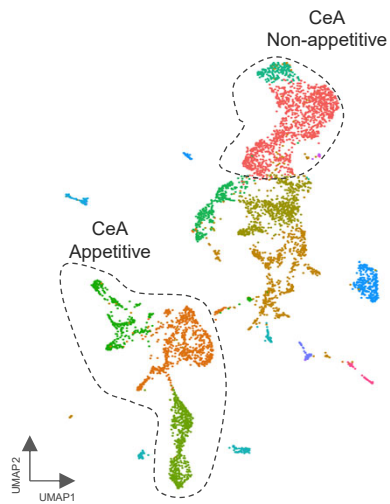

D

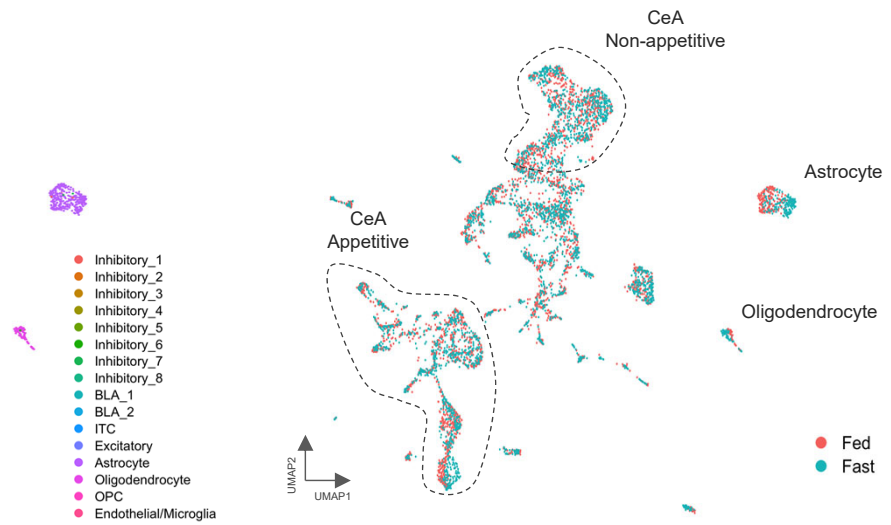

E

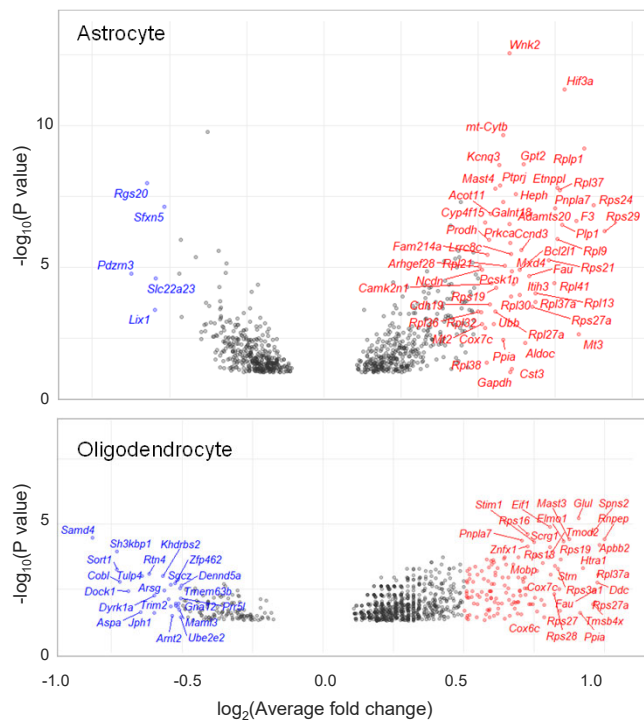

GO:0002181 (23)  
cytoplasmic translation  
GO:0016491 (8)  
oxidoreductase activity  
GO:0006811 (10)  
ion transport  
GO:0005856 (11)  
cytoskeleton

GO:0002181 (23)  
cytoplasmic translation  
KEGG Pathway (14)  
Oxidative phosphorylation  
GO:0005764 (9)  
lysosome  
GO:0006631 (6)  
fatty acid metabolism

**Supplementary Fig. S9 related to Fig. 7: Transcriptomic changes in sampled CeA cell populations.**

**(A)** Experimental design for acquiring brain state-related snRNAseq datasets (top) and the quality metric for each dataset (bottom). Fed\_1 and Fast\_1 were prepared in the same batch of single nuclei preparation and library construction, as were Fed\_2 and Fast\_2. Fed\_0 was another batch of biological replicates that only had the sample of satiated mice. (See also Fig. 2B and methods). The median value of genes per nuclei (nFeature\_RNA) detected was 3636 (range 3000-5000), while the ratio of mitochondrial RNA (percent.mito) content per nuclei was below 0.008, suggesting low debris content.

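Over the 5 libraries, the 6529 kept nuclei had a median of 3663 genes and 10979 UMIs. The median mitochondrial share was 0.167%, and it was 0.317% and 0.193% in the 2 fasted libraries. These values hold only for kept nuclei, since the bounds remove barcodes above 0.5% to 0.8%. Among all deposited barcodes, the median mitochondrial share was 16.2%, 0.908% and 0.0746% in fed replicates 1, 2 and 3 and 15.9% and 10.9% in the fasted libraries. Barcodes with at least 5% mitochondrial UMIs numbered 2.78, 1.04 and 0.0898 for each kept nucleus in the fed libraries and 2.82 and 3.13 in the fasted libraries.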

**(B-D)** UMAP representations of all single nuclei from 5 datasets, colored by cell clusters (B) or dataset origin (C).

**(E)** Volcano plots showing the identified differential expressed (DE) genes that related to brain states in astrocyte (D) and oligodendrocyte (E). Criteria for DE gene: Wilcoxon test  $p < 0.001$ ,  $\log_2(\text{Average fold change}) > 0.25$ . Genes with  $\log_2(\text{Average fold change}) > 0.5$  higher in the Fasted group are labeled in red, while lower than that in blue. Official gene symbols are shown with the highest fold changes.

How the deposited data were processed for this re-analysis (not part of the article)

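Nuclei of the mouse central amygdala were sequenced in 5 libraries, 3 from fed and 2 from fasted mice, each from the pooled tissue of 2 mice, a male and a female. The authors made 3′ libraries with the 10x Chromium v3.1 chemistry and counted the reads with Cell Ranger on GRCm39, with intronic reads included and with the sequences of Cre and mCherry added. The deposited values are raw UMI counts that the authors made per gene and barcode, after the cell calling of Cell Ranger and before their own filters, and they were used as deposited for all 22532 genes. The values were checked to be whole numbers with different library totals. Xist and Tsix are not in the files' gene lists and were not analysed here.

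The third fed library, from Htr2a-Cre mice, was taken to be the fed library numbered 0 in Fig. S9A, by elimination. The labels give an age of 12 weeks for it and 8 weeks for the others. The paper gives 20 hours of fasting, and the label of fasted replicate 2 gives 21 hours. The legend of Fig. S9A places the libraries of replicates 1 in one preparation batch, those of replicates 2 in another, and the Htr2a-Cre library in its own. The replicate numbers therefore pair fed and fasted libraries. As a check of this pairing, each library's deviations from the mean of its feeding state were correlated across genes. Libraries of the same number gave correlations of 0.240 and 0.309 in CeL NTS/Tac2, 0.136 and 0.303 in CeL PKCδ and 0.268 and -0.102 in astrocytes. With 2 fasted libraries the crossed pairs have the same sizes with opposite signs. The Htr2a-Cre library, which has no partner, gave 0.0720, 0.179 and -0.337 with fasted replicate 1 in these clusters. In CeL PKCδ this lies above the 0.136 of fed replicate 1, so there the check does not single out fed replicate 1 as the partner.

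Nuclei were kept within bounds on genes and mitochondrial share read by eye from Fig. S9A, which left 1132, 872 and 1369 nuclei in fed replicates 1, 2 and 3 and 1702 and 1454 in fasted replicates 1 and 2. Doublets were called with Scrublet in scanpy 1.11.5, 60 of 6529 nuclei (0.919%), and kept. Counts were normalized per library with sctransform 0.4.2 in Seurat 5.3.0 (R 4.3.3) with the mitochondrial share regressed out. Merged libraries were clustered on 30 principal components of 2000 variable genes with 20 neighbours, at a resolution of 0.5 for all nuclei and 0.8 for the inhibitory neurons. Pnoc, Htr2a, mCherry, Cre, Ghsr and Fos were held out of the variable genes. A cluster was inhibitory when at least 50% of its nuclei had a Gad1 or Gad2 UMI and no other class scored 1.5 or more on the log2 scale.

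Names came from lists of markers taken from the text, Fig. 1C and fig. S1C, with known glial and excitatory markers added. A cluster took the name whose markers had a mean log2 fold of at least 1.0 over the other clusters, a lead of 0.5 over the next name, and at least 3 markers each detected in 10% of the nuclei. It stayed unnamed when 2 markers of another name led its own among the 10 leading genes. A first version of the rule also required a marker of the name among these leading genes. This was relaxed after the clusters were seen, because it left unnamed a cluster led by the score of CeM IL1Rapl2. In the fed libraries 630 inhibitory nuclei stayed unnamed, 20.9 ± 1.69% of the inhibitory nuclei (SD, n = 3).

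Shares of nuclei with a UMI of a gene were taken per library after each nucleus was thinned to 4000 UMIs, and nuclei with fewer were left out. Exact 95% intervals cover counting error only, and a count of 0 is given with the limit that 3 counts set. For the fed and fasted comparison, counts were summed per cluster and library, and a cluster entered when every library had at least 10 of its nuclei. The sums held 511260 to 1286497 counts per library in CeL NTS/Tac2 and 63120 to 226631 in oligodendrocytes, the shallowest. Tests used edgeR 4.0.16 with the quasi-likelihood test, TMM normalization, filterByExpr and an adjusted p of 0.05. Differences between clusters were tested with the libraries as blocks, the cluster and its interaction with feeding in one model. The alternatives were the likelihood ratio test, DESeq2 1.42.0, no filter on low counts, the preparation batch as a block, leaving out each library, equal nuclei and counts, the general bounds of the methods, doublets removed, log normalization, and resolutions of 0.4 and 1.6. Gene sets were tested with camera of limma 3.58.1 with a correlation of 0.01, and with fry. All of these were set before the data were examined, except camera with an estimated correlation, which was added after.

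The quasi-likelihood test, the likelihood ratio test and DESeq2 were also run on 2 draws of simulated counts. These had the means and library sizes of the 5 libraries, a dispersion set by the mean level alone, and no effect of the batch. Fits with the batch as a block, fits without a filter and smaller changes of single genes were not simulated. The rates that follow therefore do not cover them. Of genes changed 4-fold, the quasi-likelihood test found 96.0% in CeL NTS/Tac2, 96.2% in CeL PKCδ, 90.2% in astrocytes and 77.5% in oligodendrocytes, and 3.76%, 5.17%, 4.24% and 5.78% of its calls were false. In the same order, the likelihood ratio test found 96.5%, 97.0%, 92.25% and 79.0%, and 6.08%, 6.05%, 5.38% and 6.51% of its calls were false. DESeq2 found 85.25%, 89.0%, 76.25% and 56.0%, with 0.872%, 0.836%, 0.974% and 1.75% false. With no gene changed the quasi-likelihood test and DESeq2 made 0 calls. The likelihood ratio test made 1, in oligodendrocytes.

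Genes named in the text were chosen by a rule set beforehand. They are the genes the paper names, the largest 3 rises and 3 falls among called genes with both fasted libraries beyond all 3 fed libraries in CeL NTS/Tac2 and CeL PKCδ, and, in astrocytes and oligodendrocytes, where none was called in the quasi-likelihood test with no block, the 2 with the smallest p in each direction. Fkbp5, Zbtb16, Cst3, Fth1 and Alk over all clusters were singled out after their values were seen. Lists of glucocorticoid-induced, clock, immediate-early, Y-linked, meningeal and choroid plexus genes were written before their values were looked up, and marker lists of astrocytes, oligodendrocytes and CeL NTS/Tac2 are those that named the clusters. Gene ontology terms were not tested, and the Wilcoxon test over nuclei that the paper used for glia was not repeated, since nuclei of a library are not replicates.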

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

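The tests of free RNA for Alk, of the composition of free RNA for Ptgds, of other splits for CeM Dlk1 and of the Htr2a-Cre library for CeM Dlk1 were chosen after the results were seen.

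The change of Alk with fasting differed between clusters. The log2 fold change was -0.87 in CeL NTS/Tac2 and 2.09 in CeM Tac1/Sst, and the difference of -3.03 (SE 0.33, adjusted p = 2.09e-07, edgeR) passed the test of the difference. In CeM Tac1/Sst both fasted libraries lay above all 3 fed libraries, and in CeL NTS/Tac2 below. Free RNA, which moves all clusters the same way, is argued against by this difference of -3.03. CeL NTS/Tac2 nuclei counted in CeM Tac1/Sst by mistake would need a share of 29.4% there, and all 5 markers of CeL NTS/Tac2 stayed below the level such a share brings, with 1 UMI of Tac2 where 41.2 would be needed and 0 of Vipr2 where 60.5 would be. A response of Alk to fasting that differs between CeL NTS/Tac2 and CeM Tac1/Sst may remain as a hypothesis. It was found and tested on the same 5 libraries, and CeM Tac1/Sst holds 11 to 29 nuclei per library. With log normalization the cluster of that name held 54 to 104, and 0 genes passed there, beside 374 at an unadjusted p under 0.05.

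The fasting effect differed between CeL NTS/Tac2 and CeL PKCδ for 20 of 9949 genes, and between CeL NTS/Tac2 and CeM Dlk1 for 50 of 8432. Among the former were Mical2 (difference of log2 fold changes -1.87, SE 0.29, adjusted p = 0.0107, edgeR) and Cdc14a (-1.79, adjusted p = 0.0107, edgeR). More nuclei in CeL NTS/Tac2 are argued against as the source of its larger number of DE genes, since it holds 309 nuclei while the Calcrl cluster holds 535 and CeM IL1Rapl2 600, and both had fewer DE genes in all 14 settings. CeL PKCδ, with 775 nuclei, had fewer in the quasi-likelihood test, but more with the likelihood ratio test (137 against 115), DESeq2 (36 against 28), no filter (210 against 158) and the block (261 against 189). A test with equal nuclei and counts had been planned for this. Among the 6 clusters compared there, CeL NTS/Tac2 led in 4 of 10 draws with the quasi-likelihood test. Its median was 4.5 genes, against 4 in CeL PKCδ, which did not lead all the other draws. With the likelihood ratio test CeL NTS/Tac2 led in 7 of 10 draws, with 29.5 against 16.5. At equal depth its lead may therefore be small, and its size depends on the test. Of the 10 splits of the 5 libraries, 1, the real one, gave as many DE genes in CeL NTS/Tac2, the smallest share that 10 splits allow. The next split gave 16 genes, and the other 3 splits that part both pairs gave 0, with 6 to 16 genes at an unadjusted p under 0.01 against 243 in the real split. In most other CeA clusters the real split did not lead. The split that sets batch 2 against the rest called 40 genes against 9 in CeL PKCδ and 101 against 3 in the Calcrl cluster. It called 30 against 2 in CeL Sst, 205 against 1 in CeM IL1Rapl2, 6 against 1 in CeM Tac1/Sst and 37 against 0 in CeM Drd2/Rai14. In CeM Vdr it called fewer, 9 against 13.

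CeM Dlk1, which Fig. 7C leaves out, had 65 DE genes, 49 higher and 16 lower in the fasted libraries, the most of the 9 CeA clusters under the quasi-likelihood test. Of the 10 splits, 1, the real one, gave as many, and the next gave 10. Without the Htr2a-Cre library 0 genes passed, where 469 had an unadjusted p under 0.05. Without fed replicates 1 and 2 the numbers were 36 and 28, so having 2 fed libraries does not alone account for the loss. The fit without this library has no term for the batch. With the batch as a block this library has no weight for the difference, and 194 genes passed, 63 of the 65 among them. The 4 paired libraries alone, with a term for the batch, gave 208. These values argue against the Htr2a-Cre library alone as the source of the count, though the blocked fit has a single residual degree of freedom. Whether this library stands apart in CeM Dlk1 stays open after the test that gave 0, since it is also a batch of its own.

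Fkbp5 (chromosome 17 of GRCm39, 28618058 to 28737521) was higher in both fasted libraries than in all 3 fed libraries in 11 of 11 clusters, glia included, with log2 fold changes from 0.94 to 2.48. Chance gives both fasted libraries above for 1 in 10 genes and the clusters share libraries, so these are not 11 independent results. Only CeM Dlk1 passed (adjusted p = 0.00394, edgeR). Free RNA is argued against by the UMIs per nucleus, since in batch 2 the rise in 5 of 11 clusters exceeded the whole level of the lowest cluster in the fasted library, and in batch 1 in 4. Fkbp5 is induced by glucocorticoids, and 10 of the 12 listed glucocorticoid-induced genes that could be tested were higher in most of the clusters where they passed the filter. For 6 of these 10 that was only 1 to 3 clusters, so a rise of glucocorticoids in fasting is a candidate explanation with thin support. Cables1 and Sgk1 went against it. Collection at another time of day also moves these genes. The medians of clock genes of opposite phase moved apart by over 0.5 in 1 of 11 clusters, but the genes of one phase did not move together, with Per3 higher in 8 of 10 clusters and Per2 in 0 of 9, and the paper's text gives hours for the behavior assays only, so it stays open.

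Ptgds rose in 11 of 11 clusters, with both fasted libraries above all fed in 10. In barcodes with at least 5% mitochondrial UMIs, which hold mainly debris, it was at 181 ± 51.3 CPM (SD, n = 3) in the fed and 968 CPM in the fasted libraries, 5.36-fold. Free RNA of the same composition is argued against by this value of 5.36, since the debris itself changed. Other tissue in the fasted dissections could bring Ptgds. Of 9 meningeal genes, 2 were higher in both fasted libraries, but their sum was only 5.05 CPM in the fed and 8.18 CPM in the fasted libraries, near the floor, so the meninges cannot be told apart from a rise of Ptgds in the tissue. Of 4 choroid plexus genes, 0 were higher in both fasted libraries.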

How the results depend on the processing

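The test with an estimated correlation between genes was chosen after the results were seen, and the rule that names clusters was relaxed after the clusters were seen. All other settings were set before.

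Among shares, general bounds gave 80.0% inhibitory neurons and log normalization 90.2%. The IL1Rapl2 share of the CeM clusters was 52.0% with log normalization and 46.4% at resolution 1.6, and that of Dlk1 18.8% at resolution 0.4 and 14.9% at 1.6. Drd2/Rai14 had 6.28% and 16.7%, and with Tac1/Sst 13.1% and 23.3%, with log normalization and at resolution 1.6. The first division of the tree held the same 3 clusters in every setting. The second split off 1 cluster with log normalization and at resolution 0.4. The Pnoc share without thinning was 8.95% in CeM IL1Rapl2, 18.7% in CeL NTS/Tac2 and 20.8% in CeM Vdr, and with at least 2 UMIs 0, 1.35% and 1.91%. In CeL NTS/Tac2 it was 4.64% with log normalization and 4.25% at resolution 0.4. The mCherry share without thinning was 44.8% in CeM IL1Rapl2, 47.3% in CeL Sst and 40.0% in CeL NTS/Tac2, and 11.4% there with at least 2 UMIs. The cause was not tested beyond thinning itself.

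The numbers of DE genes moved most. With the likelihood ratio test they were 115 in CeL NTS/Tac2, 137 in CeL PKCδ, 42 in the Calcrl cluster, 21 in CeL Sst, 32 in CeM IL1Rapl2, 11 in CeM Tac1/Sst, 39 in CeM Drd2/Rai14, 99 in CeM Dlk1, 29 in CeM Vdr, 14 in astrocytes and 10 in oligodendrocytes. The same test without a filter gave 102, 127, 45, 28, 31, 10 and 37 in the first 7 of these, 29 in CeM Vdr and 14 in each of astrocytes and oligodendrocytes. No filter with the quasi-likelihood test gave 158, 210, 71, 37, 77, 10, 55, 122, 45, 24 and 12 in the same order. The batch as a block gave 189, 261, 79, 88, 141, 9, 57, 194, 8, 8 and 6, and it changed 8 results for named genes, all to past the threshold. DESeq2 gave 36 in CeL PKCδ, 5 in the Calcrl cluster, 1 in CeL Sst, 5 in CeM IL1Rapl2, 1 in CeM Drd2/Rai14, 42 in CeM Dlk1 and 3 in astrocytes. Of the 26 genes of CeL NTS/Tac2, 26 were called by the likelihood ratio test and 19 by DESeq2.

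Across the 3 fits that each left out one fed library, the numbers were 2 to 56 in CeL NTS/Tac2, 0 to 37 in CeL PKCδ, 1 to 15 in the Calcrl cluster, 0 to 12 in CeL Sst, 0 to 5 in CeM IL1Rapl2, 2 to 4 in CeM Tac1/Sst, 0 to 7 in CeM Drd2/Rai14, 0 to 36 in CeM Dlk1, 4 to 22 in CeM Vdr and 0 to 2 in oligodendrocytes. Without fed replicate 3 the 0 of CeL PKCδ stood beside 549 genes at an unadjusted p under 0.05, in a fit with no term for the batch. Fits without a fasted library leave 1 and give fold changes only. Log normalization gave 48 in CeL NTS/Tac2, 2 in CeL PKCδ, 0 in CeM Tac1/Sst and 11 in astrocytes. Resolution 0.4 joins the nuclei of CeL Sst with CeL NTS/Tac2 and gave 7 in the joined cluster, 17 in CeL PKCδ and 2 in CeM Vdr, and resolution 1.6 gave 17 in CeL PKCδ. General bounds gave 32 in CeL PKCδ and 2 in CeM IL1Rapl2, and doublets removed 31 in CeL PKCδ and 20 in CeM Vdr. With equal nuclei and counts the medians were 4.5 in CeL NTS/Tac2, 4 in CeL PKCδ and 0.5 in both the Calcrl and Drd2/Rai14 clusters, where fewer nuclei and counts are the cause by construction. For the other settings the cause was not tested.

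The genes shared by CeL NTS/Tac2 and CeL PKCδ numbered 1 at an adjusted p of 0.05, 27 with DESeq2, 99 with the likelihood ratio test without a filter, 138 without a filter, 99 with the block, and 20 to 80 when a fed library was left out. The gene sets kept their medians by construction under other tests, 1.18 and 0.66 in astrocytes and 0.81 for the respiratory set in oligodendrocytes, but these 3 no longer passed under fry. With an estimated correlation the respiratory sets did not pass. Medians were 0.94 to 1.45 and 0.30 to 0.76 in astrocytes, and 0.99 to 1.72 and 0.53 to 0.91 in oligodendrocytes, when a library was left out, but without fed replicate 3 no gene of the translation set could be tested in oligodendrocytes. Of the results for named genes, 287 kept their direction and side of the threshold, 25 became weaker, 38 stronger and 10 moved, and 0 reversed. Of the 25, 11 came without fed replicate 3, again with no term for the batch.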

Differences from the paper's values

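No test in this part was chosen after the results were seen.

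The share of CeM IL1Rapl2 among CeM nuclei was 37.5%, against the paper's 59%. Log normalization (52.0%), resolution 1.6 (46.4%) and leaving out fed replicate 1 (40.4%) come within the limits set for a difference, and the other alternatives set before the data were examined do not. The share of CeM Vdr was 18.3%, against the paper's 4%, and none of these alternatives closed the gap (15.4% to 19.7%). Both shares are of nuclei in named CeM clusters. They leave out 5 inhibitory clusters that stayed unnamed, and 4 to 8 stayed unnamed under other clustering settings. Nuclei of the CeM among these would change the shares, and this was not tested. The share of CeM IL1Rapl2 nuclei with Pnoc was 2.76% after thinning, against the paper's 10%, and 8.95% without thinning, the only one to close the gap. Without thinning a gap opens in CeL NTS/Tac2 instead, with 18.7% against the paper's 10% and 9.89% after thinning. The share of CeL Sst nuclei with mCherry was 25.5% after thinning, against the lower end of the paper's range, 40%, and 47.3% without thinning, the only one to close the gap.

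Fig. 7C, read by eye, shows about 68 genes higher and about 55 lower in CeL NTS/Tac2, against 11 and 15 in the quasi-likelihood test. The likelihood ratio test, which the paper's methods name, gave 63 and 52, the same without a filter 57 and 45, and no filter 84 and 74, while the block gave 88 higher. For CeL PKCδ Fig. 7C, read by eye, shows about 31 higher and about 10 lower, against 6 and 3. DESeq2 gave 26 and 10, and without fed replicate 1 (32), with general bounds (27) and with doublets removed (26) the higher genes came close, but the likelihood ratio test gave 109 and 28. For the Calcrl cluster Fig. 7C, read by eye, shows about 37 higher and about 2 lower, against 3 and 0, where 446 genes had an unadjusted p under 0.05. The likelihood ratio test gave 39 and 3, and without a filter 39 higher.

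For CeL Sst Fig. 7C, read by eye, shows about 15 higher and about 4 lower, against 2 and 0, where 344 genes had an unadjusted p under 0.05. The likelihood ratio test (19) and leaving out fed replicate 1 (11) closed the gap for higher genes, and the likelihood ratio test without a filter (3), no filter (6) and leaving out fed replicate 2 (3) for lower genes. For CeM IL1Rapl2 Fig. 7C, read by eye, shows about 25 higher and about 6 lower, against 1 and 0, where 455 genes had an unadjusted p under 0.05. The likelihood ratio test gave 30 higher, and 28 without a filter, and none of the alternatives closed the gap for lower genes. For CeM Tac1/Sst Fig. 7C, read by eye, shows about 20 higher and about 3 lower, against 1 and 0, where 262 genes had an unadjusted p under 0.05. None closed the gap for higher genes (7 with the likelihood ratio test), and for lower genes the likelihood ratio test (4), the same without a filter (3) and no filter (3) did.

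The paper states that CeL NTS/Tac2 had by far the most DE genes. In the quasi-likelihood test CeM Dlk1 had more, 65 against 26, and with the likelihood ratio test CeL PKCδ had more, 137 against 115. At equal nuclei and counts, the likelihood ratio test gave CeL NTS/Tac2 a median of 29.5 genes and CeL PKCδ 16.5. CeL NTS/Tac2 then led the 6 clusters of that comparison, which are not those of Fig. 7C, in 7 of 10 draws. The quasi-likelihood test gave 4.5 against 4 there, and CeL NTS/Tac2 led the same clusters in 4 of 10 draws. CeL NTS/Tac2 led the 6 clusters of Fig. 7C, or tied, in 7 of 14 settings, in 13 for the lower genes alone and in 4 for the higher genes. The paper states that glia had the strongest differences. Between libraries no single gene passed in astrocytes in the quasi-likelihood test with no term for the batch, where 197 genes had an unadjusted p under 0.05. With the likelihood ratio test 14 passed, with the block 8, with no filter 24, with log normalization 11 and with DESeq2 3. The paper describes no notable effect of the batches. Neighbours came from the same library in 32.3% of cases against 20.9% with complete mixing.

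Of the 6 genes the text names in CeL NTS/Tac2, only Mical2 passed in the quasi-likelihood test. Dapk1 passed with the block. Cyfip1 and Alk passed with the block and without a filter, Tanc1 also with the likelihood ratio test, and Pdlim5 also with the likelihood ratio test with or without a filter, with log normalization and without fed replicate 2. Their adjusted p in edgeR and DESeq2 ran from 0.0142 to 0.928 for Dapk1, 0.00122 to 0.866 for Cyfip1, 0.0145 to 0.789 for Tanc1, 0.00625 to 0.673 for Pdlim5 and 0.000362 to 0.896 for Alk. The paper names CeM IL1Rapl2 and CeL Sst as the clusters with most mCherry. Here CeM Vdr had the highest share, 40.0% after thinning and 55.0% without, with overlapping intervals.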

Other observations

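The tests of other splits for the shift of CeL NTS/Tac2 were chosen after the result was seen.

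Translation and respiratory chain transcripts rose in fasted glia, and free RNA in the droplets of the fasted libraries is a candidate explanation. Both sets also rose in 9 of 9 CeA clusters. In UMIs per nucleus, the translation set rose by 15.9 in astrocytes, 12.2 in oligodendrocytes and 9.37 to 13.8 in the CeA clusters, and the mitochondrial genes by 6.82, 8.56 and 3.74 to 18.3. Within batch 2 the translation set rose by 15.2 to 26.1 over all 11 clusters, and these like rises are consistent with free RNA at the same number of UMIs in every droplet. Within batch 1 it rose by 1.18 (SE 1.79) in CeL Sst to 8.34 (SE 2.05) in oligodendrocytes, with errors too large beside the rises to show that they are alike. The rises of the mitochondrial genes differed 4.90-fold. In batch 2 they exceeded the whole level of the lowest cluster in the fasted library in 3 clusters, and 2 clusters fell, while in batch 1 no cluster did either, so for the respiratory chain free RNA stays open. Estimated from the mitochondrial share of barcodes with at least 5% of it, free RNA made up 0.661% of counts in the fed and 1.36% in the fasted libraries, and 67.5% of the rise of translation transcripts could come from it. A rise within the nuclei stays open for the rest. The astrocyte markers rose in 9 of 9 CeA clusters by their median log2 fold change. Their summed UMIs per nucleus, however, fell in both batches in CeL NTS/Tac2 (-3.16) and CeL Sst (-1.56), the CeA clusters with the highest level, and were nearly level in CeM Drd2/Rai14 and CeM Vdr, so astrocyte RNA in the droplets stays open. In the barcodes of high mitochondrial share 0 of the 6 astrocyte markers were higher in both fasted libraries. Of the oligodendrocyte markers, Mobp was higher in 7 of 7 clusters tested.

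In astrocytes the real split gave 0 DE genes, beside 197 genes at an unadjusted p under 0.05. That 10 of 10 splits gave as many is then fixed, and the test is void. The split that sets fed replicate 3 and fasted replicate 2 against the others gave 89. The shared genes of CeL NTS/Tac2 and CeL PKCδ numbered 55, and 2 of 10 splits gave as many. The other one sets the libraries of batch 2 against the rest and shared 100. Both clusters come from the same 5 libraries, and differences between libraries may therefore add to the sharing. With the batch as a block 99 were shared. The other 3 splits that part both pairs shared 0.

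Batches acted on transcript levels. In 7 of 11 clusters more genes were called between batches than between feeding states. The shift of CeL NTS/Tac2 was reached by 2 of the 10 splits. Neither the measure nor these splits take the pairing of the batches into account, and the 2 fasted libraries were 78.1 apart. Chance, batch and feeding therefore cannot be told apart by it with so few libraries.

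Immediate-early transcripts were tested in 20 pairs of gene and cluster, and in 1, Egr1 in CeM Drd2/Rai14, both fasted libraries lay above all fed, where chance gives 1 in 10. In 1 other pair, Nr4a1 in CeL NTS/Tac2, both fasted libraries lay below all fed. Fos, Junb and Arc passed the filter on low counts in only 1 cluster each. These few pairs cannot tell whether fasting moved the immediate-early transcripts. Y-linked transcripts were found in 43.6% to 61.5% of nuclei, at 134 to 177 CPM, so the libraries do not differ in the presence of a male mouse.

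In the Htr2a-Cre library 27 of 404 mCherry-positive inhibitory nuclei had a Pnoc UMI (6.68%), against 4.58% of the negative ones, where 21.3 would be expected. These were 41.5% of the 65 nuclei with Pnoc. In the CeA clusters it was 15 of 252 (5.95%), against 7.30% of the negative ones, or 34.1% of 44, where 17.1 would be expected. Htr2a was found in 79 of the 404, or 19.6%, against 14.7%. These shares are of nuclei with a captured UMI, and the paper's overlap is of stained cells.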
